# Transfer of dysbiotic gut microbiota has beneficial effects on host liver metabolism

**DOI:** 10.15252/msb.20167356

**Published:** 2017-03-16

**Authors:** Simon Nicolas, Vincent Blasco‐Baque, Audren Fournel, Jerome Gilleron, Pascale Klopp, Aurelie Waget, Franck Ceppo, Alysson Marlin, Roshan Padmanabhan, Jason S Iacovoni, François Tercé, Patrice D Cani, Jean‐François Tanti, Remy Burcelin, Claude Knauf, Mireille Cormont, Matteo Serino

**Keywords:** gut microbiota transfer, hepatic glucose production, high‐fat diet, metabolic diseases, microbiome, Genome-Scale & Integrative Biology, Metabolism, Microbiology, Virology & Host Pathogen Interaction

## Abstract

Gut microbiota dysbiosis has been implicated in a variety of systemic disorders, notably metabolic diseases including obesity and impaired liver function, but the underlying mechanisms are uncertain. To investigate this question, we transferred caecal microbiota from either obese or lean mice to antibiotic‐free, conventional wild‐type mice. We found that transferring obese‐mouse gut microbiota to mice on normal chow (NC) acutely reduces markers of hepatic gluconeogenesis with decreased hepatic PEPCK activity, compared to non‐inoculated mice, a phenotypic trait blunted in conventional NOD2 KO mice. Furthermore, transferring of obese‐mouse microbiota changes both the gut microbiota and the microbiome of recipient mice. We also found that transferring obese gut microbiota to NC‐fed mice then fed with a high‐fat diet (HFD) acutely impacts hepatic metabolism and prevents HFD‐increased hepatic gluconeogenesis compared to non‐inoculated mice. Moreover, the recipient mice exhibit reduced hepatic PEPCK and G6Pase activity, fed glycaemia and adiposity. Conversely, transfer of lean‐mouse microbiota does not affect markers of hepatic gluconeogenesis. Our findings provide a new perspective on gut microbiota dysbiosis, potentially useful to better understand the aetiology of metabolic diseases.

## Introduction

The intricate ecosystem of intestinal microbes, the gut microbiota, actively participates in several functions of the host, beyond digestion (Shanahan, 2002; Turnbaugh *et al*, 2006; Backhed *et al*, 2007; Velagapudi *et al*, 2010; Reinhardt *et al*, 2012; Serino *et al*, 2012a). The altered proportion and activity of bacterial groups of gut microbiota, named *dysbiosis*, characterizes multiple pathologies (Tomasello *et al*, 2011; Haahtela *et al*, 2013; Serban, 2014), such as type 2 diabetes and obesity (Serino *et al*, 2009; Le Chatelier *et al*, 2013). There is also clear evidence that gut microbiota dysbiosis impacts the liver by promoting hepatic steatosis (Dumas *et al*, 2006; Le Roy *et al*, 2013), a common feature of metabolic syndrome. We reported that susceptibility to diet‐induced metabolic diseases is characterized by a particular gut microbiota (Serino *et al*, 2012b). Of note, targeting gut microbiota via dietary treatment (Cani *et al*, 2007), fibres (Serino *et al*, 2012b) or antibiotics (Cani *et al*, 2008; Membrez *et al*, 2008) can restore glucose homoeostasis by reducing metabolic inflammation (Shoelson *et al*, 2006).

Our understanding of the impact of gut microbiota on host metabolism (Shanahan, 2002; Turnbaugh *et al*, 2006; Backhed *et al*, 2007; Reinhardt *et al*, 2012; Serino *et al*, 2012a) is based on the use of axenic mice. These mice enabled the discovery of few molecular mechanisms by which the gut microbiota modulates host metabolism (Backhed *et al*, 2007). It is significant that colonization of axenic mice with gut microbiota from animal models of pathology (i.e. obese mice; Turnbaugh *et al*, 2006) or human stools (Chung *et al*, 2012; Atarashi *et al*, 2013) transferred the related phenotype, suggesting gut microbiota as a putative aetiological factor of that pathology.

Lack of microbiota in axenic mice determines both structural and functional alterations such as gut hyper‐permeability and atrophy of the immune system (Shanahan, 2002). Therefore, we considered whether the detrimental effects of dysbiotic gut microbiota observed in axenic mice could also be observed in healthy conventional mice. To investigate the role of gut microbiota dysbiosis in the aetiology of metabolic diseases, we inoculated conventional, healthy mice with either dysbiotic gut microbiota from diet‐induced and *ob/ob* obese mice or eubiotic gut microbiota from lean mice.

We found that transfer of dysbiotic gut microbiota to conventional mice acutely reduces markers of hepatic gluconeogenesis during normal chow and protects towards high‐fat diet‐increased markers of hepatic gluconeogenesis and adiposity, together with changes in both gut microbiota and microbiome. Similar metabolic results were obtained when mice were inoculated with a dysbiotic gut microbiota from *ob/ob* mice. Conversely, the transfer of eubiotic gut microbiota slightly affected both the gut microbiota composition and related bacterial metabolic functions of recipient mice, which did not show altered markers of hepatic gluconeogenesis on normal chow.

Our results show that transferring a dysbiotic gut microbiota may benefit the host, proposing to reconsider the role of gut microbiota dysbiosis within the aetiology of metabolic diseases.

## Results

To investigate the metabolic effects of transferring gut microbiota, recipient mice never previously treated with antibiotics were used, since antibiotics have been shown to dampen dysbiosis‐induced dysmetabolism (Ellekilde *et al*, 2014) or even to limit the establishment of exogenous microbiota (Manichanh *et al*, 2010).

### Metabolic effects of dysbiotic vs. eubiotic gut microbiota transfer in conventional mice fed a normal chow (NC)

To investigate the role of gut microbiota dysbiosis in the aetiology of metabolic diseases, we transferred the caecal content from high‐fat diet‐induced obese mice (HFD‐microbiota hereafter) into conventional (Conv) mice fed a NC (Conv + OM (HFD); OM stands for “obese microbiota”) and we compared this group to mice inoculated with either the vehicle (Conv + PBS) or an eubiotic gut microbiota from lean mice (Conv + LM; LM stands for “lean microbiota”; Fig 1A). For both donor and recipient mice, basal metabolic features are reported in Appendix Fig S1A–E. First, we verified that bacteria from both transplants were viable. We found a decreased amount of cultivable bacteria in the inoculum from obese mice, mainly in the anaerobic bacteria (Appendix Fig S1F and G). Since the majority of gut microbes is not cultivable, we further quantified the DNA content in both transplants. As expected (Daniel *et al*, 2014), the transplants from either obese or lean mice were highly divergent in terms of amount and taxonomy (Appendix Fig S1H and I). By contrast, the two transplants from the same donor showed a strong homogeneity after 1 week (Appendix Fig S1J and K).

**Figure 1:**
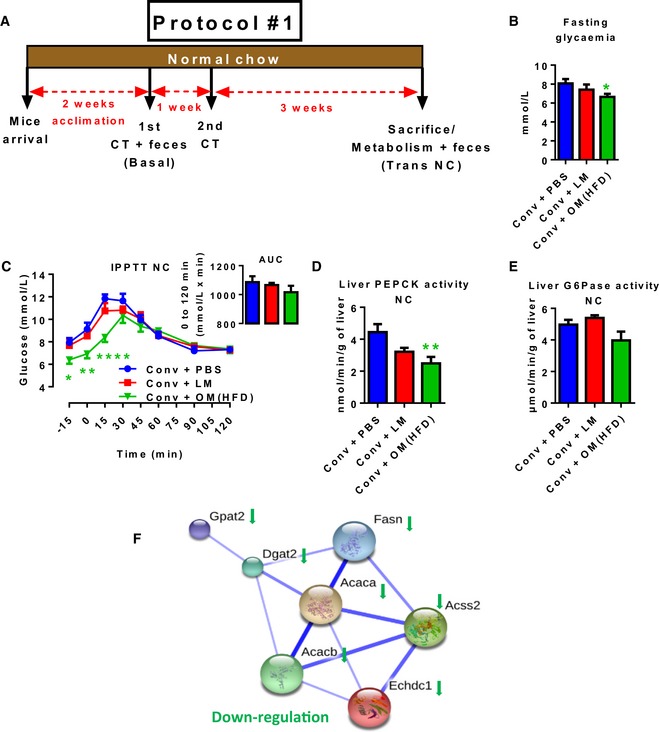
Transfer of dysbiotic vs. eubiotic gut microbiota in NC‐fed conventional mice reduces hepatic gluconeogenesis A–F(A) Experimental timeline: 1^st^/2^nd^ CT (caecal transfer); (B) 6 h fasting glycaemia; (C) intraperitoneal pyruvate tolerance test and AUC as inset; hepatic (D) PEPCK and (E) G6Pase enzymatic activity; (F) String analysis of significantly modulated hepatic metabolic genes analysed by microarray in antibiotic‐free NC‐fed conventional mice inoculated with either the vehicle (PBS) or caecal microbiota from either lean mice or HFD‐fed mice (Conv + PBS, Conv + LM, Conv + OM(HFD), respectively). Data are shown as mean ± SEM; *n* = 6, *P < 0.05, **P < 0.01, ****P < 0.0001; unpaired Student's *t*‐test for (B), two‐way ANOVA and Sidak's post‐test vs. Conv + PBS (C), one‐way ANOVA and Dunnett's post‐test vs. Conv + PBS (D). Basal, baseline; Trans NC, transfer during NC; Conv, conventional; OM, obese microbiota; LM, lean microbiota.

With regard to the metabolic impact of both transplants, mice receiving the HFD‐microbiota showed a lower 6 h fasting glycaemia when compared to control mice (Fig 1B). The blood glucagon pathway was not significantly affected, as shown by the analysis of hepatic phosphorylation of glucagon PKA targets, together with no change in hepatic glycogen content (Appendix Fig S2A and B). Then, we analysed hepatic gluconeogenesis by performing a pyruvate tolerance test; mice receiving the HFD‐microbiota showed a significant lower fasting glycaemia and a concomitant lower hepatic gluconeogenesis compared to control mice, whereas the inoculation with lean microbiota did not induce a significant effect (Fig 1C). Protein level of key hepatic gluconeogenic enzymes PEPCK and G6Pase was not significantly changed (Appendix Fig S2C). By contrast, mice inoculated with the HFD‐microbiota showed lower activity for PEPCK (Fig 1D) but not G6Pase (Fig 1E), with no change induced by the lean microbiota. The lower activity for PEPCK could offer a mechanism to explain the lower hepatic gluconeogenesis. Moreover, since the area under the curve shows a not significant HFD‐microbiota effect (Fig 1C), also the fasting glycaemia accounts for the observed trend of reduced hepatic gluconeogenesis. Several metabolic parameters were not affected in inoculated mice including body and liver weight, hepatic triglycerides content, liver inflammation, hepatic damage, oral glucose tolerance (Appendix Fig S2D–J) or an index of systemic inflammation analysed by enumerating plasma immune cells (Appendix Fig S3A–D). These data show that the reduction in hepatic gluconeogenesis was not due to hepatic damage.

To explain the reduced fasting glycaemia, we conducted an extensive analysis by microarray to look for overall variations of hepatic gene expression. 

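Liver RNA of NC-fed conventional mice was hybridized to Agilent SurePrint mouse microarrays, on which every spot carries copies of a DNA probe for 1 transcript and the brightness of the Cy3 dye at the spot rises with the amount of that transcript. The arrays analysed here were 16, 1 per mouse, from 6 Conv + PBS, 5 Conv + LM and 5 Conv + OM(HFD) mice, while the legend of Fig 1 gives n = 6 per group. The recipients were 6 weeks old at the first transfer and received 2 gavages of 200 µl, either of reduced PBS or of caecal content at 200 mg/ml, and the sample labels give an age of 10 weeks. From each mouse, 200 ng of total RNA was labelled and 600 ng of the resulting cRNA was hybridized. The arrays lay on 2 slides, with 3 Conv + PBS, 2 Conv + LM and 3 Conv + OM(HFD) mice on slide 1 and 3, 3 and 2 on slide 2. Each array holds 62976 spots, of which 59305 are not controls, and these carry 56605 probes under 37074 gene names.

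The authors deposited the scanner output of every array and a table of processed values on the log2 scale. Among the values in the scanner output is a brightness already corrected for background within the array. Set against the scanner output, the table of processed values held the median spot brightness after quantile normalization between arrays. For the values given here, the background-corrected brightness was put on the log2 scale and the 75th percentile of each array was subtracted, so that 0 is the level of a probe brighter than 75% of the array. Spots of the same probe were averaged for the 300 probes with more than 1 spot. Probes well above background on at least 5 of the 16 arrays were kept, which left 20404 genes, and where a gene had several such probes (6819 genes) the probe with the highest mean over all mice stood for it. The groups were compared with limma in a single fit of all 3 groups. Among the choices that could change the numbers are this scaling, the filter on dim probes, the probe taken for each gene, and whether the slide or weights for the arrays enter the fit.

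The 75th percentile of brightness ranged from 223.1 to 323.7 in Conv + PBS mice (median 286.5), from 238.5 to 318.6 in Conv + LM mice (median 297.4) and from 237.6 to 298.1 in Conv + OM(HFD) mice (median 246.4). The share of probes well above background was 49.75 to 58.33% in Conv + PBS mice (median 52.92%), 49.92 to 55.56% in Conv + LM mice (median 52.25%) and 51.62 to 55.41% in Conv + OM(HFD) mice (median 52.68%). No spot was saturated. Pearson's r between arrays, across genes, which are not independent replicates, was 0.976 to 0.992 within groups (median 0.987) and 0.977 to 0.993 between groups (median 0.986). The first principal component held 17.9% of the variance, and the group accounted for 2.05% of it and the slide for 7.64%. Xist was not well above background on any array and Ddx3y was on every array, as in male mice. The number of mice limits the precision of every value. The paper states that caecal content was pooled within each group of donors. The spread among recipient mice therefore does not measure the spread among donors.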

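In limma, 663 of the 20404 genes (3.25%) had an unadjusted p under 0.05 between Conv + OM(HFD) and Conv + PBS mice, 303 of them higher and 360 lower with the HFD-microbiota. With the lean microbiota, 792 genes (3.88%) differed from Conv + PBS mice at that p, 366 higher and 426 lower. A threshold of 0.05 alone lets through 1020 of 20404 genes when none changes. After Benjamini-Hochberg adjustment over all genes, limma left 0 genes in either comparison, with smallest adjusted p of 1.00 and 0.998, and so did the methods' t-test. Of the alternatives planned for these numbers, counting every probe on its own moved them most, to 970 and 1181 of 30664 probes. The balance of higher and lower genes with the lean microbiota depended on the filter, since without it 359 were higher and 790 lower.

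The network drawn in Fig 1F holds Gpat2, Dgat2, Fasn, Acaca, Acacb, Acss2 and Echdc1. These 7 genes encode enzymes that make malonyl-CoA and acetyl-CoA, build fatty acids from them, esterify fatty acids into glycerolipids or, for Echdc1, remove a by-product of malonyl-CoA synthesis. All 7 had a lower mean in Conv + OM(HFD) than in Conv + PBS mice, and for each of them all 5 Conv + OM(HFD) mice lay below the median of the Conv + PBS mice. Limma's unadjusted p was under 0.05 for 6 of the 7, and the exact permutation p was for 2. Fasn, the fatty acid synthase, is read by a probe on chromosome 11 of mm9 from 120668460 to 120668519. Its log2 value was 6.02 ± 0.45 (SD, n = 5) in Conv + OM(HFD) and 6.77 ± 0.68 (SD, n = 6) in Conv + PBS mice, a log2 fold change of −0.76 with a standard error of 0.34 (limma p = 0.0393, exact two-sided permutation p = 0.0628), and the groups overlapped. Acacb, an acetyl-CoA carboxylase read on chromosome 5 from 114700702 to 114700761, was 4.42 ± 0.42 (SD, n = 5) against 5.00 ± 0.22 (SD, n = 6), a log2 fold change of −0.58 with a standard error of 0.22 (limma p = 0.0201, exact permutation p = 0.00216). Its groups did not overlap, and its exact p is the smallest that 5 mice against 6 allow. Acss2, which makes acetyl-CoA from acetate and is read on chromosome 2 from 155388385 to 155388444, was 4.19 ± 0.27 (SD, n = 5) against 4.72 ± 0.32 (SD, n = 6), or 30.6% lower, with a log2 fold change of −0.53 and a standard error of 0.17 (limma p = 0.00731, exact permutation p = 0.0173).

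The mean of the 7 genes was 4.10 ± 0.16 (SD, n = 5) in Conv + OM(HFD) and 4.55 ± 0.25 (SD, n = 6) in Conv + PBS mice (exact permutation p = 0.0108). Adjusted over the list alone, 6 of the 7 genes passed in limma, each with an adjusted p of at least 0.0468, and 0 passed over all genes. The study chose this list on these mice, so the first number is not independent evidence. The number of network genes lower at an unadjusted p under 0.05 in limma fell to 3 without Conv + PBS mouse 2 or 5, or without Conv + OM(HFD) mouse 28, 29 or 30. In Conv + LM mice, 6 of the 7 genes were lower than in Conv + PBS mice and 0 of them had a p under 0.05 in limma, by the exact permutation test or by the methods' t-test. Compared directly, all 7 were lower in Conv + OM(HFD) than in Conv + LM mice, by −0.62 to −0.11 on the log2 scale, with an unadjusted limma p under 0.05 for 1 gene and an exact permutation p under 0.05 for 2. For the list as a whole the tests differed. The exact permutation p of its mean was 0.0794, while camera gave p = 1.43e-05 (adjusted 0.000206), camera with an estimated correlation 0.0229 and fry 0.0320. The list was chosen on the same Conv + OM(HFD) mice, so this direct comparison is not independent evidence either. The paper took the genes below its P threshold in each comparison with Conv + PBS mice and reports among them a network of metabolic genes of the liver, drawn with STRING in Fig 1F, as lowered by the HFD-microbiota.

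**Figure D1:**
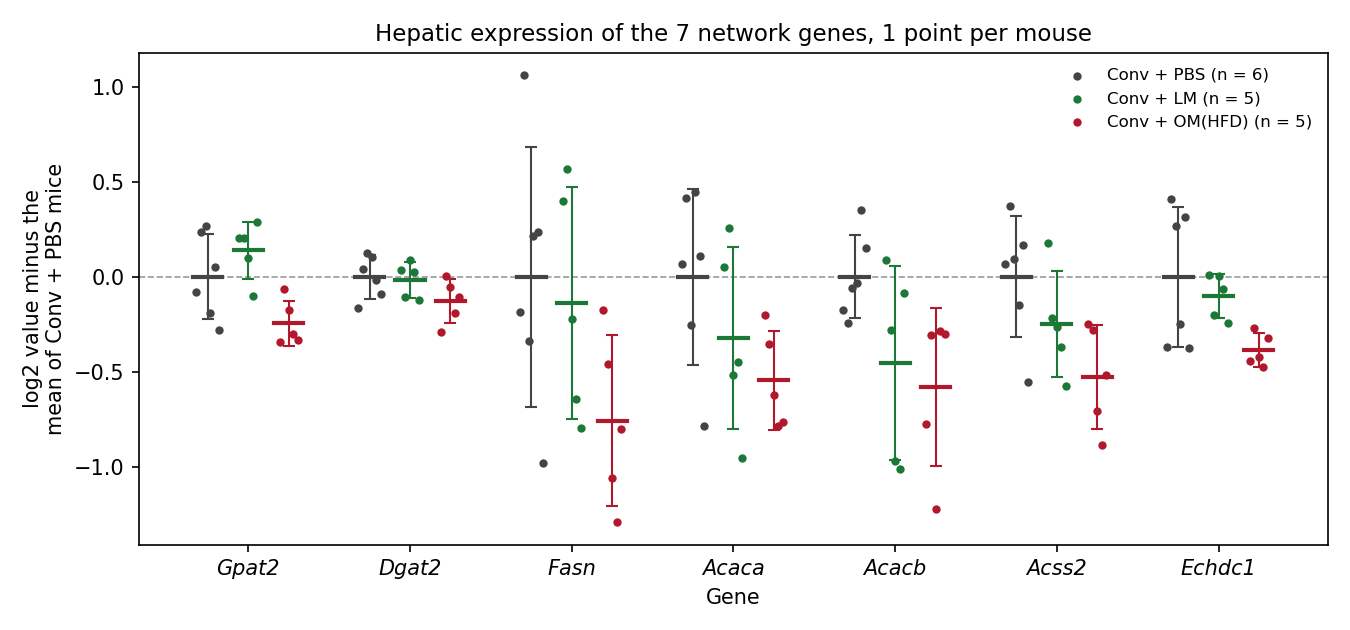
Hepatic log2 values of the 7 network genes (x axis), each minus the mean of the Conv + PBS mice (y axis, log2 scale). Points are mice, thick lines are group means and bars are SD (n = 6 Conv + PBS, 5 Conv + LM and 5 Conv + OM(HFD)). Of the 35 values of Conv + OM(HFD) mice, 34 lie below 0, beside 20 of the 35 values of Conv + LM mice and 20 of the 42 values of Conv + PBS mice.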

Out of the totality of genes significantly (*P* < 0.05) modulated (1,021 by the HFD‐microbiota vs. Conv + PBS and 1,329 by the lean microbiota vs. Conv + PBS), we identified a network of hepatic metabolic genes whose expression was reduced by the HFD‐microbiota (Fig 1F) and involved in *de novo* lipogenesis (Appendix Fig S2K). 

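Genes whose enzymes act in gluconeogenesis and not in glycolysis were listed before the data were examined, as were the other gene lists (1 of them shortened later), the named-gene rule, the tests and 13 alternative settings. They are Pck1 and Pck2 (PEPCK), G6pc and G6pc3 (the catalytic subunits of G6Pase), Fbp1 and Fbp2 (fructose-1,6-bisphosphatase), Pcx (pyruvate carboxylase) and Slc37a4 (the glucose-6-phosphate transporter). Fbp2 was not well above background on any array, so its direction was not measured. Between Conv + OM(HFD) and Conv + PBS mice, 0 of the other 7 genes had an unadjusted p under 0.05 in limma, and 0 did by the exact permutation test or the methods' t-test. After adjustment over the list alone the count was again 0, with a smallest limma adjusted p of 0.673, and it was 0 over all genes. The fold changes were small, with 4 genes lower and 3 higher, between −0.17 and 0.16 on the log2 scale, and 19 of 182 fold changes recomputed under the alternatives had the opposite sign. Pck1, read by a probe on chromosome 2 of mm9 from 172984307 to 172984366, was 9.35 ± 0.08 (SD, n = 5) in Conv + OM(HFD) and 9.20 ± 0.21 (SD, n = 6) in Conv + PBS mice, a log2 fold change of 0.16 with a standard error of 0.11 (exact two-sided permutation p = 0.141). G6pc, read on chromosome 11 from 101238947 to 101239006, was 7.64 ± 0.31 (SD, n = 5) against 7.79 ± 0.33 (SD, n = 6), a log2 fold change of −0.15 with a standard error of 0.17 (exact permutation p = 0.431). For both genes the groups overlapped. Slc37a4 had the smallest exact permutation p of the list, 0.136, at a log2 fold change of −0.17, and its other probe gave 0.31. That probe was far dimmer, with a mean log2 value of −3.10 against 7.26, and its own limma p was 0.533, so its direction is uncertain. Fbp1 and Pcx differed by −0.01 and 0.01 (exact permutation p = 0.797 and 0.896). Pcx was higher in Conv + PBS mouse 3, Fbp1 in Conv + OM(HFD) mouse 30 and Pck2 in Conv + LM mouse 14 than in the rest of their groups.

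In Conv + LM mice the list held 0 genes at an unadjusted limma p under 0.05, while Fbp1 was lower by the exact permutation test, with a log2 fold change of −0.13 (p = 0.0346) against Conv + PBS mice. It was lower by the methods' t-test as well, and its adjusted p over the 7 genes was 0.451 in limma. The mean of the 7 genes above background was 6.18 ± 0.09 (SD, n = 5) in Conv + OM(HFD) and 6.19 ± 0.08 (SD, n = 6) in Conv + PBS mice (exact permutation p = 0.799). Enzymes that gluconeogenesis shares with glycolysis or amino acid metabolism (20 genes) had a median log2 fold change of −0.03 and a mean of 0.00 (exact permutation p = 0.972). The corresponding median for 12 regulators, Ppargc1a and Foxo1 among them, was 0.03 (exact permutation p = 0.604).

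**Figure D2:**
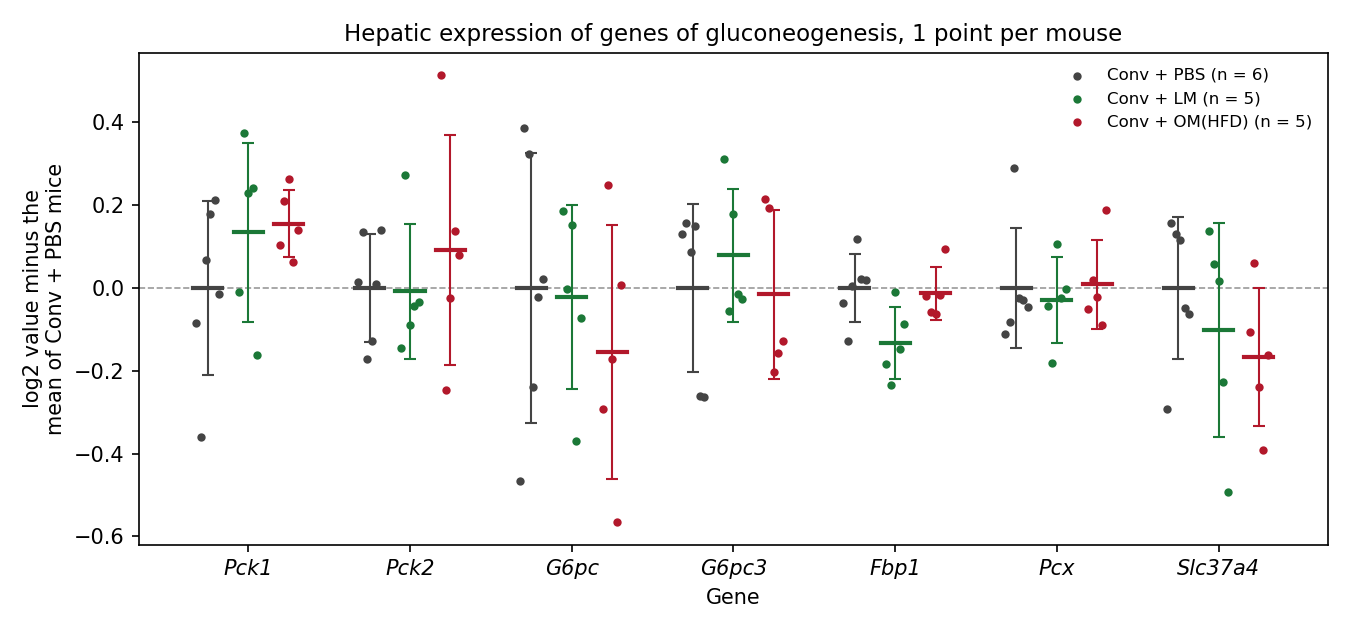
Hepatic log2 values of the 7 genes of gluconeogenesis above background (x axis), each minus the mean of the Conv + PBS mice (y axis, log2 scale). Points are mice, thick lines are group means and bars are SD (n = 6 Conv + PBS, 5 Conv + LM and 5 Conv + OM(HFD)). The values of the groups overlap for every gene and lie between −0.57 and 0.51.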

Among the 1,021 genes significantly modulated by HFD‐microbiota none of them was directly implicated in gluconeogenesis, suggesting that the decrease in markers of hepatic glucose production observed above is not due to a change in gene expression.

In mice inoculated with the HFD‐microbiota, we also found a serum metabolomic signature of the hepatic phenotype by higher levels of glucogenic precursors, such as lactate and pyruvate (Fig 2A–C), suggesting the reduction in hepatic gluconeogenesis shown in Fig 1C.

**Figure 2:**
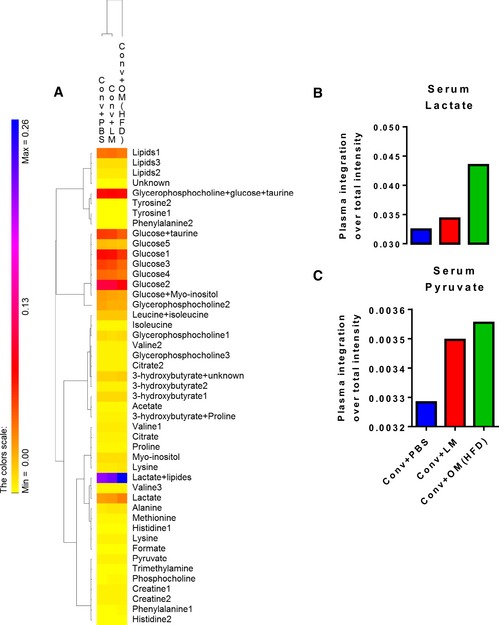
Transfer of dysbiotic vs. eubiotic gut microbiota in NC‐fed conventional mice affects serum metabolome A–C(A) Heat‐map analysis of serum metabolome; detailed histograms for (B) serum lactate and (C) serum pyruvate in antibiotic‐free NC‐fed conventional mice inoculated with either the vehicle (PBS) or caecal microbiota from either lean mice or HFD‐fed mice (Conv + PBS, Conv + LM, Conv + OM(HFD), respectively). A pool of serum samples was used per group (*n* = 6).

These data show that the transfer of HFD‐microbiota lowered fasting glycaemia and markers of hepatic gluconeogenesis in association with a reduced gluconeogenic enzyme activity, without affecting neither glucagon signalling nor hepatic glycogen content.

### Analysis of gut barrier in conventional mice fed a NC and inoculated with either a dysbiotic or eubiotic gut microbiota

To explain whether the hepatic phenotype may be dependent on alterations of the gut‐to‐liver axis (Szabo *et al*, 2010), we analysed the intestinal barrier. First, neither the dysbiotic nor the eubiotic gut microbiota transfer significantly affected the *in vivo* gut permeability (Fig 3A), in accordance with unchanged LPS plasma levels (Fig 3B). Then, since we already showed the impact of gut microbiota dysbiosis on the ileum (Amar *et al*, 2011; Serino *et al*, 2012b), we focused on this intestinal region. Goblet cells and the expression of Muc‐2 (the main mucus‐producing gene) were used as indices of mucus production and were not significantly affected (Fig 3C and D). No significant modulation of the expression of tight junction genes (Claudin‐2/‐7, Jam‐A, Occludin or ZO‐1) was observed (Fig 3E). With regard to inflammation, no significant change was observed for FoxP3, IL‐17a, IFNγ and NF‐kB gene expression in mice inoculated with the HFD‐microbiota; only mice receiving the lean microbiota displayed a significant increase in IL‐17a expression (Fig 3F). These observations are most likely due to the higher bacterial amount of the transplant from lean mice compared to the one from obese mice (Appendix Fig S1F–I). These data were in accordance with unchanged defensins production of both inoculated groups of mice (Fig 3G). Overall, none of the transfer significantly affected the general architecture of the ileum (Fig 3H).

**Figure 3:**
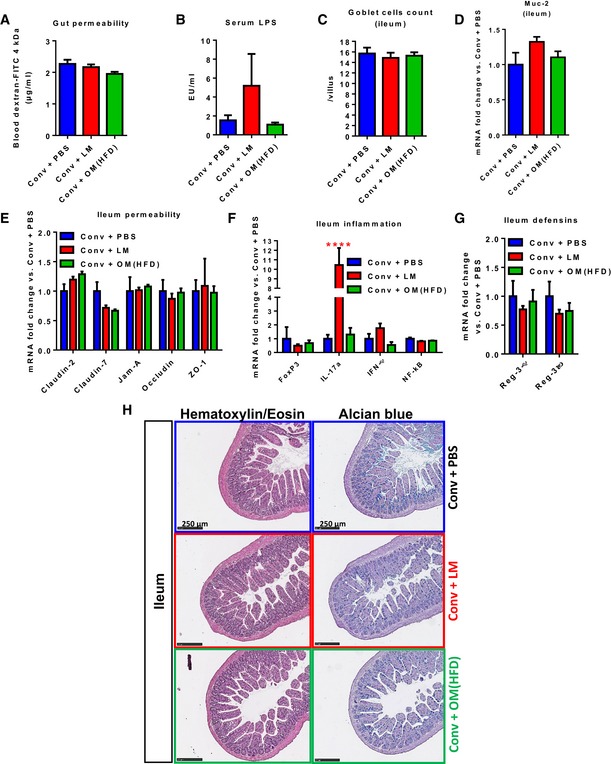
Intestinal impact of transfer of dysbiotic vs. eubiotic gut microbiota in NC‐fed conventional mice A–H(A) *In vivo* gut permeability; (B) serum LPS; (C) ileum goblet cell count/villus; ileum gene expression for (D) Muc‐2, (E) tight junction proteins, (F) inflammatory markers, (G) defensins and (H) ileum histology in antibiotic‐free NC‐fed conventional mice inoculated with either the vehicle (PBS) or caecal microbiota from either lean mice or HFD‐fed mice (Conv + PBS, Conv + LM, Conv + OM(HFD), respectively). Data are shown as mean ± SEM; *n* = 6, ****P < 0.0001; two‐way ANOVA and Dunnett's post‐test vs. Conv + PBS (F).

These data show that the transfer of neither HFD‐ nor lean microbiota plays a major role in the modulation of intestinal, systemic and hepatic inflammation, excluding the involvement of these processes in the modulation of hepatic gluconeogenesis.

### Analysis of gut microbiota and microbiome in conventional mice fed a NC and inoculated with either a dysbiotic or eubiotic gut microbiota

In the light of the hepatic phenotype observed above and the role of gut microbiota dysbiosis on the liver (Dumas *et al*, 2006; Le Roy *et al*, 2013), we investigated the putative changes of the gut microbiota of recipient mice induced by the transfer. We analysed faeces microbiota at both taxonomic and related functional levels before (Basal) and after the transfer (Trans NC).

At baseline (Basal), the microbiota of the different groups displayed a certain degree of divergence, especially for the group to be inoculated with the HFD‐microbiota, as shown by principal coordinate analysis (PCoA) (Fig 4A, upper panel). In fact, mice designated to belong to the control group showed higher amount of *Parabacteroides* order; mice to be inoculated with the eubiotic microbiota showed higher amount of *Firmicutes* and mice to be inoculated with the dysbiotic microbiota had a higher amount of *Bacteroidetes* (Fig 4A, lower panel). Crucially, the metagenomic changes observed at baseline did not impact on basal hepatic glucose production (Appendix Fig S1C). Thus, it is likely that the reduced hepatic gluconeogenesis can be ascribed to the transfer of gut microbiota.

**Figure 4:**
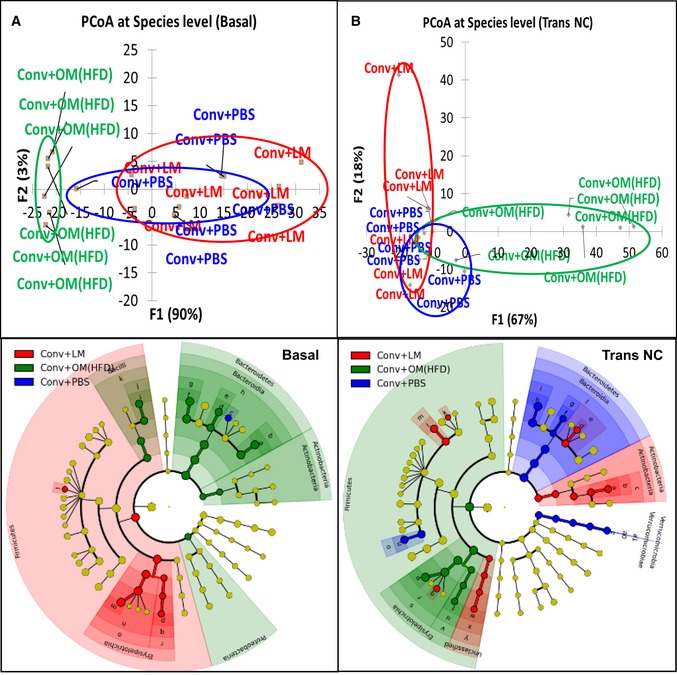
Effects of transfer of dysbiotic and eubiotic gut microbiota to NC‐fed conventional mice on gut microbiota A, B(A) Principal coordinate analysis (PCoA) for gut microbiota at baseline (Basal) (upper panel) and related cladogram showing bacterial taxa significantly enriched in each group (lower panel); (B) PCoA for gut microbiota after transfer on NC (Trans NC) (upper panel) and related cladogram (lower panel) in antibiotic‐free NC‐fed conventional mice inoculated with either the vehicle or caecal microbiota from lean mice or HFD‐fed mice (Conv + PBS, Conv + LM, Conv + OM(HFD), respectively) (*n* = 6).

After the inoculation, the three gut microbiota profiles presented some overlap (Fig 4B, upper panel). However, *Actinobacteria* taxon was significantly higher in mice receiving the eubiotic microbiota, whereas mice inoculated with dysbiotic microbiota showed higher amount of *Firmicutes* (Fig 4B, lower panel; The full list for cladograms in Fig 4 is reported in Appendix Fig S4).

With regard to the microbiome analysed by PICRUSt (Langille *et al*, 2013), at baseline (Basal), mice displayed some functional divergences (Fig 5A–C), in accordance with gut microbiota profiles reported above (Fig 4A). After the inoculation, the dysbiotic microbiota changed the gut microbiome of recipient mice differently from what did the eubiotic microbiota, as reported by the PCA analysis compared to control mice (Fig 5D). In fact, mice inoculated with either HFD‐microbiota or lean microbiota did not share any microbial pathway (Fig 5E and F).

**Figure 5:**
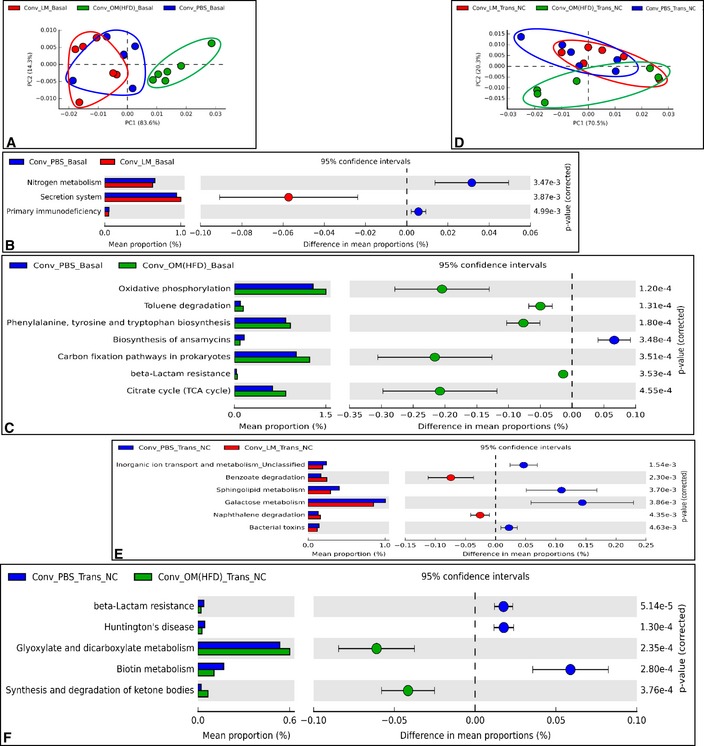
Effects of transfer of dysbiotic and eubiotic gut microbiota to NC‐fed conventional mice on gut microbiome A–FPrincipal component analysis showing PICRUSt‐based gut microbiome study at baseline (Basal) (A) and after transfer on NC (Trans NC) (D) and top modulated (based on the two‐sided Welch's *t*‐test) microbial pathways in a pair‐wise comparison (B, C, E, F) in antibiotic‐free NC‐fed conventional mice inoculated with either the vehicle or caecal microbiota from lean mice or HFD‐fed mice (Conv + PBS, Conv + LM, Conv + OM(HFD), respectively) (*n* = 6).

To evaluate the net impact of microbial transfer on the metagenomic profile of recipient mice, we performed an *intragroup analysis* for both gut microbiota and microbiome. The gut microbiota of control mice showed some divergences compared to baseline (Appendix Fig S5A). In inoculated mice, the modifications induced by the lean microbiota were similar to the ones induced by PBS, except for the modulation of phylum *Tenericutes* (Appendix Fig S5B, lower panel). By contrast, the modifications induced by the HFD‐microbiota were more distinct from the two other groups (Appendix Fig S5C, lower panel). This evidence suggests that the transfer of HFD‐microbiota changed the gut microbiota of recipient mice to a greater extent than lean microbiota. This datum is in strong accordance with the higher metabolic modulation induced by the HFD‐microbiota throughout the study.

The intragroup microbiome analysis reflected the aforementioned changes in gut microbiota, with the HFD‐microbiota transfer showing the greater impact (Appendix Fig S5D–I); the control group and mice inoculated with the lean microbiota showed each some overlap (Appendix Fig S5D and F) with only three microbial pathways significantly affected (Appendix Fig S5E and G). By contrast, mice inoculated with the HFD‐microbiota showed a distinct separation (Appendix Fig S5H), suggesting the greater impact of HFD‐microbiota when compared to the lean microbiota. This result is also sustained by the greater number (twenty) of microbial pathways significantly modulated by the HFD‐microbiota (Appendix Fig S5I) vs. the three microbial pathways found modulated above (Appendix Fig S5E and G).

These data show that the transfer of HFD‐microbiota in antibiotic‐free NC‐fed conventional mice is able to influence both microbiota (taxonomy) and microbiome (function), to a greater extent than lean microbiota.

### Transfer of two different dysbiotic gut microbiota in conventional mice reduces markers of hepatic gluconeogenesis on NC and prevents hepatic alteration and adiposity on 72% HFD

To understand whether the origin of the dysbiosis (i.e. nutritional vs. genetic) could play a role in the observed metabolic modulation, we inoculated another group of mice (Conv + OM(ob)) with the gut microbiota from genetically obese mice (*ob/ob*, ob‐microbiota hereafter). On NC (Fig 6A), markers of hepatic gluconeogenesis were again lower in mice inoculated with the ob‐microbiota compared to control mice, although not to the same extent as observed in mice receiving the HFD‐microbiota (Appendix Fig S6A). No significant change was observed for body weight whatever the group (Appendix Fig S6C and D).

**Figure 6:**
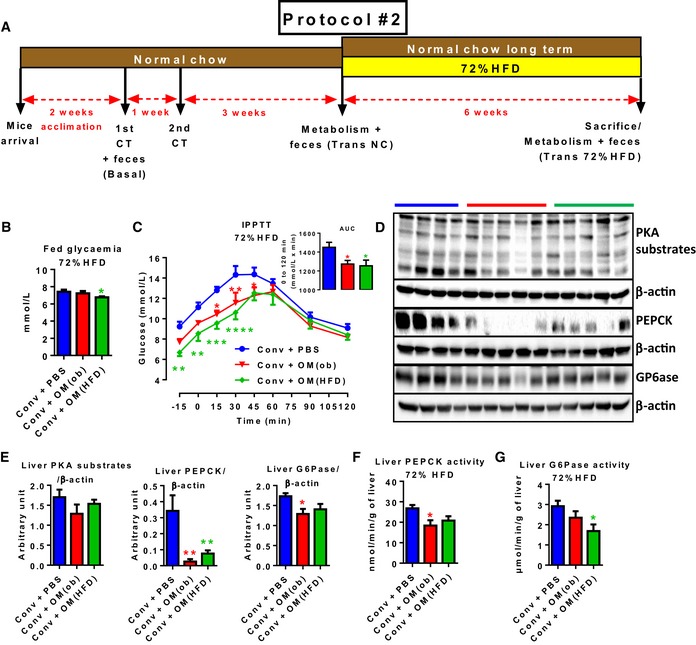
Transfer of dysbiotic gut microbiota in conventional mice prevents HFD‐increased hepatic gluconeogenesis A–G(A) Experimental timeline: 1^st^/2^nd^ CT (caecal transfer); after switching on 72% HFD: (B) fed glycaemia; (C) intraperitoneal pyruvate tolerance test and AUC as inset; (D) liver Western blot analyses for PKA substrates phosphorylation, PEPCK and G6Pase, all normalized on β‐actin (loading control, an individual mouse per lane is shown) and related histograms (E); hepatic (F) PEPCK and (G) G6Pase enzymatic activity in antibiotic‐free NC‐fed conventional mice inoculated with either the vehicle or caecal microbiota from C57Bl/6 *ob/ob* or HFD‐fed mice (Conv + PBS, + OM(ob), + OM(HFD), respectively). Data are shown as mean ± SEM; *n* = 5–6, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; unpaired Student's *t*‐test vs. Conv + PBS (for B, C inset, E–G) and two‐way ANOVA with Dunnett's post‐test vs. Conv + PBS (C). Source data are available online for this figure.

A subgroup of inoculated mice was then kept on NC (reported as “Normal chow long term”), and another subgroup was fed a 72% HFD (Fig 6A). The choice of this particular diet (Branchereau *et al*, 2016; Blasco‐Baque *et al*, 2017) was based on its very low level of carbohydrates (< 1%). Therefore, in this model, glycaemia reflects hepatic gluconeogenesis. In the group of mice kept on NC, the reduced hepatic gluconeogenesis induced by inoculation was no longer observed (Appendix Fig S6N), suggesting an acute metabolic impact.

On 72% HFD, fed glycaemia was lower in mice inoculated with HFD‐microbiota compared to control mice (Fig 6B). This datum was not associated with a change in fed insulinaemia (Appendix Fig S6B). Moreover, mice inoculated with the HFD‐microbiota again showed a lower fasting glycaemia and a lower hepatic gluconeogenesis compared to control mice. Note also that a lower hepatic gluconeogenesis, but not a significant lower fasting glycaemia, was observed in 72% HFD‐fed mice inoculated with the ob‐microbiota (Fig 6C). Again, we did not observe significant changes in PKA substrates phosphorylation, whereas we found a significant reduction in both amount and activity of PEPCK and G6Pase (Fig 6D and G). Again, the modulation of the activity of these key gluconeogenic enzymes together with a change in their protein amount provide a mechanism to explain and corroborate the observed modulation of hepatic glucose production, excluding the mere impact of reduced fasting glycaemia. Neither hepatic architecture nor liver weight, hepatic triglycerides and transaminases plasma levels were significantly affected (Appendix Fig S6E–I). By contrast, on NC, we observed a small improvement in glucose tolerance and a significant improvement in insulin tolerance (Appendix Fig S6J and K). The improved glucose tolerance, but not insulin tolerance, was kept on 72% HFD (Appendix Fig S6L and M).

We recently showed that the microbial sensor NOD2 mediates the onset of metabolic diseases in mice (Denou *et al*, 2015); therefore, to assess whether this receptor may be involved in the regulation of the observed hepatic phenotype, we inoculated conventional NOD2 KO mice. The lack of NOD2 microbial sensor blunted the reduction of hepatic gluconeogenesis induced in WT mice by the transfer with both HFD‐ and ob‐microbiota (Appendix Fig S6O).

Since an earlier study had reported increased adiposity in 72% HFD‐fed mice (Serino *et al*, 2012b), we analysed the effect of gut microbiota transfer in white adipose tissue (WAT). Despite a lack of significant change in body weight, fat and lean mass (Appendix Fig S7A–C), mice inoculated with the HFD‐microbiota displayed significant smaller adipocytes (Appendix Fig S7D) compared to control mice. Furthermore, these mice showed significantly higher free fatty acids (FFA) plasma levels (Appendix Fig S7E) compared to control mice, whereas inoculation did not significantly affect plasma levels of total cholesterol, triglycerides, HDL and LDL lipoproteins (Appendix Fig S7F–I). By contrast, ob‐microbiota had no significant impact on these parameters (Appendix Fig S7A–I). This result suggests that a genetic vs. nutritional dysbiosis of gut microbiota may have a divergent metabolic impact on WAT.

We also investigated whether the different origins of dysbiotic gut microbiota may affect intestinal inflammation and permeability. Inoculation with HFD‐microbiota induced a significant increase in the ileum of iNOS, IFNγ and IL‐6 gene expression and a tendency to increase the majority of the analysed inflammatory markers, also shown in mesenteric lymph nodes, whereas the ob‐microbiota did not significantly affect these parameters (Appendix Fig S8A and B). Neither dysbiotic gut microbiota significantly changed the expression of tight junction proteins, whereas both transfers induced a tendency to increase defensins production (Appendix Fig S8C and D).

Altogether, these data show that mice inoculated with either HFD‐ or ob‐microbiota had lower hepatic gluconeogenesis both following acute NC diet and 72% HFD, smaller WAT cell size and a minor intestinal inflammation with no change in intestinal permeability.

### Analysis of gut microbiota and microbiome in conventional mice inoculated with a dysbiotic gut microbiota and fed a NC and a 72% HFD

We analysed both taxa and related metabolic functions three times: before inoculation (Basal); after the inoculation while the recipient mice were on NC (Trans NC) and after the inoculated mice were fed a 72% HFD (Trans 72% HFD).

At baseline (Basal), mice displayed again some divergences in microbial taxonomy, as reported by PCoA (Fig 7A, upper panel). Indeed, mice designated to belong to the control group (blue) presented a higher amount of *Bacteroides* and *Clostridium* genera; mice designated to receive the ob‐microbiota (green) had a higher amount of *Proteobacteria* and *Bacteroidetes*; mice designated to receive the HFD‐microbiota (red) had a higher amount of *Firmicutes* (Fig 7A, lower panel). Once more, the metagenomic differences observed at baseline did not affect basal hepatic glucose production (Appendix Fig S1C).

**Figure 7:**
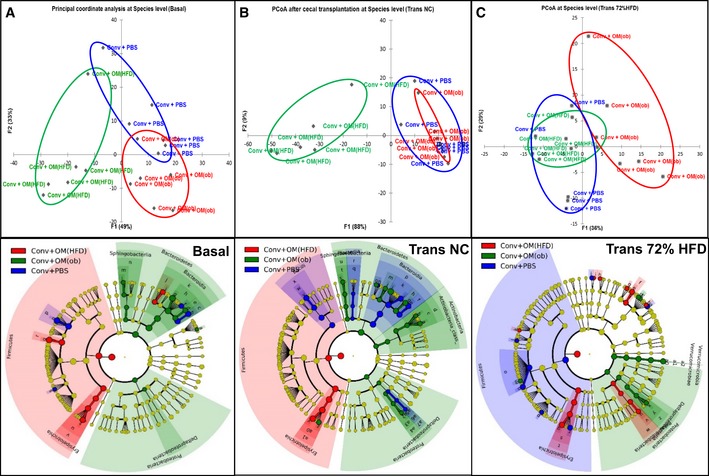
Transfer of dysbiotic gut microbiota in conventional mice changes gut microbiota according to the origin of dysbiosis on both NC and 72% HFD A–C(A) Principal coordinate analysis (PCoA) for gut microbiota at baseline (Basal) (upper panel) and related cladogram showing bacterial taxa significantly enriched in each group (lower panel); (B) PCoA for gut microbiota after transfer on NC (Trans NC) (upper panel) and related cladogram (lower panel); (C) PCoA for gut microbiota after transfer on 72% HFD (Trans 72% HFD) (upper panel) and related cladogram (lower panel) in antibiotic‐free NC‐fed conventional mice inoculated with either the vehicle or caecal microbiota from C57Bl/6 *ob/ob* or HFD‐fed mice (Conv + PBS, + OM(ob), + OM(HFD), respectively) and then fed a 72% HFD (*n *= 5–6).

After the transfer, mice inoculated with the HFD‐microbiota and fed a NC showed a gut microbiota deeply different than control mice (Fig 7B, in green in the upper panel and red in the lower panel). By contrast, the gut microbiota of mice inoculated with the ob‐microbiota was almost similar to the one of control mice (Fig 7B, in red in the upper panel and green in the lower panel). However, mice inoculated with the ob‐microbiota had higher *Actinobacteria,* whereas control mice showed higher *Bacilli* and *Bacteroidia* classes (Fig 7B, lower panel).

When inoculated mice were fed a 72% HFD, the gut microbiota of both inoculated groups appeared more similar to the one of control group (Fig 7C, upper panel). This datum is in accordance with the strong ability of diet to affect gut microbiota (Carmody *et al*, 2015). Nevertheless, some bacterial taxa were still significantly different in each group of inoculated mice (Fig 7C, lower panel; The full list for cladograms in Fig 7 is reported in Appendix Fig S9).

With regard to the microbiome, at baseline (Basal), mice displayed a high degree of overlap, except for two mice (Fig 8A), although a few microbial pathways were found significantly modulated (Fig 8B and C). After the transfer, on NC, the separation of the three gut microbiome profiles (Fig 8D) was similar to the separation of gut microbiota profiles (Fig 7B). Note that microbial pathways significantly modulated compared to control mice were identified only in mice inoculated with the HFD‐microbiota (Fig 8E).

**Figure 8:**
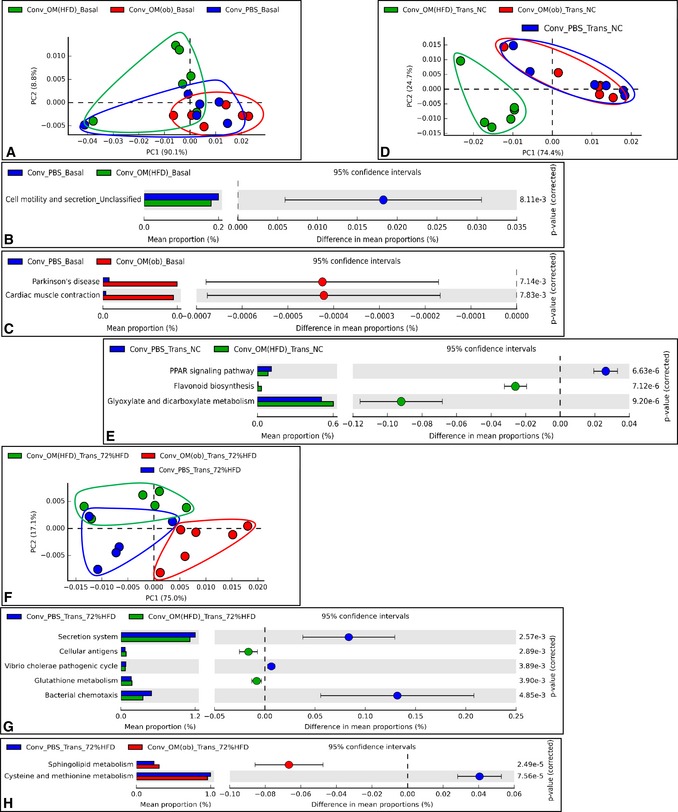
Transfer of dysbiotic gut microbiota in conventional mice changes gut microbiota and microbiome according to the origin of dysbiosis on both NC and 72% HFD A–HPrincipal component analysis showing PICRUSt‐based gut microbiome study at baseline (Basal) (A), after transfer on NC (Trans NC) (D) and on 72% HFD (Trans 72% HFD) (F) and top modulated (based on the two‐sided Welch's *t*‐test) microbial pathways in a pair‐wise comparison (B, C, E, G, H) in antibiotic‐free NC‐fed conventional mice inoculated with either the vehicle or caecal microbiota from C57Bl/6 *ob/ob* or HFD‐fed mice (Conv + PBS, + OM(ob), + OM(HFD), respectively) and then fed a 72% HFD (*n *= 5–6).

We observed a change in markers of hepatic gluconeogenesis in both protocols (#1 and #2), which prompted us to look for a common microbial pathway associated to this hepatic phenotype by comparing the two microbiome analyses. The glyoxylate and dicarboxylate microbial pathway was the only found to be significantly modulated in both protocols and increased by the HFD‐microbiota (Figs 5F and 8E). This microbial pathway showed a strong negative and significant correlation with the IPPTT area under the curve (AUC) (Appendix Fig S10), suggesting a putative role for glyoxylate and dicarboxylate microbial metabolism in the modulation of hepatic glucose production.

With regard to the microbiome analysis of inoculated mice once fed a 72% HFD, mice inoculated with the ob‐microbiota showed some divergences compared to control mice (Fig 8F). However, in both groups of inoculated mice, we could identify some significantly modulated microbial pathways (Fig 8G and H).

To evaluate the net impact of the transfer on the metagenomic profile of recipient mice, we performed an *intragroup analysis* for both gut microbiota and microbiome. The gut microbiota of control mice showed some differences compared to baseline (Appendix Fig S11A). Both transfers changed the gut microbiota of recipient mice (Appendix Fig S11B and C) as also observed for the microbiome (Appendix Fig S11D–I). Moreover, the HFD‐microbiota affected a greater number (ten) of microbial pathways (Appendix Fig S11I) compared to the ob‐microbiota (one) (Appendix Fig S11G). We also performed an *intragroup analysis* for both gut microbiota and microbiome comparing the NC and 72% HFD nutritional states. With regard to the gut microbiota, this analysis showed that the impact of 72% HFD was important in all groups, but with a greater extent in mice inoculated with the HFD‐microbiota (Appendix Fig S12A–C). In terms of gut microbiome, the microbial pathways modulated were highly specific to each group. The glyoxylate and dicarboxylate microbial pathway was increased only in HFD‐microbiota inoculated mice when fed a NC. This suggests that this pathway would not totally account for the gluconeogenesis reduction still observed once inoculated mice were fed a 72% HFD.

These data show the divergent impact of the two dysbiotic gut microbiota on both gut microbiota and microbiome on NC and 72% HFD.

## Discussion

In this study, we report that antibiotic‐free conventional mice inoculated with a dysbiotic gut microbiota from either HFD‐induced or *ob/ob* obese mice unexpectedly show acute lower hepatic gluconeogenesis on NC and protection from 72% HFD‐increased hepatic gluconeogenesis and adiposity. These phenotypic traits were associated with changes in both gut microbiota and microbiome. Mice inoculated with HFD‐microbiota showed in both protocols reduced (i) fasting glycaemia and (ii) markers of hepatic gluconeogenesis, and higher (iii) *Firmicutes* and (iv) glyoxylate and dicarboxylate microbial pathway on NC. By contrast, transferring gut microbiota from lean mice did not affect hepatic metabolism, despite some changes in both gut microbiota and microbiome. Indeed, the modulation of markers of hepatic gluconeogenesis was in accordance with the decreased amount and/or activity of key gluconeogenic enzymes, depending on the diet of recipient mice. The 72% HFD may account for discrepancies observed for PEPCK regulation during the dysbiotic transfer, mostly by affecting the gut microbiota of the recipient, leading to the consequent systemic effects.

Mice inoculated with HFD‐microbiota showed higher plasma levels of lactate and pyruvate, in accordance with reduced hepatic glucose production (Madiraju *et al*, 2014). This reduction was not due to hepatic damage, since the liver of inoculated mice showed no inflammation nor increased transaminases and triglycerides. This hepatic phenotype was blunted in NOD2 KO mice, suggesting the involvement of NOD2 microbial sensor in the management of the metabolic effects induced by the inoculation of gut microbiota in recipient mice. In both protocols used, mice inoculated with HFD‐microbiota showed a higher relative abundance of *Firmicutes*, Gram‐positive bacteria harbouring a more developed peptidoglycan than Gram‐negative ones. Given that peptidoglycan is a NOD2 ligand, we may speculate that NOD2 activation may be implicated in the observed hepatic phenotype. The diverse gut microbiota harboured by NOD2 KO mice (Mondot *et al*, 2012; Denou *et al*, 2015) may limit the aforementioned reduction in hepatic glucose production induced by the inoculation.

In general, we observed contrasting results compared to the metabolic impact of eubiotic gut microbiota transfer in metabolic syndrome patients (Vrieze *et al*, 2012) and of dysbiotic gut microbiota in axenic mice (Turnbaugh *et al*, 2006). The explanation we propose is that the functional gut barrier and mature immune system of a conventional mouse may allow a better management of dysbiotic gut microbiota than in axenic mice. This may result in a more efficient immune response, as suggested by increased IL‐17a gene expression in the intestine of mice inoculated with lean microbiota. By contrast, HFD‐microbiota did not induce this raise, in accordance with our previous report (Garidou *et al*, 2015). Moreover, gut barrier impairment is essential for dysbiosis‐induced metabolic alterations (Serino *et al*, 2014). Hence, hyper‐permeability and altered villi architecture typifying axenic intestine (Reinhardt *et al*, 2012) may favour an uncontrolled spread of both bacteria and their antigens. This may trigger a metabolic inflammation (Amar *et al*, 2011) responsible for dysbiosis‐induced metabolic alterations reported in axenic mice. This rationale is sustained by our results showing that the gut barrier is not affected by transferring the gut microbiota into a conventional mouse.

The efficient immune response may have systemic beneficial impacts such as the ones observed on the liver and the WAT. With regard to the latter, in mice inoculated with the HFD‐microbiota the reduced expression of *de novo* lipogenic genes is in accordance with smaller adipocytes. 

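The mice with array data were fed NC, and 21 lipogenic genes outside the network of Fig 1F were examined in their livers. Of these, 18 were lower and 3 higher in Conv + OM(HFD) than in Conv + PBS mice, with a median log2 fold change of −0.18 and a mean of −0.24. Under the alternatives set in advance that can change it, the median was −0.19 to −0.10, and it was −0.07 on the authors' values with every probe and no filter, a setting chosen after seeing the data. The set test camera with its preset correlation between genes gave p = 1.72e-05 for the list, or 0.000207 after Benjamini-Hochberg adjustment over 72 tests of 24 lists in 3 comparisons. With the correlation estimated from the list, the unadjusted p was 0.0469, and the rotation test fry gave 0.0685. The mean of the 21 genes was 4.08 ± 0.16 (SD, n = 5) in Conv + OM(HFD) and 4.33 ± 0.18 (SD, n = 6) in Conv + PBS mice (exact two-sided permutation p = 0.0541). The network was chosen on these mice, and its mean varied with the mean of this list within groups (Pearson's r = 0.93). This list is therefore not independent evidence. Over all 72 tests, 13 passed the adjusted threshold in camera, and 0 did with an estimated correlation, in fry or by the exact permutation test.

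Single genes passed less often. Limma gave an unadjusted p under 0.05 for 2 of the 21 and the exact permutation test for 3, and after adjustment over the list alone 0 passed in limma, with a smallest adjusted p of 0.224, as over all genes. Thrsp, which encodes a protein that promotes hepatic lipogenesis and is read by a probe on chromosome 7 of mm9 from 104561649 to 104561708, was 6.13 ± 0.48 (SD, n = 5) in Conv + OM(HFD) and 7.02 ± 0.63 (SD, n = 6) in Conv + PBS mice. This is a log2 fold change of −0.89 with a standard error of 0.32, or 46.2% lower (limma p = 0.0144, exact permutation p = 0.0281). Elovl6, a fatty acid elongase read on chromosome 3 from 129337756 to 129337815, had a log2 fold change of −0.64 with a standard error of 0.29 (limma p = 0.0415, exact permutation p = 0.0584). The exact permutation p was also under 0.05 for Acly and Gpam (0.0411 and 0.0368), which were named after their values were seen.

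With the lean microbiota, 13 of the 21 genes were lower and 8 higher than in Conv + PBS mice, with a median log2 fold change of −0.05 (camera p = 0.391, exact permutation p = 0.561). Me1 was the gene at an unadjusted limma p under 0.05 there, with a log2 fold change of −0.42 (exact permutation p = 0.00866). Compared directly, 17 of the 21 genes were lower in Conv + OM(HFD) than in Conv + LM mice, with a median log2 fold change of −0.14 (camera p = 0.0011, fry p = 0.174), and Thrsp was lower as well (exact permutation p = 0.0397). Adipocytes were not measured by these arrays.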

In fact, Eissing *et al* (2013) showed that lipogenic enzymes are upregulated in the liver of obese patients, and in our study, lipogenic enzymes are downregulated in the liver of mice in association with smaller adipocytes. Increased serum FFA were associated with smaller adipocytes in axenic mice (Backhed *et al*, 2004) too, in accordance with our data.

Overall, to explain our counterintuitive results, we analysed the inflammation of recipient mice. We note that the inoculation of dysbiotic gut microbiota in conventional mice induced the up‐regulation of the effector response (IFNγ) and the down‐regulation of the regulatory response (FoxP3), in the ileum and mesenteric lymph node, similarly to axenic mice colonized with normal gut microbiota (Naik *et al*, 2012). These results may be dependent on the capacity of a conventional mouse to develop an effective response towards the “obese” antigens due to a mature immune system and a functional gut barrier. The significant negative correlation between the glyoxylate and dicarboxylate microbial pathway and the IPPTT AUC suggests a link between this microbial activity and the regulation of hepatic glucose production. Our hypothesis is supported by a recent publication showing that the glyoxylate and dicarboxylate microbial pathway is among the most affected in the model of Zucker diabetic fatty rats (Dong *et al*, 2016). Therefore, targeting microbial genes involved in this pathway may be effective for the control of hepatic function on a NC feeding, but no longer on 72% HFD.

In conclusion, our results could open a new debate on the impact of gut microbiota dysbiosis on host metabolism by describing the beneficial effects of the transfer of dysbiotic gut microbiota, principally on the liver. Thus, our new observation may encourage re‐examining the causal role of gut microbiota dysbiosis on metabolic diseases.

## Materials and Methods

### Animal model and diet

Six‐week‐old C57Bl/6 (WT or NOD2 KO) male mice (Charles River, L'Arbresle, France) were fed a normal chow (NC) for 4 weeks (protocol #1) or a NC and then a high‐fat diet (HFD) (~72% fat (corn‐oil and lard), 28% protein and < 1% carbohydrate; SAFE, Augy, France) (Serino *et al*, 2012b) for 6 weeks (protocol #2). Mice were group‐housed (5 or 6 mice per cage) in a specific‐pathogen‐free controlled environment (inverted 12‐h daylight cycle, light off at 10:00 a.m.). Six‐hour‐fasted mice were sacrificed by cervical dislocation. Then, tissues were collected and snap‐frozen in liquid nitrogen. All animal experimental procedures were approved by the local ethical committee of Rangueil University Hospital (Toulouse, France).

### Gut microbiota transfer

Two protocols were performed: recipient mice were NC‐fed 6‐week‐old C57Bl/6 male mice (Charles River, L'Arbresle, France), inoculated in a fed condition and never treated previously with antibiotics for both protocols.

#### Protocol #1

Donor mice: Eight‐week‐old C57Bl/6 male mice (Charles River, L'Arbresle, France) were either fed a 60% HFD (60% fat, 20% carbohydrates, 20% proteins) (Serino *et al*, 2007) or a NC for 3 months. Then, the caecum content from these mice served as transplant and was suspended in sterile reduced PBS (N_2_ gas and thioglycolic acid, Sigma Aldrich, St. Louis, MO) at the concentration of 200 mg/ml. Non‐antibiotic treated 6‐week‐old conventional C57Bl/6 male mice (Charles River, L'Arbresle, France) served as recipient mice and were gavaged with 200 μl of either sterile reduced PBS (Conv + PBS) or 200 μl at 200 mg/ml caecum suspension of either eubiotic gut microbiota from lean mice (Conv + LM) or dysbiotic gut microbiota from HFD‐induced obese mice (Conv + OM(HFD)) once per week, for 2 weeks (“LM” stands for lean microbiota and “OM” stands for obese microbiota). The caecum content from 3 to 6 mice per group of donors was pooled and provided to recipient mice at the same concentration of 200 mg/ml.

#### Protocol #2

Donor mice: Eleven‐ to twelve‐week‐old C57Bl/6 male *ob/ob* mice (Charles River, L'Arbresle, France) or 20‐week‐old C57Bl/6 male mice (Charles River, L'Arbresle, France) fed a 60% HFD (Serino *et al*, 2007) served as donor mice. Then, the caecum content of these mice served as transplant and was suspended in sterile reduced PBS (N_2_ gas and thioglycolic acid, Sigma Aldrich, St. Louis, MO). Non‐antibiotic treated 6‐week‐old conventional C57Bl/6 male mice (Charles River, L'Arbresle, France) served as recipient mice and were gavaged with 200 μl of either sterile reduced PBS (Conv + PBS) or 200 μl at 200 mg/ml caecum suspension of dysbiotic gut microbiota from either *ob/ob* mice (Conv + OM(ob)) or from HFD‐induced obese mice (Conv + OM(HFD)) once per week, for 2 weeks (“OM” stands for obese microbiota). The caecum content from 3 to 6 mice per group of donors was pooled and provided to recipient mice at the same concentration of 200 mg/ml. Note that the unmatched age for donor mice in protocol #2 is related to the fact that the major point we wanted to investigate herein is the putative metabolic effect of transferring a dysbiotic gut microbiota; therefore, we did not intend to compare donors of protocol #2 against each other.

#### Criteria for the definition of eubiotic vs. dysbiotic gut microbiota

Eubiotic vs. dysbiotic gut microbiota were defined according to the amount of bacteria, lower in the dysbiotic gut microbiota and their high diversity according to the donor (NC vs. HFD‐fed mouse; Appendix Fig S1F–K).

### Western blot analysis

The Western blot analysis in liver extracts was performed as previously described (Serino *et al*, 2012b). The following antibodies were used: PKA substrates, β‐actin, PEPCK, all from Cell Signalling Technology. The G6Pase antibody (De Vadder *et al*, 2014) was kindly provided by Dr. Gilles Mithieux and Dr. Fabienne Rajas (see Acknowledgements).

### Hepatic glycogen dosage

50–100 mg of liver from 6‐h‐fasted mice was dissolved in 200 μl of 1 M NaOH at 55°C for 1 h. Samples were neutralized with 200 μl 1 N HCl and then centrifuged at 7,000 *g* for 5 min at 4°C. Then, to hydrolyse the hepatic glycogen content, 10 μl of supernatant were incubated in 40 μl of a solution of 50 U/ml amyloglucosidase (Sigma) diluted in 0.2 M sodium acetate buffer at pH 7.4. As a control, 10 μl were incubated in 40 μl of sodium acetate buffer only. The tubes were incubated for 1 h at 55°C. Then, glucose concentration was measured with Glucose GOD FS reagent (DiaSys Diagnostic Systems GmbH) according to manufacturer's instructions. The difference of glucose concentration between the two conditions with and without amyloglucosidase represented the hepatic glycogen content per sample. Glycogen was expressed as micrograms of glucose resulting from glycogen hydrolysis per milligrams of liver.

### Intraperitoneal (IP) pyruvate tolerance test (IPPTT), glucose tolerance test (IPGTT) and insulin tolerance test (IPITT) or oral glucose (OGTT) tolerance test

Since mice were on an inverted light‐cycle, IPPTT was performed by injecting pyruvate (2 g/kg) in 6‐h‐fasted mice (Ribeiro *et al*, 2016). Glycaemia was measured as previously described (Cani *et al*, 2007) at −15, 0, 15, 30, 45, 60, 90 and 120 min. OGTT was performed as described elsewhere (Cani *et al*, 2007). For IPITT, 3‐h fasted mice were injected with 0.75 U/kg insulin (Serino *et al*, 2007). Area under the curve (AUC) is also shown as inset for IPPTTs and IPGTTs/OGTT. AUC was calculated by the trapezoidal rule (Le Floch *et al*, 1990) using GraphPad Prism version 7.00 for Windows Vista (GraphPad Software, San Diego, CA) and shown as mmol/l × min.

### Liver triglycerides measurement

Liver triglycerides have been measured using the Free Glycerol Reagent and Triglyceride Reagent, both from Sigma (Sigma Aldrich, St. Louis, MO).

### Adipocyte size determination

Epididymal WAT was collected and fixed in 70% ethanol. The tissue was processed on the STP 120 Spin Tissue Processor by ethanol dehydration (increasing bath from 70% to 100%), xylene substitution and paraffin infiltration. 5‐μm paraffin sections were obtained using a Microtome Microm HM 340E and stained by haematoxylin/eosin. Stained sections were imaged on a Zeiss PALM MicroBeam system with Plan‐Neofluar 10× (0.3 NA) air objectives and AxioCam MRm black and white camera. Images were analysed using MotionTracking software (Collinet *et al*, 2010) following a pipeline developed by Dr Giovanni Marsico. First, the centre of the adipocytes was manually located. Then, adipocyte border was automatically segmented by a region growing algorithm based on the watershed transform. Then, the size of the adipocyte was plotted as cumulative distribution.

### Fat/lean mass measurement

Fat/lean mass (%) was measured via the EchoMRI‐100 TM 3 in 1 system (EchoMRI LLC, Houston, TX, USA).

### Biochemical assays

Plasma aspartate (AST) and alanine (ALT) transaminases, total cholesterol, high‐/low‐density lipoprotein (HDL and LDL, respectively), triglycerides and free fatty acids (FFA) were measured by multiplex assays by the Phenotypage‐ANEXPLO Platform (US06‐CREFRE).

### Metabolomic analysis

Plasma samples (100 μl, out of a pool of *n* = 6 mice per group) were diluted with 600 μl of deuterium oxide (D_2_O) and centrifuged at 5,000 *g* for 10 min before they were placed in 5‐mm NMR tubes. ^1^H NMR spectra were obtained on a Bruker DRX‐600 Avance NMR spectrometer operating at 600.13 MHz for ^1^H resonance frequency using an inverse detection 5 mm ^1^H‐^13^C‐^15^N cryoprobe attached to a CryoPlatform (the preamplifier cooling unit). The ^1^H NMR spectra were acquired at 300 K using the Carr‐Purcell‐Meiboom_Gill (CPMG) spin‐echo pulse sequence with pre‐saturation, with a total spin‐echo delay (2 nt) of 64 ms to attenuate broad signals from proteins and lipoproteins. A total of 128 transients were collected into 32 k data points using a spectral width of 12 ppm, a relaxation delay of 5 s and an acquisition time of 2.28 s. Prior to Fourier transformation, an exponential line broadening function of 0.3 Hz was applied to the FID. NMR spectra were phased and baseline corrected, and then, metabolites signals were integrated, and normalized to the total spectral area.

### Enzymatic activities

Hepatic glucose‐6 phosphatase activity was determined as previously described (Rajas *et al*, 1999). Hepatic phosphoenolpyruvate carboxykinase activity was determined with the method of Pogson and Smith (Pogson & Smith, 1975).

### Microarray gene expression study and String analysis

Gene expression analysis was performed at the GeT‐TRiX facility (GénoToul, Génopole Toulouse Midi‐Pyrénées) using Agilent SurePrint G3 Mouse GE v2 8x60K microarrays (design ID 074809) following the manufacturer's instructions (Agilent Technologies, Santa Clara, California). For each of the six samples, Cyanine‐3 (Cy3)‐labelled cRNA was prepared from 200 ng of total RNA using the One‐Color Quick Amp Labeling kit (Agilent) according to the manufacturer's instructions, followed by Agencourt RNAClean XP (Agencourt Bioscience Corporation, Beverly, Massachusetts). 600 ng of Cy3‐labelled cRNA was hybridized on the microarray slides following the manufacturer's instructions. Immediately after washing, the slides were scanned on Agilent G2505C Microarray Scanner using Agilent Scan Control A.8.5.1 software and a fluorescence signal extracted using Agilent Feature Extraction software v10.10.1.1 with default parameters (grid 074809_D_F_20150624 and protocol GE1_1010_Sep10). 

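The text of the methods names no test for the arrays, and for the paper as a whole it names analysis of variance and unpaired Student's t-test. On the same log2 values and mice, the methods' t-test gave 608 genes under the threshold of the methods between Conv + OM(HFD) and Conv + PBS mice, 260 higher and 348 lower, of which 430 also passed it in limma. Between Conv + LM and Conv + PBS mice it gave 746 genes, 353 higher and 393 lower, of which 525 were shared with limma. After Benjamini-Hochberg adjustment it left 0 genes in both. Among the network genes of Fig 1F, 4 were lower by the methods' t-test under that threshold in Conv + OM(HFD) mice.

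Of the genes under the threshold in limma, 159 were common to the comparisons with Conv + PBS mice, and all of these changed in the same direction. Of the 663 genes of the HFD-microbiota, 595 had the same sign with the lean microbiota. Both comparisons use the same 6 Conv + PBS mice, which alone makes their fold changes alike. Spearman's rho between both sets of fold changes, across genes, which are not independent replicates, was 0.428. In 100 simulations the mice, as deviations from their group means, were dealt at random to groups of the same sizes. Each simulation thus had its own shared control group. They gave a mean of 0.425 (SD 0.128), and 56 of them a rho as high. The inocula were also compared directly. Between Conv + OM(HFD) and Conv + LM mice, limma gave 545 genes at an unadjusted p under 0.05, 281 higher and 264 lower, and the methods' t-test 587, and 0 genes were left in either test after adjustment. Of the genes under the threshold between Conv + OM(HFD) and Conv + PBS mice, 107 also passed it in this direct comparison.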

Genes were considered differently expressed between Conv + OM(HFD) vs. Conv + PBS and between Conv + LM vs. Conv + PBS groups when *P* < 0.05. We also considered a logarithm of the fold change vs. Conv + PBS between −2.2 (for downstream regulation) and 2.5 (for upstream regulation).

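The methods do not name the base of the logarithm, and the values here are log2. Among the genes at an unadjusted p under 0.05 in limma, the log2 fold change between Conv + OM(HFD) and Conv + PBS mice ranged from −2.30 (AK038159, standard error 0.60, well above background on 8 of 16 arrays) to 1.52 (ENSMUST00000172364, standard error 0.62, on 7 arrays). Read as limits, −2.2 and 2.5 held 662 of these genes, with 1 gene below and 0 above. The median size of the fold change was 0.382, and it was over 1 for 36 genes. The lowest value moved to −0.92 with normexp background correction. In Conv + LM mice the range against Conv + PBS mice was −2.95 (Gm36101) to 1.58 (Gm12718), with 2 genes below the lower limit and 0 above the upper one. The genes at the ends of these ranges were dim and were named after their values were seen.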

#### String‐based microarray data analysis

The lists of hepatic gene differently expressed between Conv + OM(HFD) vs. Conv + PBS and between Conv + LM vs. Conv + PBS groups were mapped using the STRING database (http://string-db.org/). Each gene is represented by a node, and the thickness of lines between nodes illustrates the strength of interactions based on the literature and databases.

### RNA extraction and qPCR in liver, ileum and MLN

Total RNA was extracted from frozen tissues using the miRNeasy mini kit (Qiagen, Courtaboeuf, France). For mRNA, qPCR was performed as previously described (Serino *et al*, 2012b), except for ileum and mesenteric lymph node (MLN), where 500 ng of cDNAs was amplified using the ViiA7 system (Applied Biosystems). Results were expressed as 2^−∆∆*C*t^ as already described (Serino *et al*, 2012b) and shown after normalization by the mean of the control values (Conv + PBS). The housekeeping gene used in this study is the Ribosomal Protein L19 (RPL19).

All the primers used in this study are listed in Appendix Table S1.

### Taxonomic analysis of gut microbiota by pyrosequencing

Following Protocol #1 or #2, faecal total DNA was extracted as previously described (Serino *et al*, 2012b). The whole 16S bacterial DNA V2 region was targeted by the 28F‐519R primers and pyrosequenced by the 454 FLX Roche technologies at Research&Testing Laboratory (http://www.researchandtesting.com/, Texas, USA). An average of 3,000 sequences was generated per sample.

A complete description of bioinformatic filters can be found at http://www.rtlgenomics.com/docs/Data_Analysis_Methodology.pdf. Upper panels of Figs 4A and B, and 7A–C were drawn by XLSTAT for Windows Excel; lower panel cladograms of Figs 4A and B, and 7A–C were drawn by the Huttenhower Galaxy web application (http://huttenhower.sph.harvard.edu/galaxy/) website via the LEfSe algorithm (Segata *et al*, 2011).

### Functional analysis of the gut microbiota via microbiome analysis

Functional analysis of gut microbiota was performed via PICRUSt (Langille *et al*, 2013). Principal component analyses and extended error bar analyses with 95% confidence interval for Figs 5 and 8 were drawn via Statistical Analysis of Metagenomic Profiles (STAMP) software (Parks *et al*, 2014).

### Statistical analysis

Results are presented as means ± SEM. Statistical analyses were performed by one‐way or two‐way ANOVA followed by Sidak's or Dunnett's post‐test, as reported or by unpaired Student's *t*‐test, using GraphPad Prism version 7.00 for Windows Vista (GraphPad Software, San Diego, CA). Significant values considered at *P* < 0.05 or as reported. Figs 5 and 8 were analysed by a two‐sided Welch's *t*‐test; upper panels of Appendix Figs S1J/S5A–C/S11A–C/S12A–C were drawn by XLSTAT for Windows Excel.

### Data availability

The microarray data from this publication have been deposited to the Gene Expression Omnibus (GEO) database https://www.ncbi.nlm.nih.gov/geo/ and assigned the identifier (accession GSE81318).

The metabolomics data from this publication are available as electronic version Dataset EV1.

The metagenomics data from this publication have been deposited to the ENA database http://www.ebi.ac.uk/ena and assigned the identifier PRJEB19465.

## Author contributions

SN performed and analysed experiments; VB‐B, AF, JG, PK, AW, FC, AM performed experiments; RP, JSI performed bioinformatic analysis on PICRUSt and microarray data; FT interpreted data and revised the manuscript; PDC performed plasma LPS dosage; J‐FT, RB read the manuscript; CK, MC analysed data; MS designed, performed experiments, analysed and interpreted data and wrote the manuscript. All authors have approved the final version to be published.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Dataset EV1 Click here for additional data file.

Source Data for Appendix Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

## References

[msb167356-bib-0001] Amar J , Chabo C , Waget A , Klopp P , Vachoux C , Bermudez‐Humaran LG , Smirnova N , Berge M , Sulpice T , Lahtinen S , Ouwehand A , Langella P , Rautonen N , Sansonetti PJ , Burcelin R (2011) Intestinal mucosal adherence and translocation of commensal bacteria at the early onset of type 2 diabetes: molecular mechanisms and probiotic treatment. EMBO Mol Med 3: 559–572 2173555210.1002/emmm.201100159PMC3265717

[msb167356-bib-0002] Atarashi K , Tanoue T , Oshima K , Suda W , Nagano Y , Nishikawa H , Fukuda S , Saito T , Narushima S , Hase K , Kim S , Fritz JV , Wilmes P , Ueha S , Matsushima K , Ohno H , Olle B , Sakaguchi S , Taniguchi T , Morita H *et al* (2013) Treg induction by a rationally selected mixture of Clostridia strains from the human microbiota. Nature 500: 232–236 2384250110.1038/nature12331

[msb167356-bib-0003] Backhed F , Ding H , Wang T , Hooper LV , Koh GY , Nagy A , Semenkovich CF , Gordon JI (2004) The gut microbiota as an environmental factor that regulates fat storage. Proc Natl Acad Sci USA 101: 15718–15723 1550521510.1073/pnas.0407076101PMC524219

[msb167356-bib-0004] Backhed F , Manchester JK , Semenkovich CF , Gordon JI (2007) Mechanisms underlying the resistance to diet‐induced obesity in germ‐free mice. Proc Natl Acad Sci USA 104: 979–984 1721091910.1073/pnas.0605374104PMC1764762

[msb167356-bib-0005] Blasco‐Baque V , Coupé B , Fabre A , Handgraaf S , Gourdy P , Arnal JF , Courtney M , Schuster‐Klein C , Guardiola B , Tercé F , Burcelin R , Serino M (2017) Associations between hepatic miRNA expression, liver triacylglycerols and gut microbiota during metabolic adaptation to high‐fat diet in mice. Diabetologia 60: 690 2810551810.1007/s00125-017-4209-3PMC6518927

[msb167356-bib-0006] Branchereau M , Reichardt F , Loubieres P , Marck P , Waget A , Azalbert V , Colom A , Padmanabhan R , Iacovoni JS , Giry A , Terce F , Heymes C , Burcelin R , Serino M , Blasco‐Baque V (2016) Periodontal dysbiosis linked to periodontitis is associated with cardiometabolic adaptation to high‐fat diet in mice. Am J Physiol Gastrointest Liver Physiol 310: G1091–G1101 2703311910.1152/ajpgi.00424.2015

[msb167356-bib-0007] Cani PD , Amar J , Iglesias MA , Poggi M , Knauf C , Bastelica D , Neyrinck AM , Fava F , Tuohy KM , Chabo C , Waget A , Delmee E , Cousin B , Sulpice T , Chamontin B , Ferrieres J , Tanti JF , Gibson GR , Casteilla L , Delzenne NM *et al* (2007) Metabolic endotoxemia initiates obesity and insulin resistance. Diabetes 56: 1761–1772 1745685010.2337/db06-1491

[msb167356-bib-0008] Cani PD , Bibiloni R , Knauf C , Waget A , Neyrinck AM , Delzenne NM , Burcelin R (2008) Changes in gut microbiota control metabolic endotoxemia‐induced inflammation in high‐fat diet‐induced obesity and diabetes in mice. Diabetes 57: 1470–1481 1830514110.2337/db07-1403

[msb167356-bib-0009] Carmody RN , Gerber GK , Luevano JM Jr , Gatti DM , Somes L , Svenson KL , Turnbaugh PJ (2015) Diet dominates host genotype in shaping the murine gut microbiota. Cell Host Microbe 17: 72–84 2553280410.1016/j.chom.2014.11.010PMC4297240

[msb167356-bib-0010] Chung H , Pamp SJ , Hill JA , Surana NK , Edelman SM , Troy EB , Reading NC , Villablanca EJ , Wang S , Mora JR , Umesaki Y , Mathis D , Benoist C , Relman DA , Kasper DL (2012) Gut immune maturation depends on colonization with a host‐specific microbiota. Cell 149: 1578–1593 2272644310.1016/j.cell.2012.04.037PMC3442780

[msb167356-bib-0101] Collinet C , Stöter M , Bradshaw CR , Samusik N , Rink JC , Kenski D , Habermann B , Buchholz F , Henschel R , Mueller MS , Nagel WE , Fava E , Kalaidzidis Y , Zerial M (2010) Systems survey of endocytosis by multiparametric image analysis. Nature 464: 243‐249 2019073610.1038/nature08779

[msb167356-bib-0011] Daniel H , Moghaddas Gholami A , Berry D , Desmarchelier C , Hahne H , Loh G , Mondot S , Lepage P , Rothballer M , Walker A , Bohm C , Wenning M , Wagner M , Blaut M , Schmitt‐Kopplin P , Kuster B , Haller D , Clavel T (2014) High‐fat diet alters gut microbiota physiology in mice. ISME J 8: 295–308 2403059510.1038/ismej.2013.155PMC3906816

[msb167356-bib-0012] De Vadder F , Kovatcheva‐Datchary P , Goncalves D , Vinera J , Zitoun C , Duchampt A , Backhed F , Mithieux G (2014) Microbiota‐generated metabolites promote metabolic benefits via gut‐brain neural circuits. Cell 156: 84–96 2441265110.1016/j.cell.2013.12.016

[msb167356-bib-0013] Denou E , Lolmede K , Garidou L , Pomie C , Chabo C , Lau TC , Fullerton MD , Nigro G , Zakaroff‐Girard A , Luche E , Garret C , Serino M , Amar J , Courtney M , Cavallari JF , Henriksbo BD , Barra NG , Foley KP , McPhee JB , Duggan BM *et al* (2015) Defective NOD2 peptidoglycan sensing promotes diet‐induced inflammation, dysbiosis, and insulin resistance. EMBO Mol Med 7: 259–274 2566672210.15252/emmm.201404169PMC4364944

[msb167356-bib-0014] Dong Y , Chen YT , Yang YX , Zhou XJ , Dai SJ , Tong JF , Shou D , Li C (2016) Metabolomics study of type 2 diabetes mellitus and the antidiabetic effect of berberine in zucker diabetic fatty rats using Uplc‐ESI‐Hdms. Phytother Res 30: 823–828 2688868910.1002/ptr.5587

[msb167356-bib-0015] Dumas ME , Barton RH , Toye A , Cloarec O , Blancher C , Rothwell A , Fearnside J , Tatoud R , Blanc V , Lindon JC , Mitchell SC , Holmes E , McCarthy MI , Scott J , Gauguier D , Nicholson JK (2006) Metabolic profiling reveals a contribution of gut microbiota to fatty liver phenotype in insulin‐resistant mice. Proc Natl Acad Sci USA 103: 12511–12516 1689599710.1073/pnas.0601056103PMC1567909

[msb167356-bib-0016] Eissing L , Scherer T , Todter K , Knippschild U , Greve JW , Buurman WA , Pinnschmidt HO , Rensen SS , Wolf AM , Bartelt A , Heeren J , Buettner C , Scheja L (2013) *De novo* lipogenesis in human fat and liver is linked to ChREBP‐beta and metabolic health. Nat Commun 4: 1528 2344355610.1038/ncomms2537PMC3740744

[msb167356-bib-0017] Ellekilde M , Selfjord E , Larsen CS , Jakesevic M , Rune I , Tranberg B , Vogensen FK , Nielsen DS , Bahl MI , Licht TR , Hansen AK , Hansen CH (2014) Transfer of gut microbiota from lean and obese mice to antibiotic‐treated mice. Sci Rep 4: 5922 2508248310.1038/srep05922PMC4118149

[msb167356-bib-0018] Garidou L , Pomie C , Klopp P , Waget A , Charpentier J , Aloulou M , Giry A , Serino M , Stenman L , Lahtinen S , Dray C , Iacovoni JS , Courtney M , Collet X , Amar J , Servant F , Lelouvier B , Valet P , Eberl G , Fazilleau N *et al* (2015) The gut microbiota regulates intestinal CD4 T cells expressing RORgammat and controls metabolic disease. Cell Metab 22: 100–112 2615405610.1016/j.cmet.2015.06.001

[msb167356-bib-0019] Haahtela T , Holgate S , Pawankar R , Akdis CA , Benjaponpitak S , Caraballo L , Demain J , Portnoy J , von Hertzen L , WAO Special Committee on Climate Change and Biodiversity (2013) The biodiversity hypothesis and allergic disease: world allergy organization position statement. World Allergy Organ J 6: 3 2366344010.1186/1939-4551-6-3PMC3646540

[msb167356-bib-0020] Langille MG , Zaneveld J , Caporaso JG , McDonald D , Knights D , Reyes JA , Clemente JC , Burkepile DE , Vega Thurber RL , Knight R , Beiko RG , Huttenhower C (2013) Predictive functional profiling of microbial communities using 16S rRNA marker gene sequences. Nat Biotechnol 31: 814–821 2397515710.1038/nbt.2676PMC3819121

[msb167356-bib-0021] Le Chatelier E , Nielsen T , Qin J , Prifti E , Hildebrand F , Falony G , Almeida M , Arumugam M , Batto JM , Kennedy S , Leonard P , Li J , Burgdorf K , Grarup N , Jorgensen T , Brandslund I , Nielsen HB , Juncker AS , Bertalan M , Levenez F *et al* (2013) Richness of human gut microbiome correlates with metabolic markers. Nature 500: 541–546 2398587010.1038/nature12506

[msb167356-bib-0022] Le Floch JP , Escuyer P , Baudin E , Baudon D , Perlemuter L (1990) Blood glucose area under the curve. Methodological aspects. Diabetes Care 13: 172–175 235101410.2337/diacare.13.2.172

[msb167356-bib-0023] Le Roy T , Llopis M , Lepage P , Bruneau A , Rabot S , Bevilacqua C , Martin P , Philippe C , Walker F , Bado A , Perlemuter G , Cassard‐Doulcier AM , Gerard P (2013) Intestinal microbiota determines development of non‐alcoholic fatty liver disease in mice. Gut 62: 1787–1794 2319741110.1136/gutjnl-2012-303816

[msb167356-bib-0024] Madiraju AK , Erion DM , Rahimi Y , Zhang XM , Braddock DT , Albright RA , Prigaro BJ , Wood JL , Bhanot S , MacDonald MJ , Jurczak MJ , Camporez JP , Lee HY , Cline GW , Samuel VT , Kibbey RG , Shulman GI (2014) Metformin suppresses gluconeogenesis by inhibiting mitochondrial glycerophosphate dehydrogenase. Nature 510: 542–546 2484788010.1038/nature13270PMC4074244

[msb167356-bib-0025] Manichanh C , Reeder J , Gibert P , Varela E , Llopis M , Antolin M , Guigo R , Knight R , Guarner F (2010) Reshaping the gut microbiome with bacterial transplantation and antibiotic intake. Genome Res 20: 1411–1419 2073622910.1101/gr.107987.110PMC2945190

[msb167356-bib-0026] Membrez M , Blancher F , Jaquet M , Bibiloni R , Cani PD , Burcelin RG , Corthesy I , Mace K , Chou CJ (2008) Gut microbiota modulation with norfloxacin and ampicillin enhances glucose tolerance in mice. Faseb J 22: 2416–2426 1832678610.1096/fj.07-102723

[msb167356-bib-0027] Mondot S , Barreau F , Al Nabhani Z , Dussaillant M , Le Roux K , Dore J , Leclerc M , Hugot JP , Lepage P (2012) Altered gut microbiota composition in immune‐impaired Nod2(−/−) mice. Gut 61: 634–635 2186848910.1136/gutjnl-2011-300478

[msb167356-bib-0028] Naik S , Bouladoux N , Wilhelm C , Molloy MJ , Salcedo R , Kastenmuller W , Deming C , Quinones M , Koo L , Conlan S , Spencer S , Hall JA , Dzutsev A , Kong H , Campbell DJ , Trinchieri G , Segre JA , Belkaid Y (2012) Compartmentalized control of skin immunity by resident commensals. Science 337: 1115–1119 2283738310.1126/science.1225152PMC3513834

[msb167356-bib-0029] Parks DH , Tyson GW , Hugenholtz P , Beiko RG (2014) STAMP: statistical analysis of taxonomic and functional profiles. Bioinformatics 30: 3123–3124 2506107010.1093/bioinformatics/btu494PMC4609014

[msb167356-bib-0030] Pogson CI , Smith SA (1975) The activity of phosphoenolpyruvate carboxykinase in rat tissues. Assay techniques and effects of dietary and hormonal changes. Biochem J 152: 401–408 122069310.1042/bj1520401PMC1172484

[msb167356-bib-0031] Rajas F , Bruni N , Montano S , Zitoun C , Mithieux G (1999) The glucose‐6 phosphatase gene is expressed in human and rat small intestine: regulation of expression in fasted and diabetic rats. Gastroenterology 117: 132–139 1038191910.1016/s0016-5085(99)70559-7

[msb167356-bib-0032] Reinhardt C , Bergentall M , Greiner TU , Schaffner F , Ostergren‐Lunden G , Petersen LC , Ruf W , Backhed F (2012) Tissue factor and PAR1 promote microbiota‐induced intestinal vascular remodelling. Nature 483: 627–631 2240731810.1038/nature10893PMC3885420

[msb167356-bib-0033] Ribeiro TA , Prates KV , Pavanello A , Malta A , Tofolo LP , Martins IP , Oliveira JC , Miranda RA , Gomes RM , Vieira E , Franco CC , Barella LF , Francisco FA , Alves VS , Silveira SD , Moreira VM , Fabricio GS , Palma‐Rigo K , Sloboda DM , Mathias PC (2016) Acephate exposure during a perinatal life program to type 2 diabetes. Toxicology 372: 12–21 2776568410.1016/j.tox.2016.10.010

[msb167356-bib-0034] Segata N , Izard J , Waldron L , Gevers D , Miropolsky L , Garrett WS , Huttenhower C (2011) Metagenomic biomarker discovery and explanation. Genome Biol 12: R60 2170289810.1186/gb-2011-12-6-r60PMC3218848

[msb167356-bib-0035] Serban DE (2014) Gastrointestinal cancers: influence of gut microbiota, probiotics and prebiotics. Cancer Lett 345: 258–270 2398158010.1016/j.canlet.2013.08.013

[msb167356-bib-0036] Serino M , Menghini R , Fiorentino L , Amoruso R , Mauriello A , Lauro D , Sbraccia P , Hribal ML , Lauro R , Federici M (2007) Mice heterozygous for tumor necrosis factor‐alpha converting enzyme are protected from obesity‐induced insulin resistance and diabetes. Diabetes 56: 2541‐2546 1764620810.2337/db07-0360

[msb167356-bib-0037] Serino M , Luche E , Chabo C , Amar J , Burcelin R (2009) Intestinal microflora and metabolic diseases. Diabetes Metab 35: 262–272 1941989510.1016/j.diabet.2009.03.003

[msb167356-bib-0038] Serino M , Chabo C , Burcelin R (2012a) Intestinal MicrobiOMICS to define health and disease in human and mice. Curr Pharm Biotechnol 13: 746–758 2212248310.2174/138920112799857567

[msb167356-bib-0039] Serino M , Luche E , Gres S , Baylac A , Berge M , Cenac C , Waget A , Klopp P , Iacovoni J , Klopp C , Mariette J , Bouchez O , Lluch J , Ouarne F , Monsan P , Valet P , Roques C , Amar J , Bouloumie A , Theodorou V *et al* (2012b) Metabolic adaptation to a high‐fat diet is associated with a change in the gut microbiota. Gut 61: 543–553 2211005010.1136/gutjnl-2011-301012PMC3292714

[msb167356-bib-0040] Serino M , Blasco‐Baque V , Nicolas S , Burcelin R (2014) Managing the manager: gut microbes, stem cells and metabolism. Diabetes Metab 40: 186–190 2446219010.1016/j.diabet.2013.12.004

[msb167356-bib-0041] Shanahan F (2002) The host‐microbe interface within the gut. Best Pract Res Clin Gastroenterol 16: 915–931 1247329810.1053/bega.2002.0342

[msb167356-bib-0042] Shoelson SE , Lee J , Goldfine AB (2006) Inflammation and insulin resistance. J Clin Invest 116: 1793–1801 1682347710.1172/JCI29069PMC1483173

[msb167356-bib-0043] Szabo G , Bala S , Petrasek J , Gattu A (2010) Gut‐liver axis and sensing microbes. Dig Dis 28: 737–744 2152575810.1159/000324281PMC3211517

[msb167356-bib-0044] Tomasello G , Bellavia M , Palumbo VD , Gioviale MC , Damiani P , Lo Monte AI (2011) From gut microflora imbalance to mycobacteria infection: is there a relationship with chronic intestinal inflammatory diseases? Ann Ital Chir 82: 361–368 21988043

[msb167356-bib-0045] Turnbaugh PJ , Ley RE , Mahowald MA , Magrini V , Mardis ER , Gordon JI (2006) An obesity‐associated gut microbiome with increased capacity for energy harvest. Nature 444: 1027–1031 1718331210.1038/nature05414

[msb167356-bib-0046] Velagapudi VR , Hezaveh R , Reigstad CS , Gopalacharyulu P , Yetukuri L , Islam S , Felin J , Perkins R , Boren J , Oresic M , Backhed F (2010) The gut microbiota modulates host energy and lipid metabolism in mice. J Lipid Res 51: 1101–1112 2004063110.1194/jlr.M002774PMC2853437

[msb167356-bib-0047] Vrieze A , Van Nood E , Holleman F , Salojarvi J , Kootte RS , Bartelsman JF , Dallinga‐Thie GM , Ackermans MT , Serlie MJ , Oozeer R , Derrien M , Druesne A , Van Hylckama Vlieg JE , Bloks VW , Groen AK , Heilig HG , Zoetendal EG , Stroes ES , de Vos WM , Hoekstra JB *et al* (2012) Transfer of intestinal microbiota from lean donors increases insulin sensitivity in individuals with metabolic syndrome. Gastroenterology 143: 913–916.e72272851410.1053/j.gastro.2012.06.031

# Supplementary material for: Transfer of dysbiotic gut microbiota has beneficial effects on host liver metabolism
**Source:** Mol Syst Biol. 2017 Mar 16;13(3):921. doi: 10.15252/msb.20167356
**Supplement:** Supplementary file 1 — Appendix

## **Table of Contents**

- **Table S1 : Primer list**
- **Appendix Figures and legends**

| Table S1. Primer sequences (5'-3') used in the study. |         |                           |
|-------------------------------------------------------|---------|---------------------------|
| <b>Muc-2</b>                                          | Forward | ATGCCACCTCCTCAAAGAC       |
|                                                       | Reverse | GTAGTTTCCGTTGGAACAGTGAA   |
| <b>Claudin-2</b>                                      | Forward | CCCAGGCCATGATGGTGA        |
|                                                       | Reverse | TCATGCCACACAGAGATAAT      |
| <b>Claudin-7</b>                                      | Forward | CCTGGTGTGGGCTTCTTAGC      |
|                                                       | Reverse | CCCACAGCGTGTGCACTTC       |
| <b>Jam-A</b>                                          | Forward | CTGATCTTTGACCCCGTGAC      |
|                                                       | Reverse | ACCAGACGCCAAAAATCAAG      |
| <b>Occludin</b>                                       | Forward | ATGTCCGGCCGATGCTCTC       |
|                                                       | Reverse | TTTGGCTGCTCTTGGGTCTGTAT   |
| <b>ZO-1</b>                                           | Forward | ACCCGAAACTGATGCTGTGGATAG  |
|                                                       | Reverse | AAATGGCCGGGCAGAACTTGTGTA  |
| <b>FoxP3</b>                                          | Forward | CCCATCCCCAGGAGTCTTG       |
|                                                       | Reverse | ACCATGACTAGGGGCACTGTA     |
| <b>IL-17a</b>                                         | Forward | CTCCAGAAGGCCCTCAGACTAC    |
|                                                       | Reverse | GGGTCTTCATTGCGGTGG        |
| <b>IFN <math>\gamma</math></b>                        | Forward | CGGCACAGTCATTGAAAGCC      |
|                                                       | Reverse | TGTCACCATCCTTTTGCCAGT     |
| <b>NF-<math>\kappa</math>B1</b>                       | Forward | ATGGCAGACGATGATCCCTAC     |
|                                                       | Reverse | TGTTGACAGTGGTATTTCTGGTG   |
| <b>Reg-3<math>\gamma</math></b>                       | Forward | CCATCTTCACGTAGCAGC        |
|                                                       | Reverse | CAAGATGTCCTGAGGGC         |
| <b>Reg-3<math>\beta</math></b>                        | Forward | TGGGAATGGAGTAACAATG       |
|                                                       | Reverse | GGCAACTTCACCTCACAT        |
| <b>TNF-<math>\alpha</math></b>                        | Forward | CATCTTCTCAAATTGAGTGACAA   |
|                                                       | Reverse | TGGGAGTAGACAAGGTACAACCC   |
| <b>IL-1<math>\beta</math></b>                         | Forward | TCGCTCAGGGTCACAAGAAA      |
|                                                       | Reverse | CATCAGAGGCAAGGAGGAAAAC    |
| <b>PAI-1</b>                                          | Forward | ACAGCCTTTGTCATCTCAGCC     |
|                                                       | Reverse | CCGAACCACAAAGAGAAAGGA     |
| <b>iNOS</b>                                           | Forward | CAGCTGGGCTGTACAAACCTT     |
|                                                       | Reverse | CATTGGAAGTGAAGCGTTTCG     |
| <b>IL-12p40</b>                                       | Forward | GGAAGCACGGCAGCAGAATA      |
|                                                       | Reverse | AACTTGAGGGAGAAGTAGGAATGG  |
| <b>IL-6</b>                                           | Forward | ACAAGTCGGAGGCTTAATTACACAT |
|                                                       | Reverse | TTGCCATTGCACAACTCTTTTC    |

Basal metabolism of donor and recipient mice

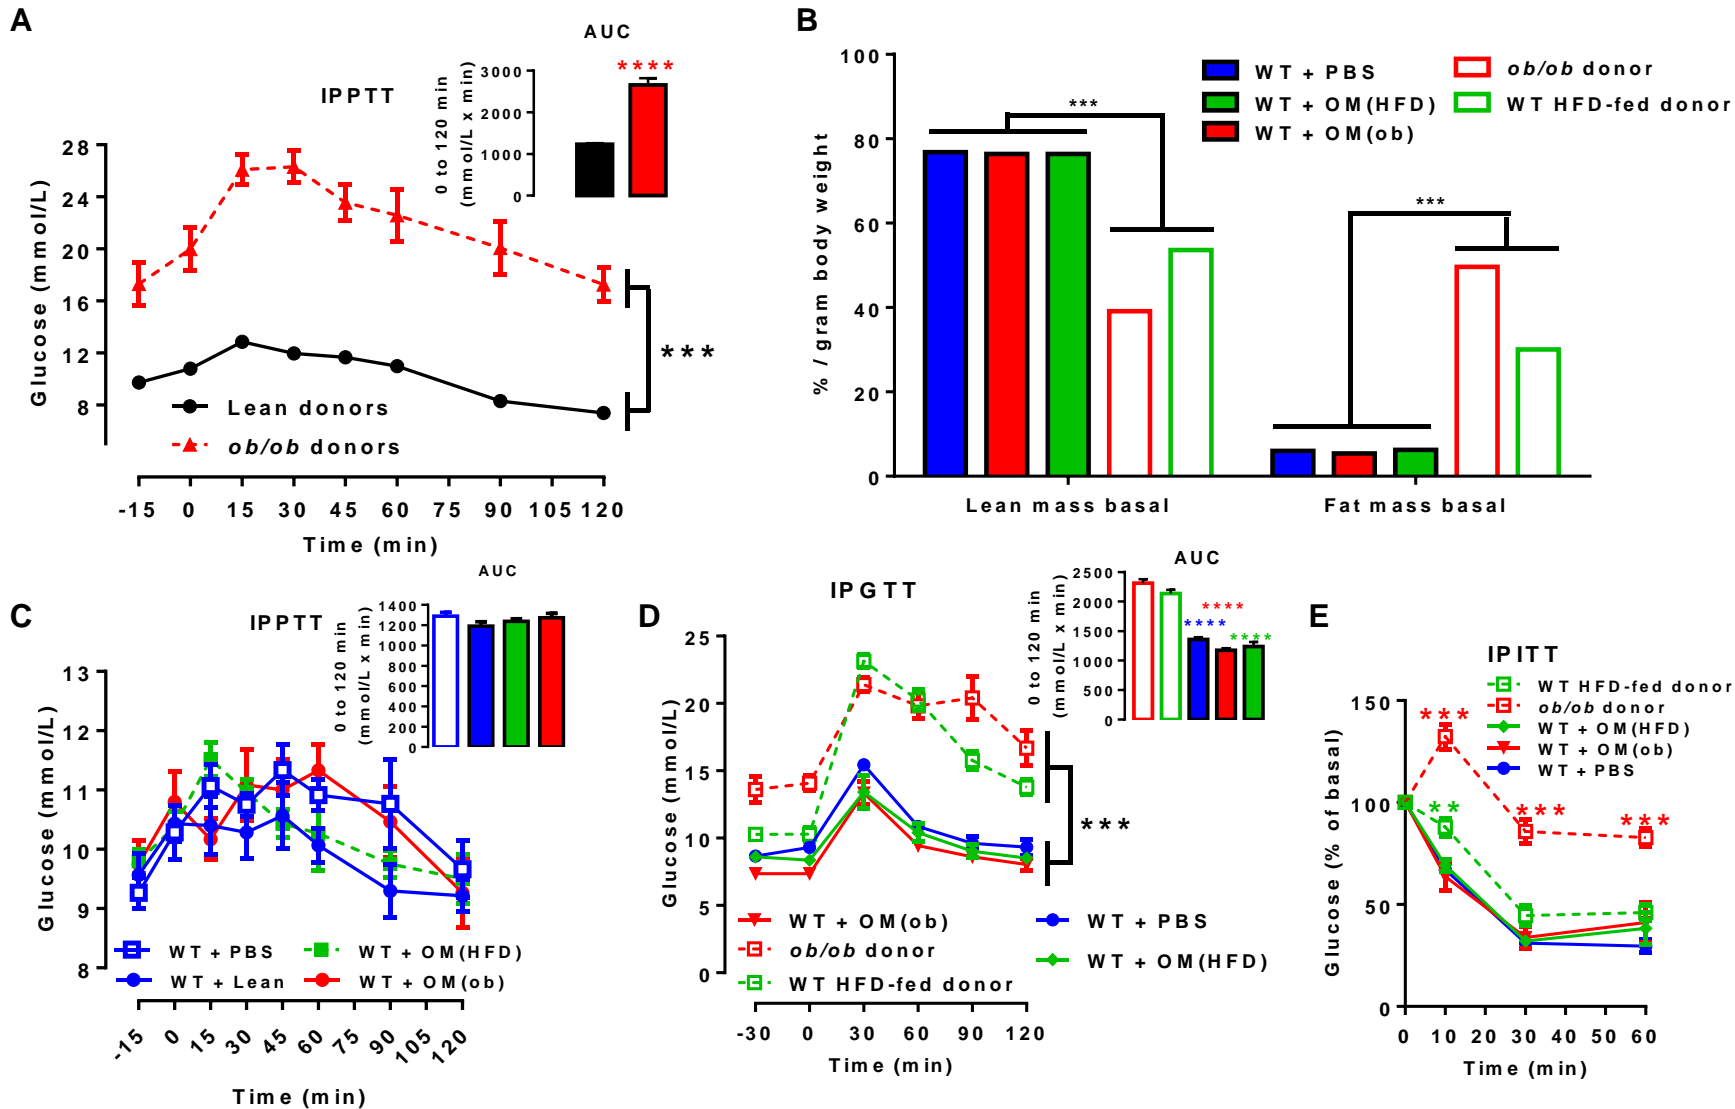

Appendix Figure S1

# Donor gut (cecum) microbiota analysis

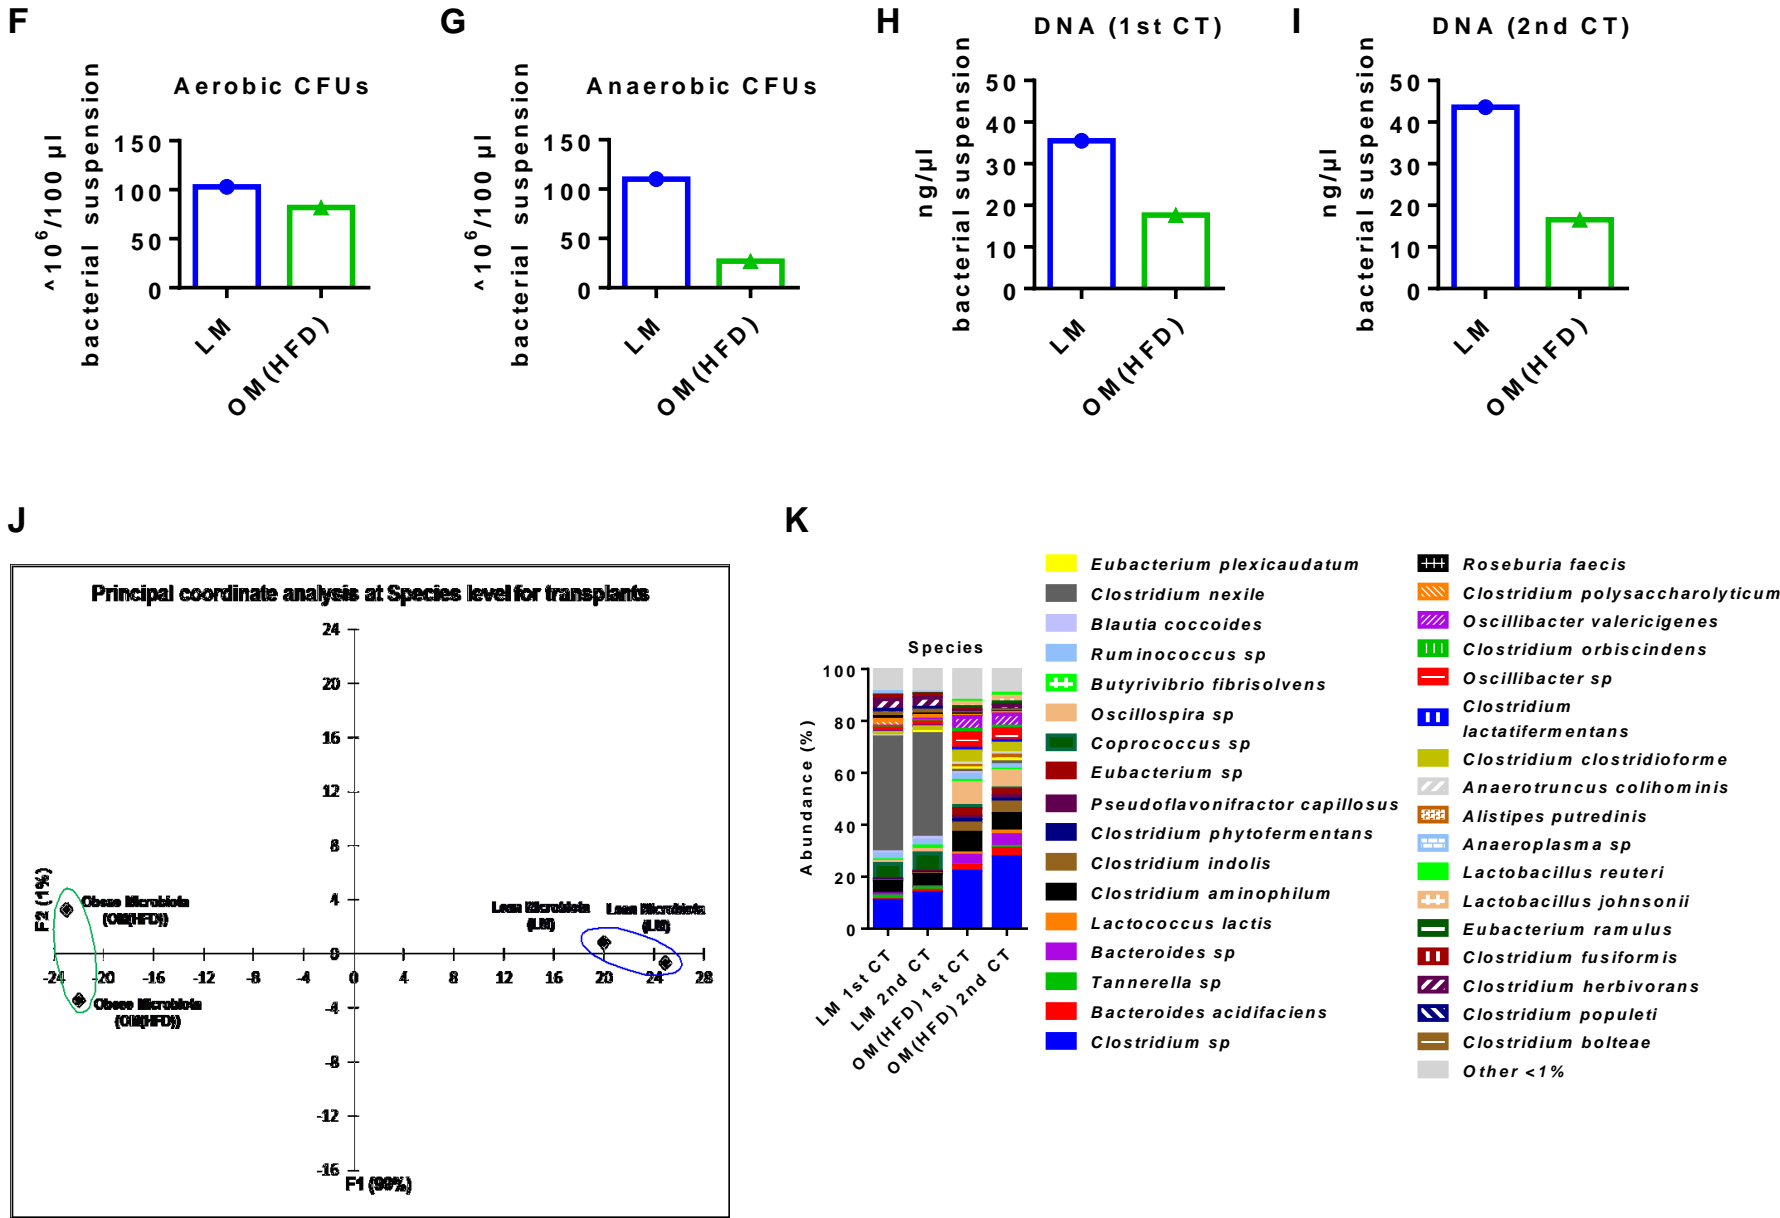

Appendix Figure S1

**Appendix Figure S1. Basal metabolic features for both donor and recipient mice and characterization and comparison between eubiotic (lean) and dysbiotic (obese) gut microbiota used as transplants in Protocol#1 and A) IPPTT for both lean and *ob/ob* donors and AUC as inset; B) lean and fat mass (%) for both donor and recipient mice; C) IPPTT for recipient mice and AUC as inset; D) IPGTT for both donor and recipient mice and AUC as inset; E) IPITT for both donor and recipient mice; enumeration on Petri dish cultivation of bacterial suspensions from both lean microbiota (LM) and HFD-induced dysbiotic microbiota (obese microbiota, OM(HFD)) in aerobic (F) and anaerobic condition (G). Spectrophotometry dosage of total DNA in bacterial suspension for the 1<sup>st</sup> cecal transfer (1<sup>st</sup> CT, H) and the second one (2<sup>nd</sup> CT, I); J) Principal coordinate analysis comparison between cecal transplants at the level of Species; K) pyrosequencing of *Species* shown as abundance (%) of total identified sequences per group (average of 3000 sequences per sample); Data as mean±SEM; \*\*p<0,01; \*\*\*p<0,001; \*\*\*\*p<0,0001, 2-ANOVA with Sidak post test. A) n=20 for lean donors and 6 for *ob/ob* donors; B) n=6 per group except for donors: 4 *ob/ob* and 10 HFD-fed mice; C) n=6 per group; D) and E) as B).**

# Protocol #1 | All parameters on 6 hours fasted NC-fed mice

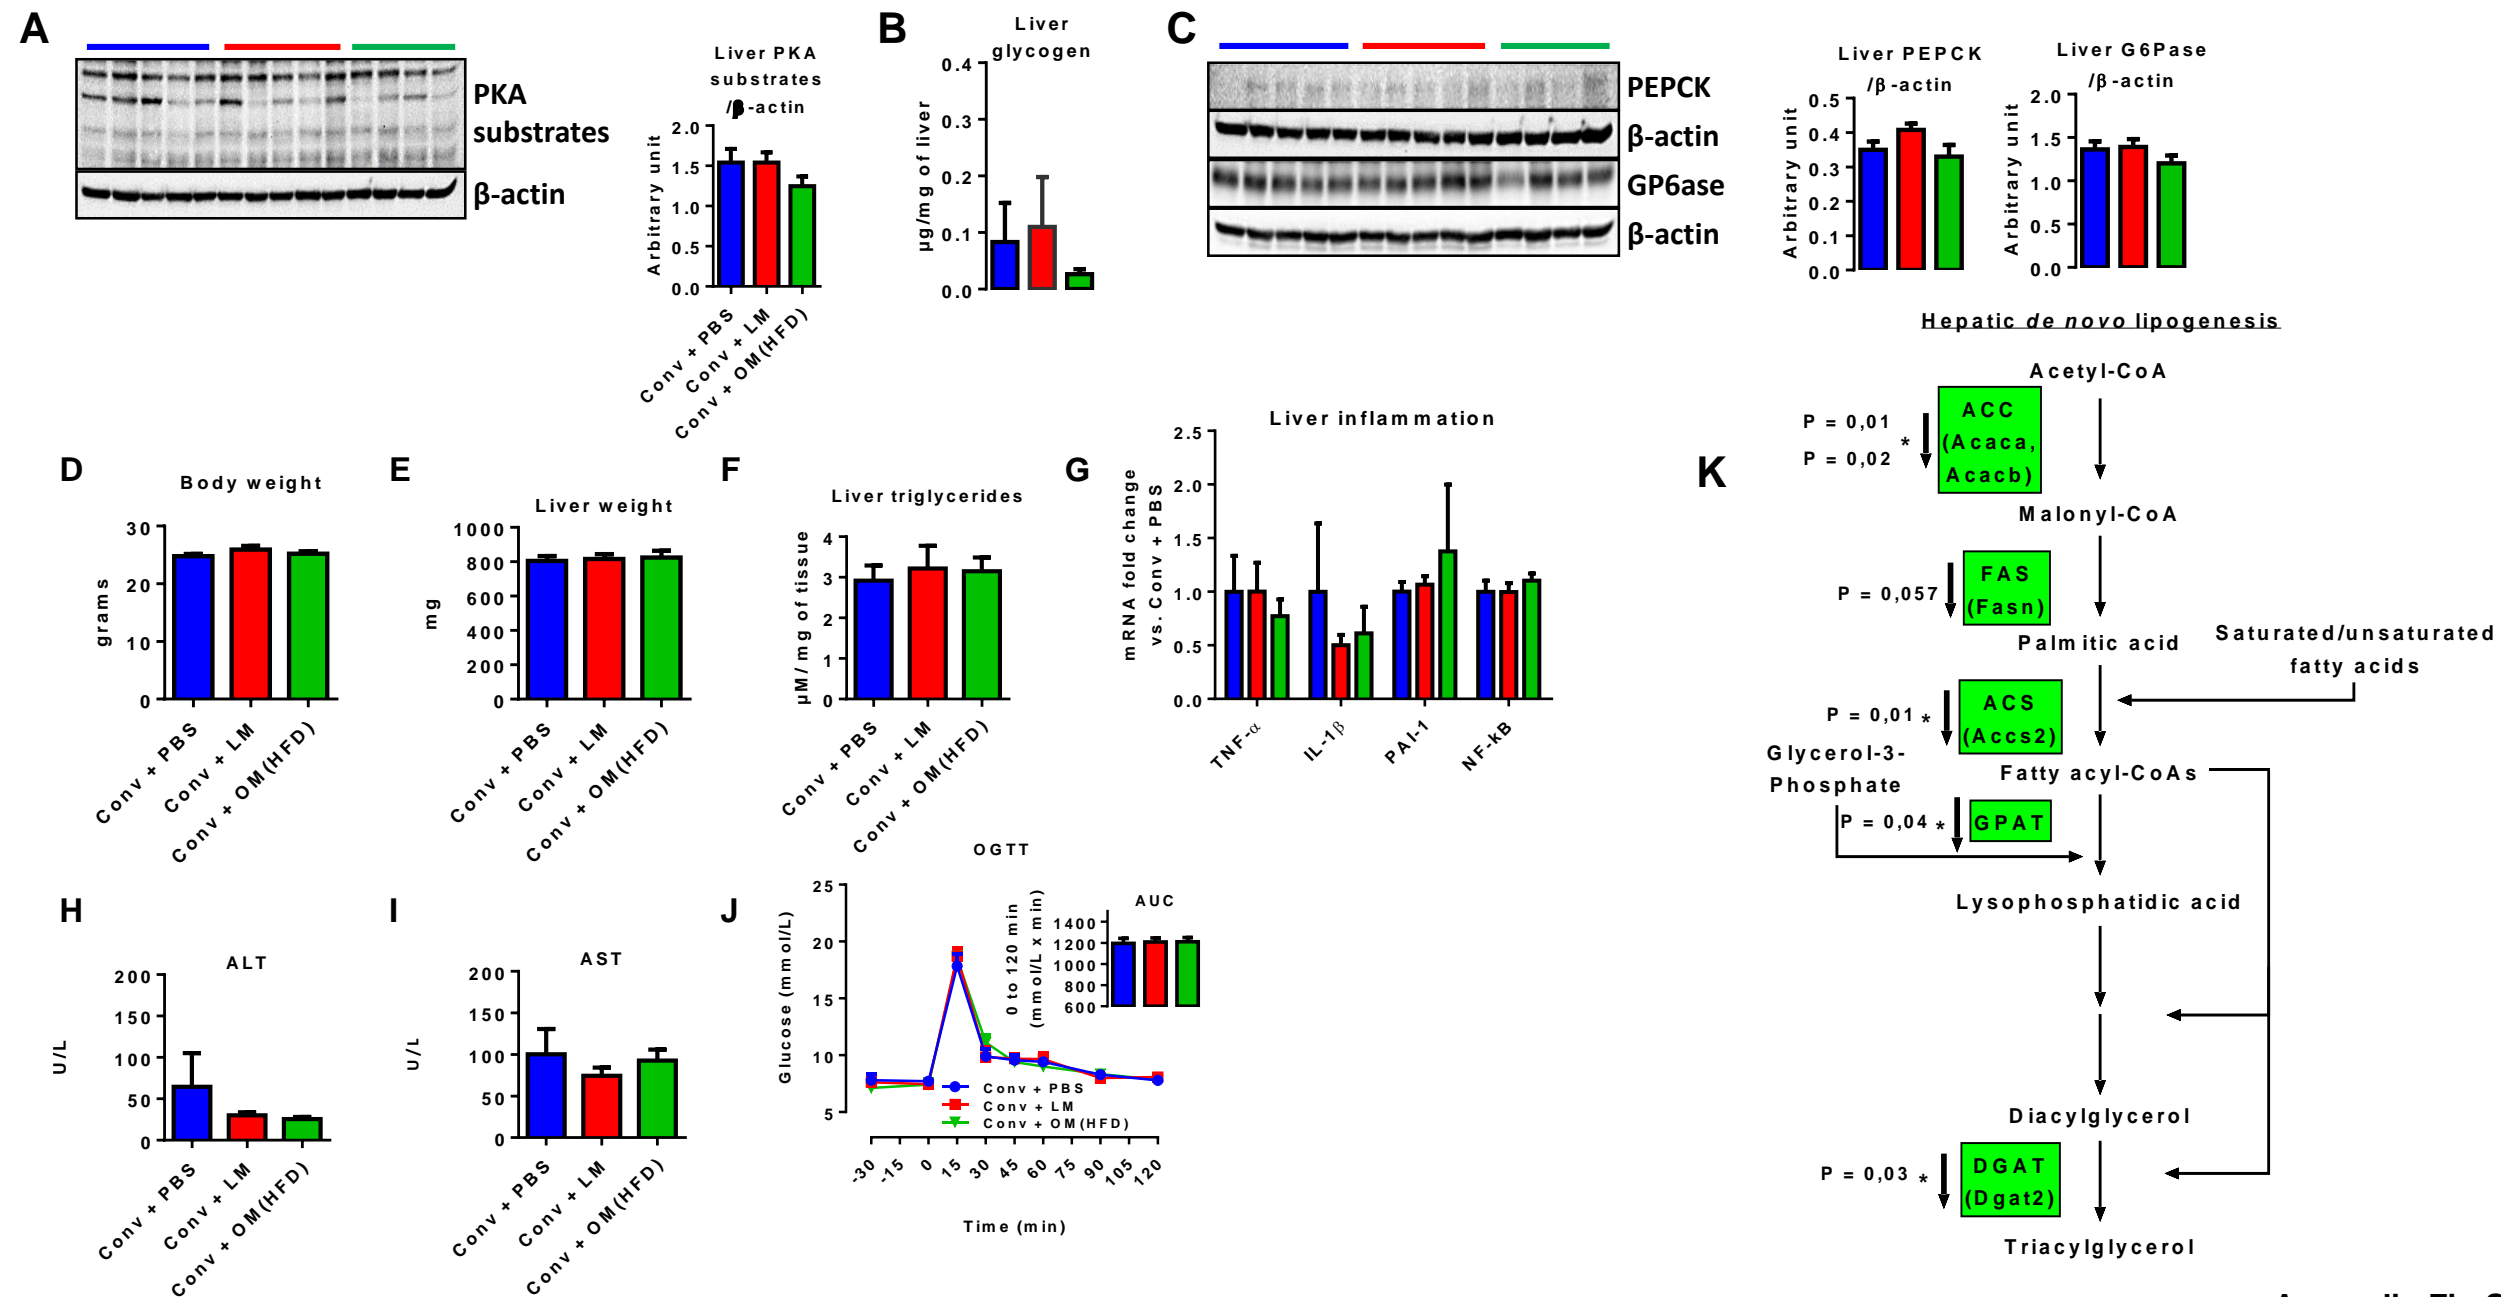

Appendix Fig.S2

**Appendix Figure S2. Metabolic consequences during transfer of dysbiotic vs. eubiotic gut microbiota in NC-fed conventional mice.**

A) liver extracts western-blot analysis for PKA substrates phosphorylation normalized on  $\beta$ -actin (load control) and related histograms; B) hepatic glycogen dosage; C) liver western-blot analyses for PEPCCK and G6Pase normalized on  $\beta$ -actin (load control) and related histograms; D) body weight; liver E) weight and F) triglycerides; G) inflammatory genes; plasma levels for H) ALT and I) AST J) OGTT and AUC as inset; K) hepatic de novo lipogenesis pathway in antibiotic-free NC-fed conventional mice transferred with either the vehicle or cecal microbiota from C57Bl/6 lean or HFD-fed mice (Conv + PBS, Conv + OM(LM), Conv + OM(HFD), respectively). 

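The lipogenesis pathway of panel K rests on the arrays, and the genes of the network other than Fasn, Acacb and Acss2 have the following values. Acaca, the acetyl-CoA carboxylase of the cytosol, is read by a probe on chromosome 11 of mm9 from 84215093 to 84215152. Its log2 value was 4.48 ± 0.26 (SD, n = 5) in Conv + OM(HFD) and 5.02 ± 0.46 (SD, n = 6) in Conv + PBS mice, a log2 fold change of −0.54 with a standard error of 0.24 (limma p = 0.0365, exact two-sided permutation p = 0.0584). Gpat2, a glycerol-3-phosphate acyltransferase read on chromosome 2 from 127261706 to 127261765, was −0.05 ± 0.12 (SD, n = 5) against 0.19 ± 0.22 (SD, n = 6), a log2 fold change of −0.24 with a standard error of 0.11 (limma p = 0.0410, exact permutation p = 0.0628). Dgat2, a diacylglycerol acyltransferase read on chromosome 7 from 106302215 to 106302274, was 8.29 ± 0.12 (SD, n = 5) against 8.42 ± 0.11 (SD, n = 6), a log2 fold change of −0.13 with a standard error of 0.08 (limma p = 0.125, exact permutation p = 0.104). Its groups overlapped. Echdc1, which Fig 1F adds, was 1.35 ± 0.09 (SD, n = 5) against 1.74 ± 0.37 (SD, n = 6), a log2 fold change of −0.39 with a standard error of 0.14 (limma p = 0.0168, exact permutation p = 0.0736). Its probe lies on chromosome 10 from 29065138 to 29065197.

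Where a gene had several probes above background, they did not always move together. All 6 probes of Acaca were lower in Conv + OM(HFD) than in Conv + PBS mice, by −1.44 to −0.26 on the log2 scale, and 3 of them had an unadjusted limma p under 0.05 when every probe was tested. The value of −1.44 came from 1 of these 3, a dim probe well above background on 5 of 16 arrays. The brightest probe gave −0.54. All 3 probes of Acacb were lower, 1 of them at that p. Of the 4 probes of Acss2, 3 were lower, 2 of them at that p, and 1 was higher by 0.32. With the mean of a gene's probes in place of its brightest probe, limma's p rose to 0.131 for Acacb and to 0.110 for Acss2. In Conv + LM mice, all 6 probes of Acaca were also lower than in Conv + PBS mice, by −1.09 to −0.21. All 3 probes of Acacb and all 4 of Acss2 were lower there too. An unadjusted limma p under 0.05 was reached by 1 of these probes of Acaca and by 0 of Acacb and Acss2. That probe of Acaca was the same dim one, at −1.09.

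On the brightest probe of each of these 7 genes, the lean microbiota gave smaller differences from Conv + PBS mice than the HFD-microbiota. They lay between −0.45 for Acacb (limma p = 0.0600, exact permutation p = 0.0866) and 0.14 for Gpat2 (limma p = 0.218). In the comparison of Conv + OM(HFD) with Conv + LM mice, Gpat2 had the smallest limma p of the 7, with a log2 fold change of −0.38 (limma p = 0.00414, exact permutation p = 0.0159). Echdc1 had the smallest exact permutation p, without overlap of the groups (log2 fold change −0.29, exact permutation p = 0.00794, limma p = 0.0760).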

Data are shown as mean  $\pm$  SEM; (n=5-6).

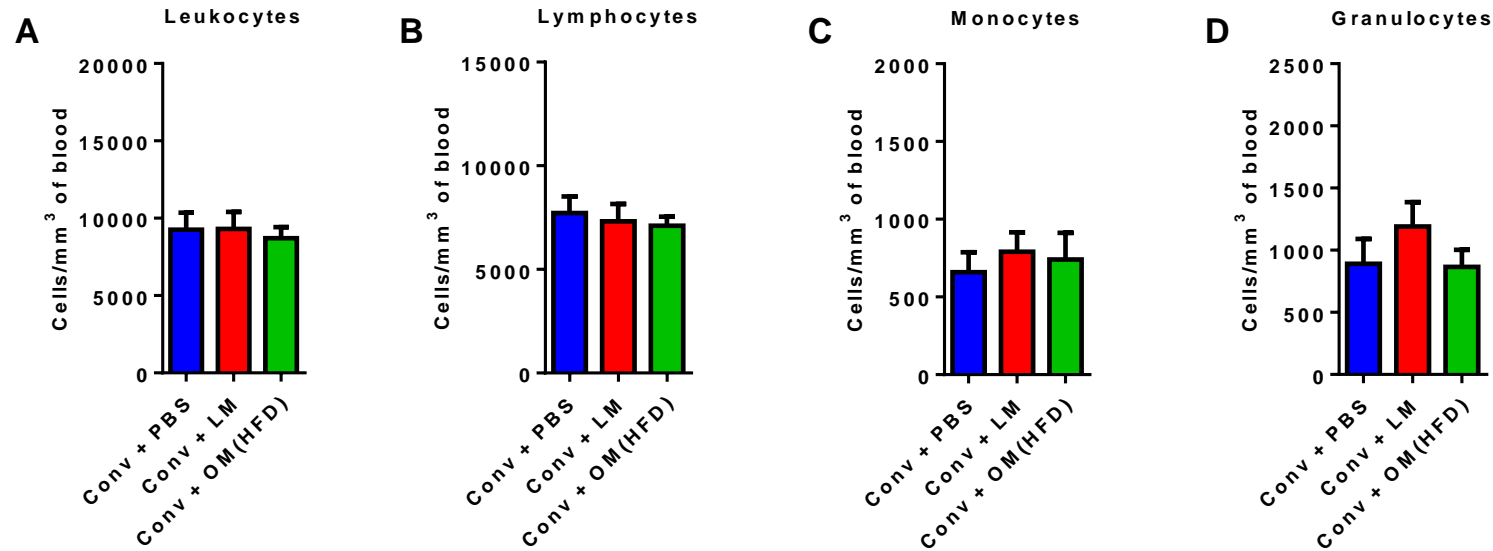

**Appendix Figure S3. Systemic inflammatory tone analysis during transfer of dysbiotic vs. eubiotic gut microbiota in NC-fed conventional mice.**

Plasma A) leukocytes; B) lymphocytes; C) monocytes and D) granulocytes enumeration 2 weeks after the 2<sup>nd</sup> transfer in antibiotic-free NC-fed conventional mice transferred with either the vehicle or cecal microbiota from NC-fed lean or HFD-fed obese mice (Conv + PBS, Conv + LM, Conv + OM(HFD), respectively). Data are shown as mean  $\pm$  SEM; (n=6).

**A**

 a: Bacteroides  
 b: Bacteroidaceae  
 c: Parabacteroides  
 d: Prevotella  
 e: Prevotellaceae  
 f: Unclassified  
 g: Unclassified  
 h: Bacteroidales  
 i: Lactobacillus  
 j: Lactobacillaceae  
 k: Lactobacillales  
 l: Fusicatenibacter  
 m: Allobaculum  
 n: Erysipelotrichaceae  
 o: Erysipelotrichales  
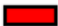 p: Unclassified  
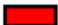 q: Unclassified  
 r: Unclassified

**B**

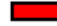 a: Unclassified  
 b: Unclassified  
 c: Coriobacteriales  
 d: Odoribacter  
 e: Porphyromonadaceae  
 f: Prevotella  
 g: Prevotellaceae  
 h: Unclassified  
 i: Unclassified  
 j: Bacteroidales  
 k: CandidatusArthromitus  
 l: Eubacterium  
 m: Eubacteriaceae  
 n: Unclassified  
 o: Unclassified  
 p: Allobaculum  
 q: Coprobacillus  
 r: Erysipelotrichaceae  
 s: Erysipelotrichales  
 t: Unclassified  
 u: Unclassified  
 v: Unclassified  
 w: Unclassified  
 x: Unclassified  
 y: Unclassified  
 z: Akkermansia  
 a0: Verrucomicrobiaceae  
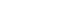 a1: Verrucomicrobiales

# **Appendix Figure S4. Full list for cladograms reported in Figure 4.**

A) Lower panel for Fig.4A; B) Lower panel for Fig.4B.

# Protocol #1

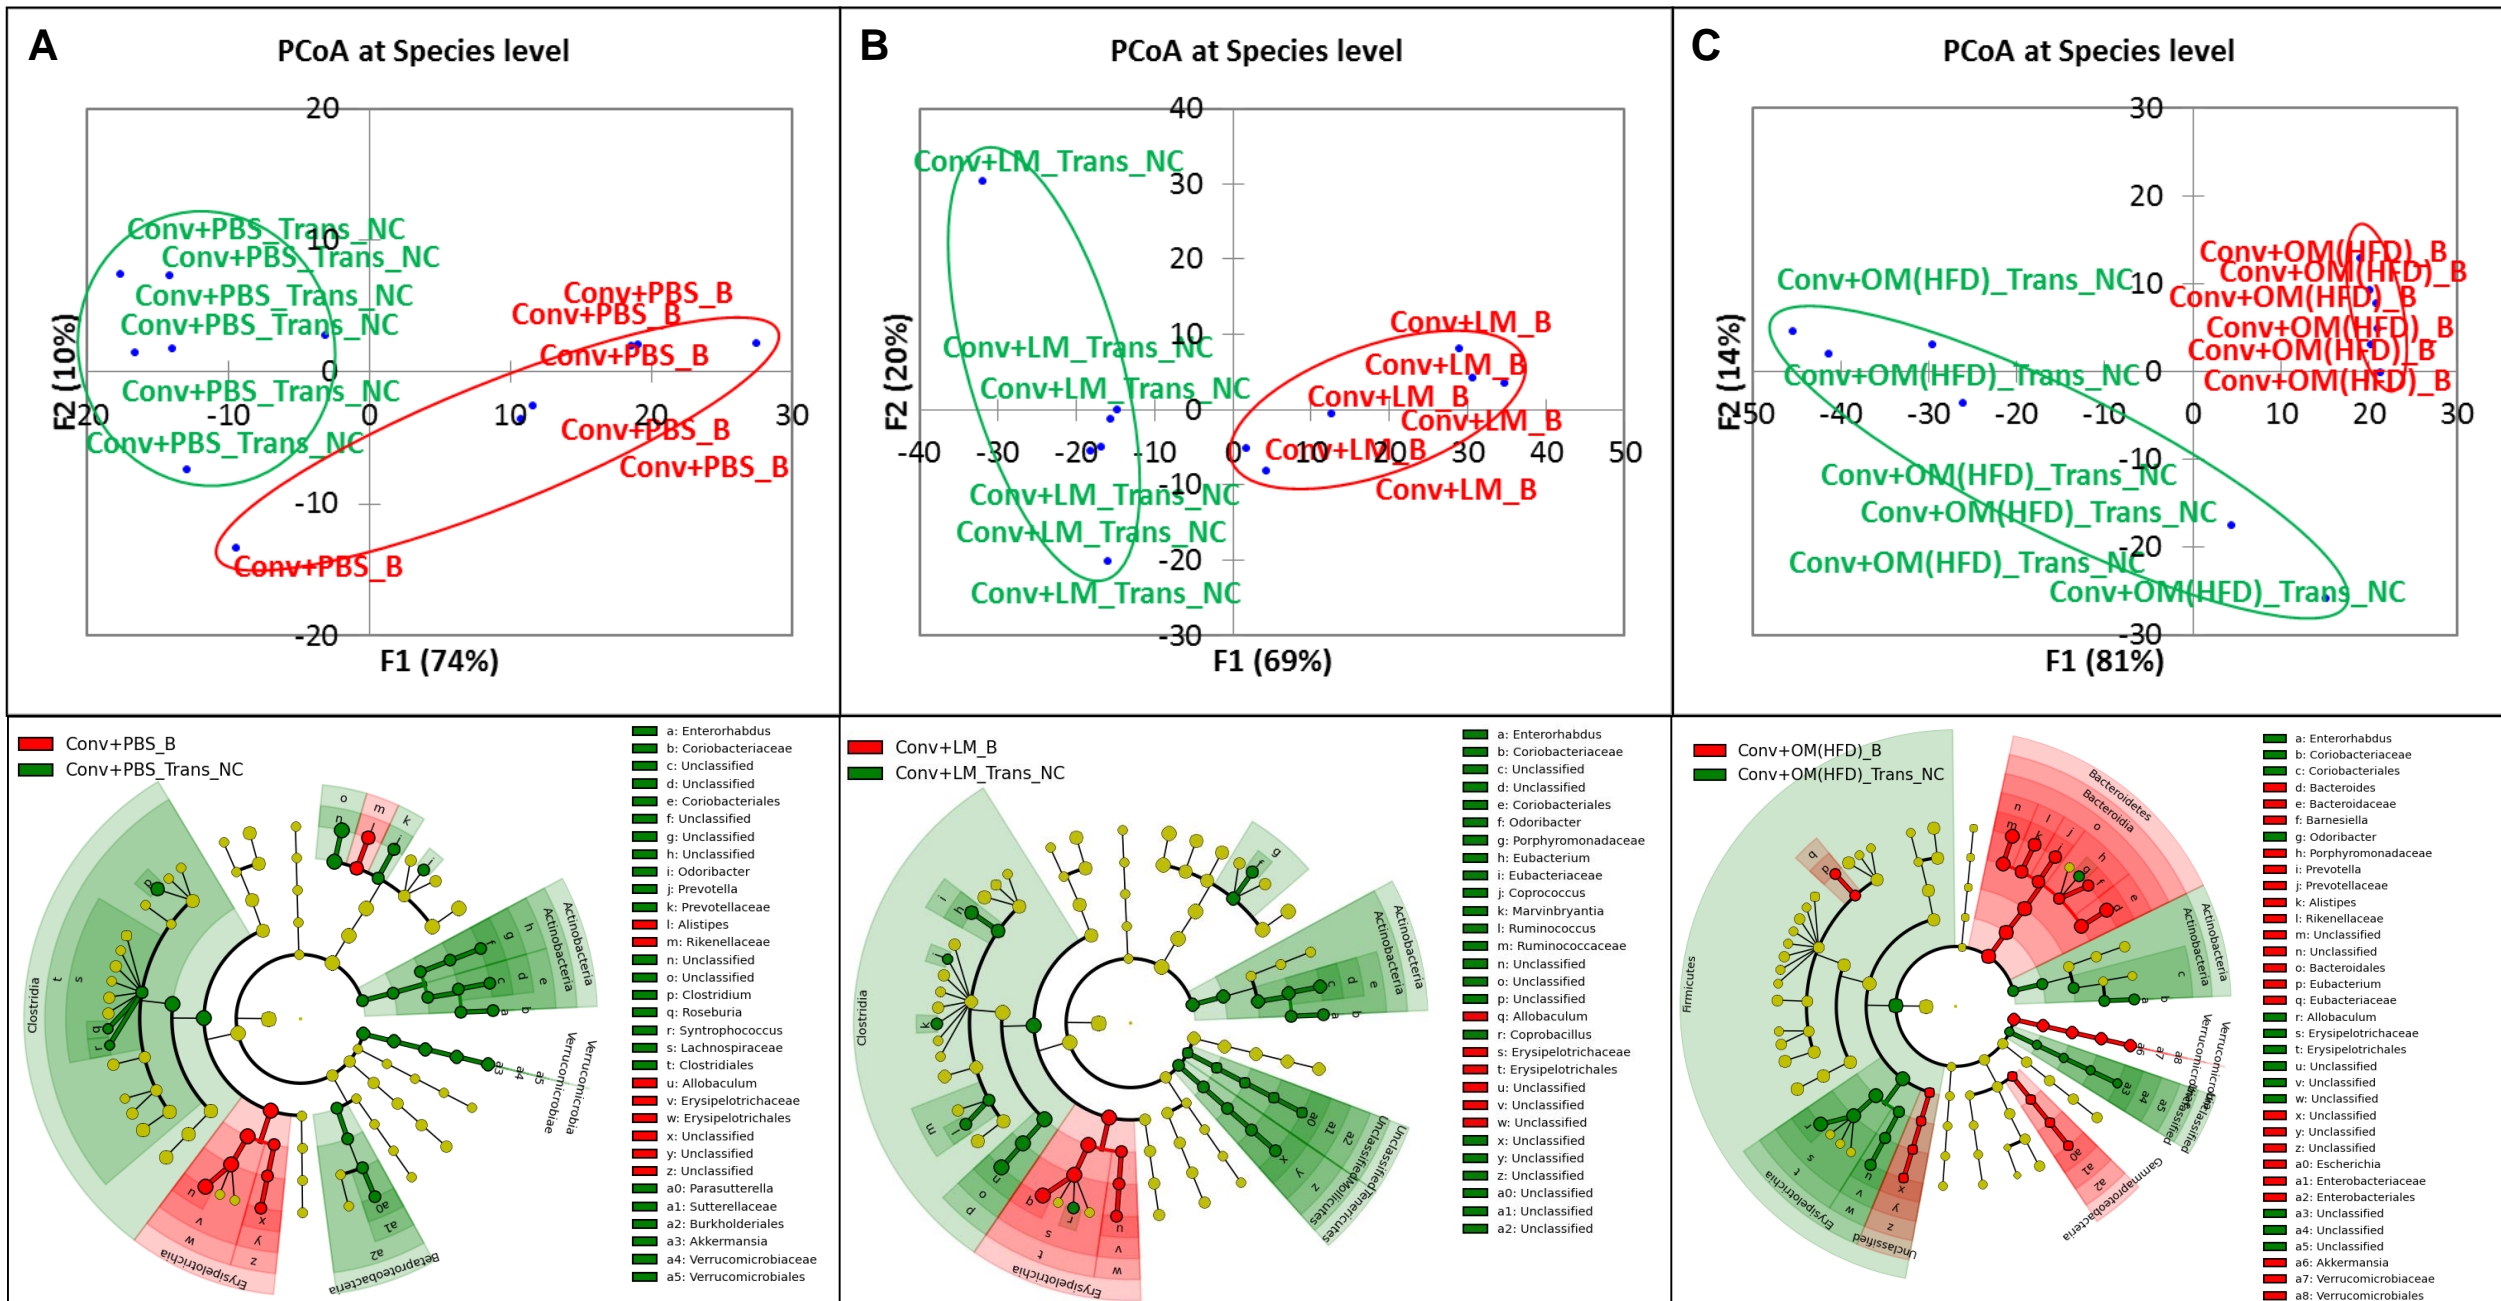

Appendix Figure S5

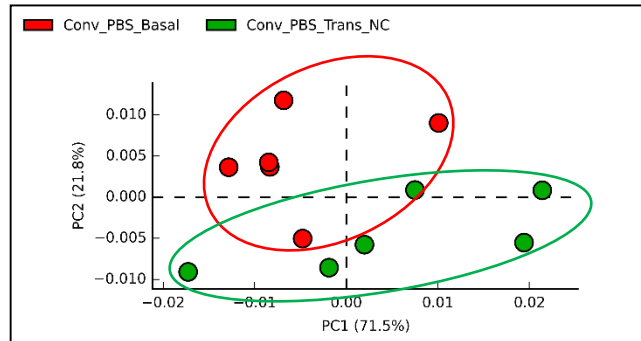

**D**

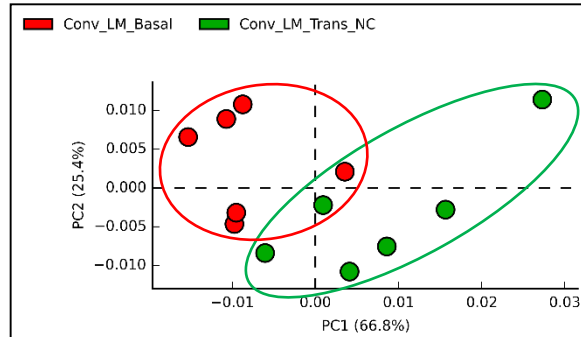

**F**

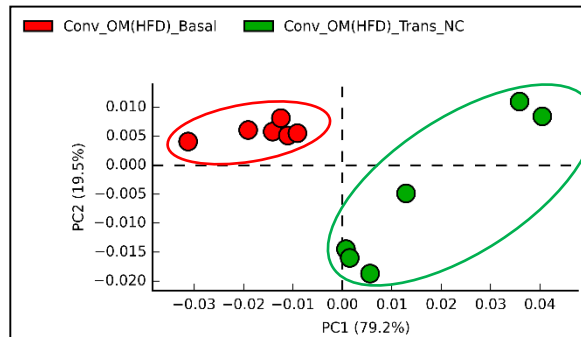

**H**

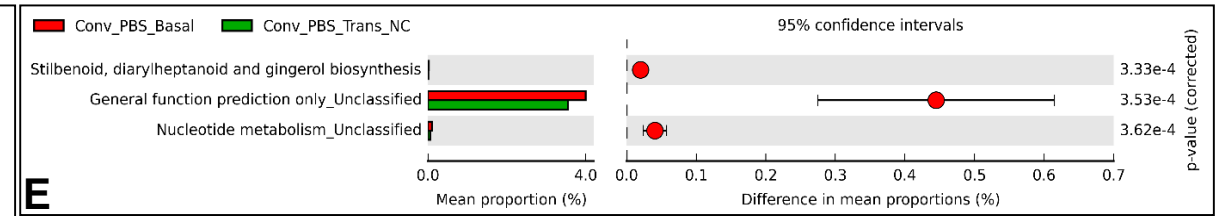

**E**

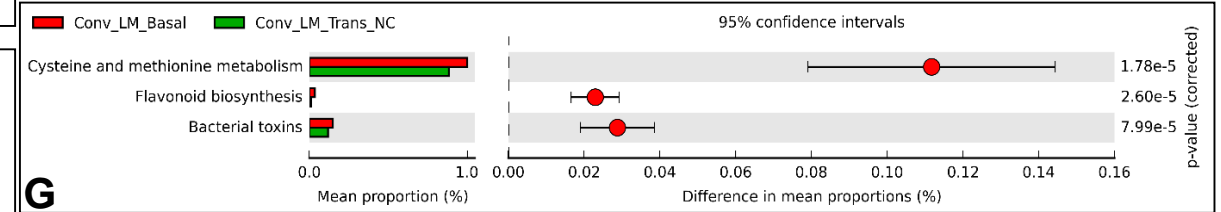

**G**

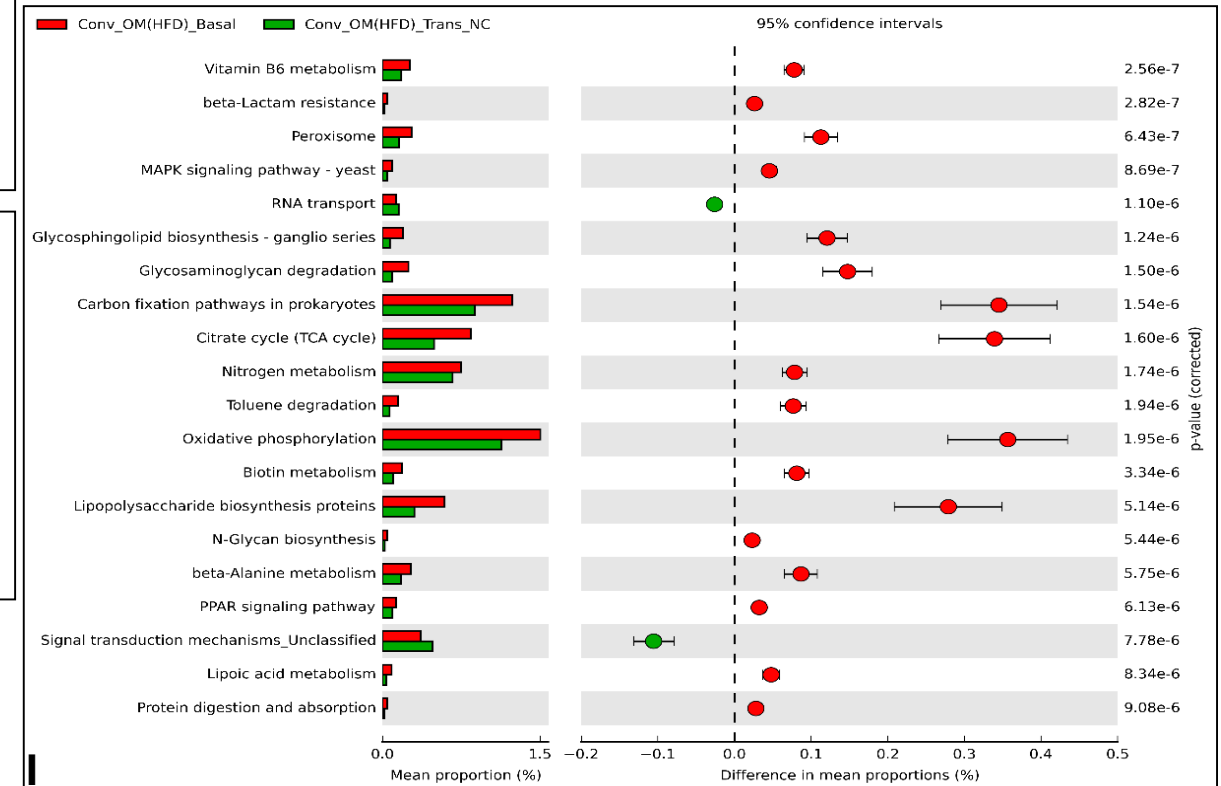

**I**

Appendix Figure S5

**Appendix Figure S5. Transfer of dysbiotic vs. eubiotic gut microbiota in antibiotic-free NC-fed conventional mice differently affects gut microbiota and microbiome.**

A) Principal coordinate analysis (PCoA) for gut microbiota profiles at baseline (Basal, B) and after transfer with the vehicle (PBS) on NC (Trans NC) (upper panel) and related cladograms showing bacterial taxa significantly enriched in each group (lower panel); B) PCoA for gut microbiota profiles at baseline (Basal, B) and after transfer with the lean microbiota (LM) on NC (Trans NC) (upper panel) and related cladogram (lower panel); C) PCoA for gut microbiota profiles at baseline (Basal, B) and after transfer with the HFD-microbiota (OM(HFD)) on NC (Trans NC) (upper panel) and related cladogram (lower panel); Principal Component Analysis showing PICRUSt-based gut microbiome study at baseline (Basal) and after transfer with the vehicle (PBS, D) or lean microbiota (LM, F) or HFD-microbiota (OM(HFD), H) on NC (Trans NC) and top modulated (based on the Two sided Welch's t-test) microbial pathways in a pair-wise comparison (E, G, I) in antibiotic-free NC-fed conventional mice inoculated with either the vehicle or cecal microbiota from C57Bl/6 lean or HFD-fed mice (Conv + PBS, Conv + LM, Conv +OM(HFD), respectively); (n=5-6).

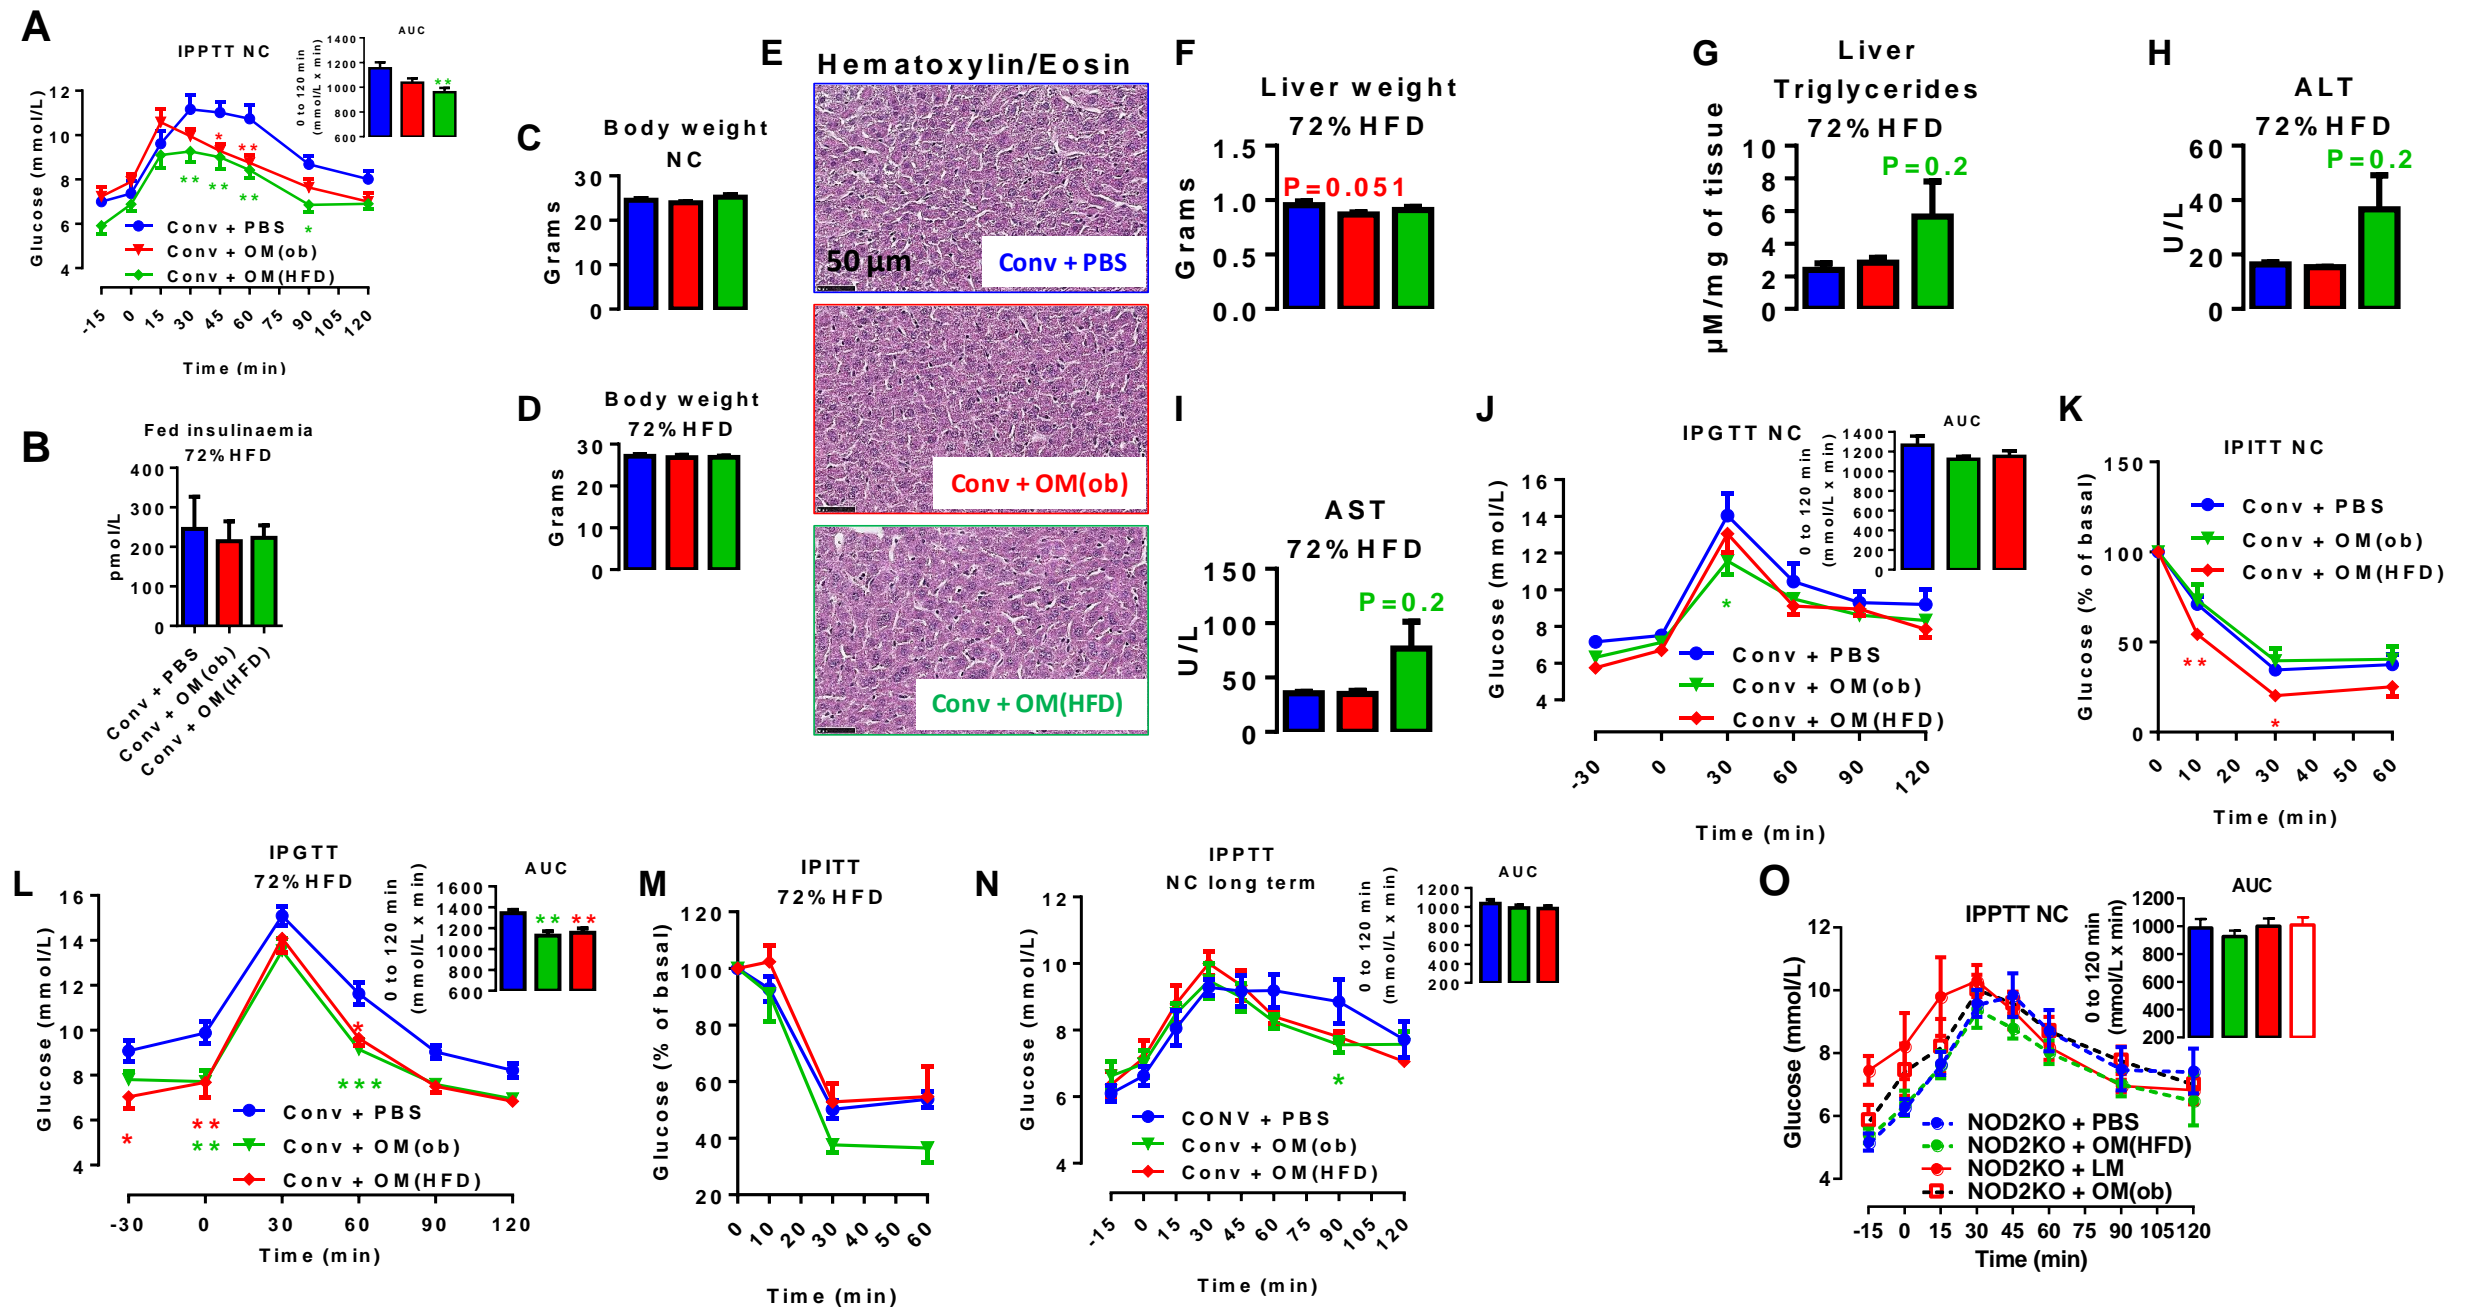

**Appendix Figure S6. Hepatic metabolism during transfer of dysbiotic gut microbiota in NC-fed conventional mice then fed a 72%HFD.**

A) Intraperitoneal pyruvate-tolerance test on NC and AUC as inset; after switching on 72%HFD; B) Fed insulinaemia; Body weight on C) NC and D) 72%HFD; E) Hepatic histology section on hematoxylin/eosin staining; liver F) weight and G) triglycerides; plasma levels of H) ALT and I) AST; J) IPGTT and AUC as inset on NC; K) IPITT on NC; L) IPGTT and AUC as inset on 72%HFD; M) IPITT on 72%HFD and N) IPPTT NC long term in antibiotic-free NC-fed conventional mice transferred with either the vehicle or cecal microbiota from C57Bl/6 *ob/ob* or HFD-fed mice (Conv + PBS, Conv + OM(*ob*), Conv + OM(HFD), respectively) and then fed a 72%HFD or left in NC for a long term. For (O) intraperitoneal pyruvate-tolerance test and AUC as inset in conventional NOD2 KO mice. Data are shown as mean  $\pm$  SEM; (n=5-6). \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, unpaired Student's T-test for insets 5A, L). For (O) (n=3-6); 2-ANOVA with Dunnett post-test (A, J, K, L, N, O).

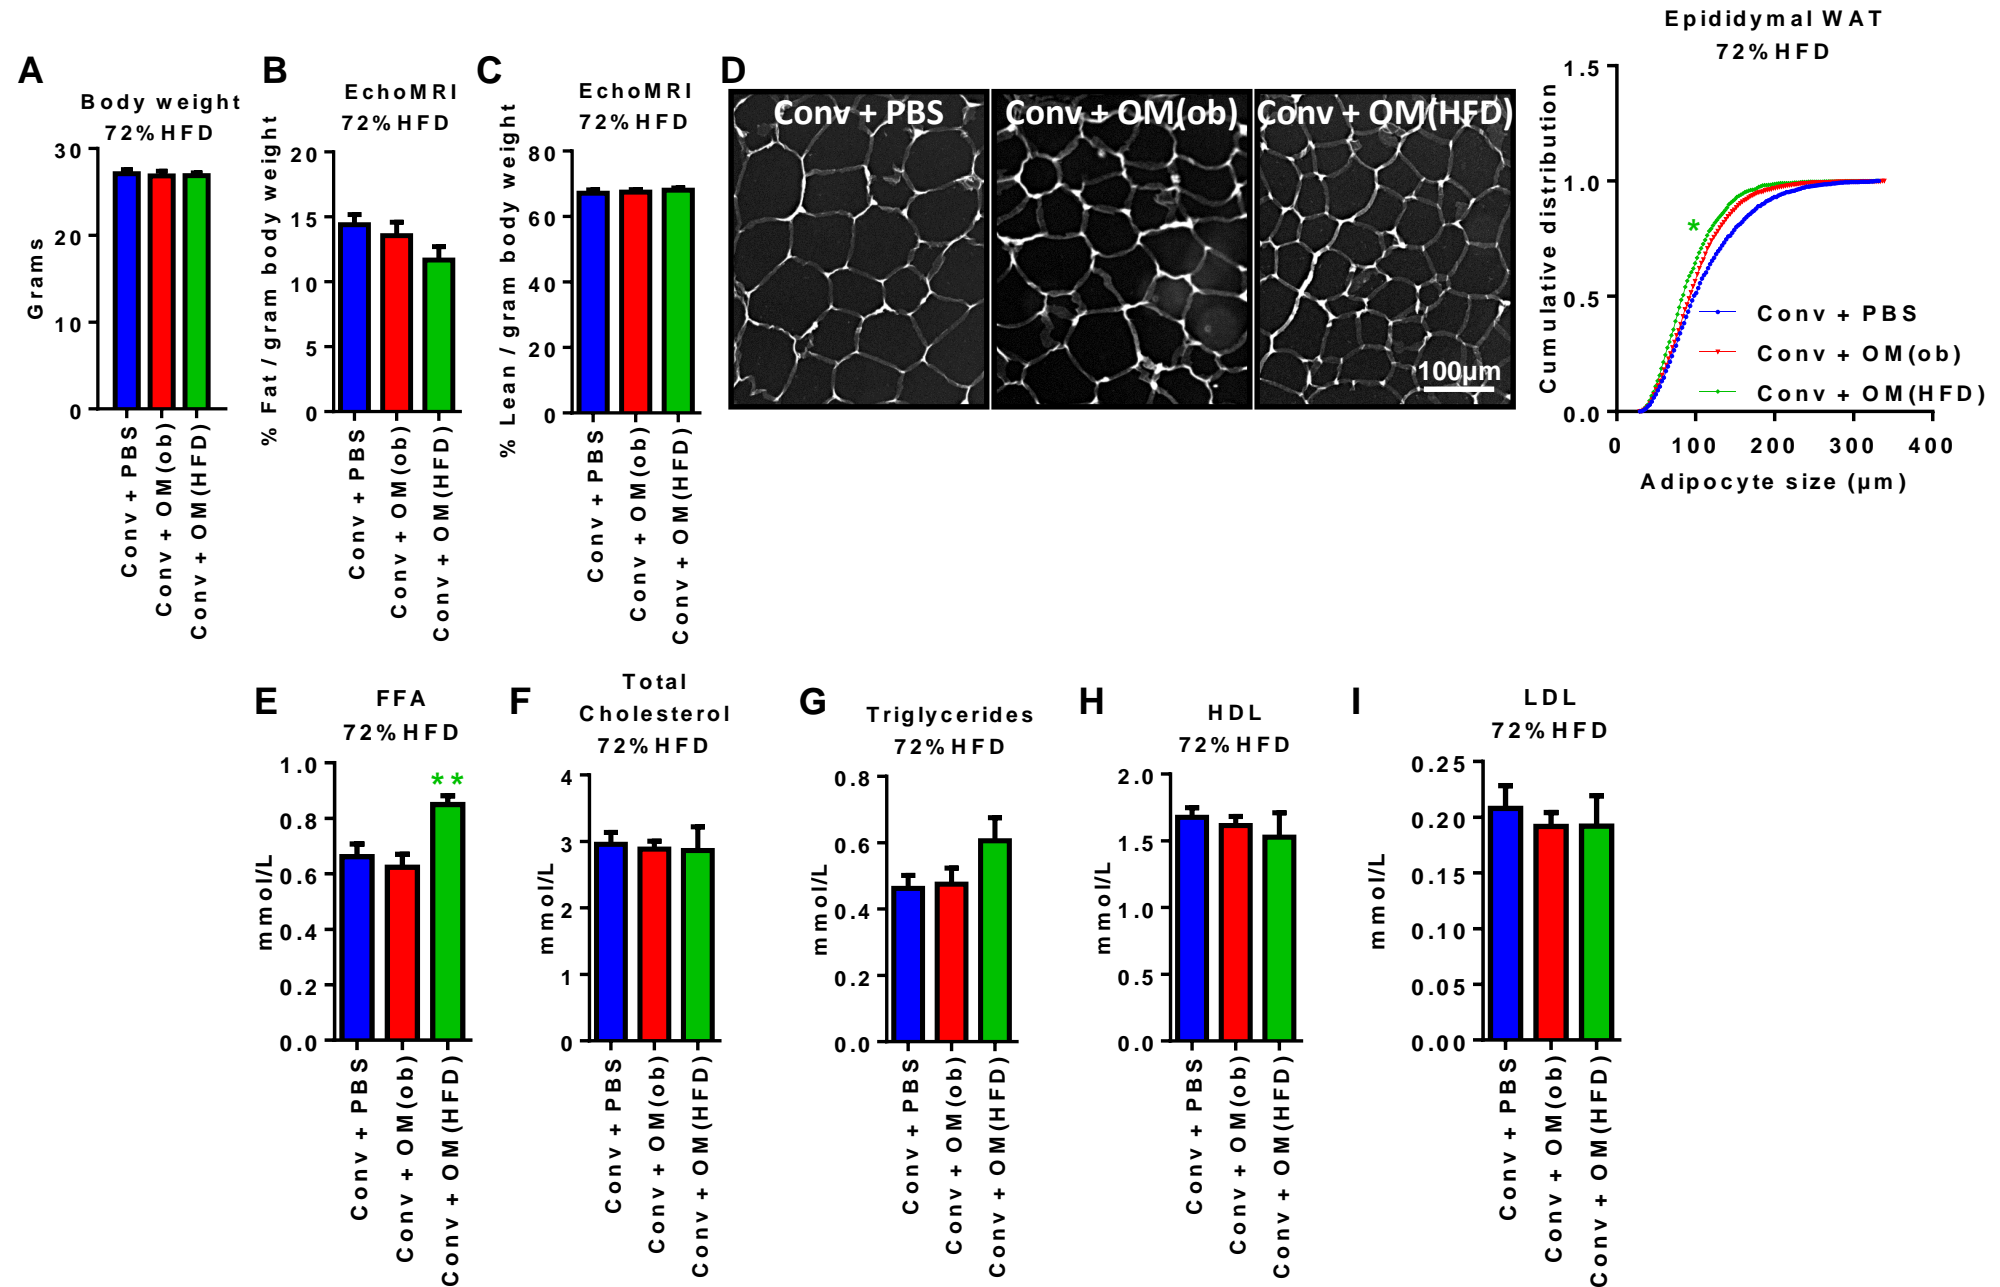

**Appendix Figure S7. Body composition and adiposity during transfer of dysbiotic gut microbiota in NC-fed conventional mice then fed a 72%HFD.**

A) Body weight; EchoMRI analysis of B) fat and C) lean mass (%); D) Epididymal WAT histology with cumulative distribution of WAT adipocytes; plasma levels for E) free-fatty acids, F) total cholesterol, G) triglycerides, H) HDL and I) LDL cholesterol in antibiotic-free NC-fed conventional mice inoculated with either vehicle or cecal microbiota from C57Bl/6 *ob/ob* or HFD-fed mice (Conv + PBS, Conv + OM(*ob*), Conv + OM(HFD), respectively) and then fed a 72%HFD. Data are shown as mean  $\pm$  SEM; (n=5-6, \*p<0.05, 2-ANOVA and Sidak's post-test vs. Conv + PBS for D and \*\*p<0.01, unpaired Student's T-test vs. Conv + PBS for E).

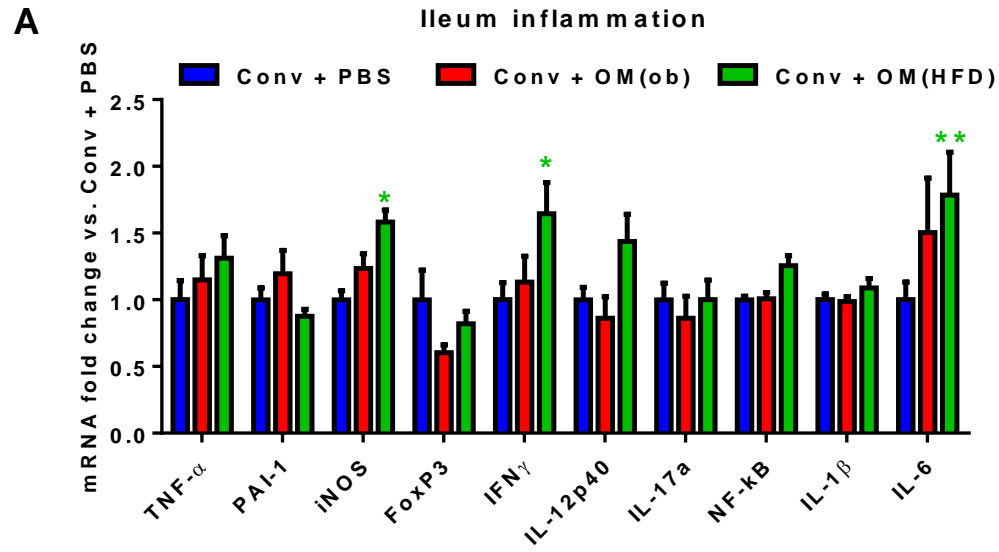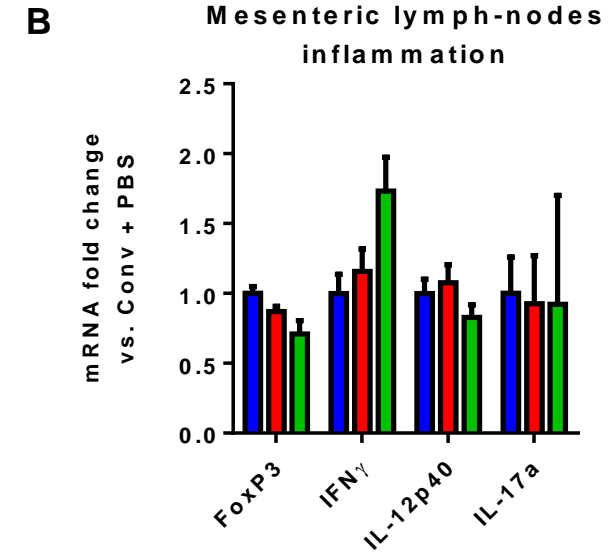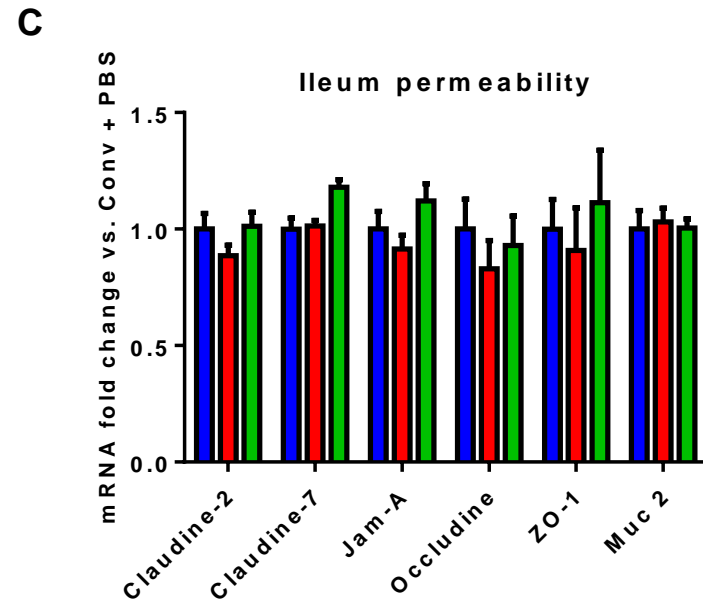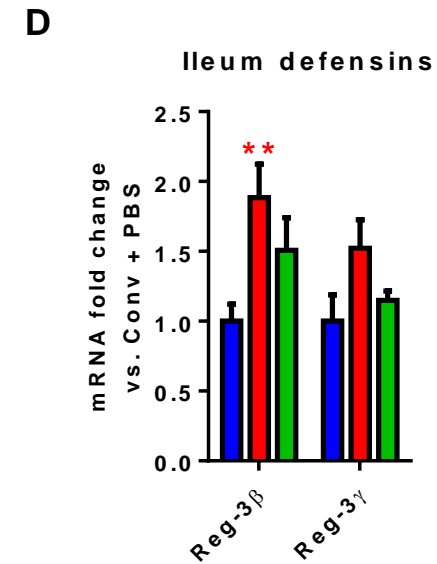

Appendix Figure S8

**Appendix Figure S8. Intestinal (ileum) inflammation and permeability during transfer of dysbiotic gut microbiota in antibiotic-free NC-fed conventional mice then fed a 72%HFD.**

Gene expression analysis for inflammatory genes in the ileum (A) and mesenteric lymph-node (B), tight-junction proteins (C) and defensins (D) in antibiotic-free NC-fed conventional mice inoculated with either the vehicle or cecal microbiota from *ob/ob* mice or from C57Bl/6 *ob/ob* or HFD-fed mice (Conv + PBS, Conv + OM(*ob*), Conv + OM(HFD), respectively) and then fed a 72%HFD. Data are shown as mean  $\pm$  SEM; (n=3(for D only)-6, \*p<0.05, \*\*p<0.01, 2-ANOVA and Dunnett post-test vs. Conv + PBS (A,C)).

**A**

 a: Atopobium  
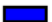 b: Bacteroides  
 c: Bacteroidaceae  
 d: Alkalitalea  
 e: Marinilabiliaceae  
 f: Barnesiella  
 g: Tannerella  
 h: Porphyromonadaceae  
 i: Alistipes  
 j: Rikenellaceae  
 k: Bacteroidales  
 l: Sphingobacterium  
 m: Sphingobacteriaceae  
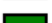 n: Sphingobacteriales  
 o: Clostridium  
 p: Clostridiaceae  
 q: Eubacterium  
 r: Eubacteriaceae  
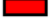 s: Desulfosporosinus  
 t: Eubacterium\_Erysipelotricl  
 u: Erysipelotrichaceae  
 v: Erysipelotrichales

**B**

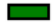 a: Atopobium  
 b: Olsenella  
 c: Coriobacteriaceae  
 d: Coriobacteriales  
 e: Bacteroides  
 f: Bacteroidaceae  
 g: Alkalitalea  
 h: Marinilabiliaceae  
 i: Barnesiella  
 j: Tannerella  
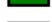 k: Porphyromonadaceae  
 l: Prevotella  
 m: Prevotellaceae  
 n: Rikenella  
 o: Ruminofilibacter  
 p: Bacteroidales  
 q: Flavobacteriaceae  
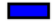 r: Flavobacteriales  
 s: Sphingobacterium  
 t: Sphingobacteriaceae  
 u: Sphingobacteriales  
 v: Lactobacillus  
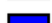 w: Lactobacillaceae  
 x: Lactobacillales  
 y: Allobaculum  
 z: Eubacterium\_Erysipelotricl  
 a0: Erysipelotrichaceae  
 a1: Erysipelotrichales  
 a2: Desulfovibrio  
 a3: Desulfovibrionaceae  
 a4: Desulfovibrionales  
 a5: Desulfuromonas  
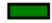 a6: Desulfuromonadaceae  
 a7: Desulfuromonadales

**C**

 a: Barnesiella  
 b: Butyricimonas  
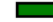 c: Parabacteroides  
 d: Porphyromonas  
 e: Prevotella  
 f: Prevotellaceae  
 g: Rikenella  
 h: Gelidibacter  
 i: Pedobacter  
 j: Sphingobacterium  
 k: Oxobacter  
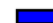 l: Sporanaerobacter  
 m: Oribacterium  
 n: Roseburia  
 o: Lachnospiraceae  
 p: Hydrogenoanaerobacteriu  
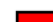 q: Allobaculum  
 r: Eubacterium\_Erysipelotricl  
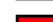 s: Erysipelotrichaceae  
 t: Erysipelotrichales  
 u: Parasutterella  
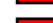 v: Sutterellaceae  
 w: Burkholderiales  
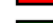 x: Desulfovibrio  
 y: Desulfovibrionaceae  
 z: Desulfovibrionales  
 a0: Akkermansia  
 a1: Verrucomicrobiaceae  
 a2: Verrucomicrobiales

## Appendix Figure S9. Full list for Cladograms reported in Figure 7.

A) Lower panel for Fig.7A; B) Lower panel for Fig.7B; C) Lower panel for Fig.7C

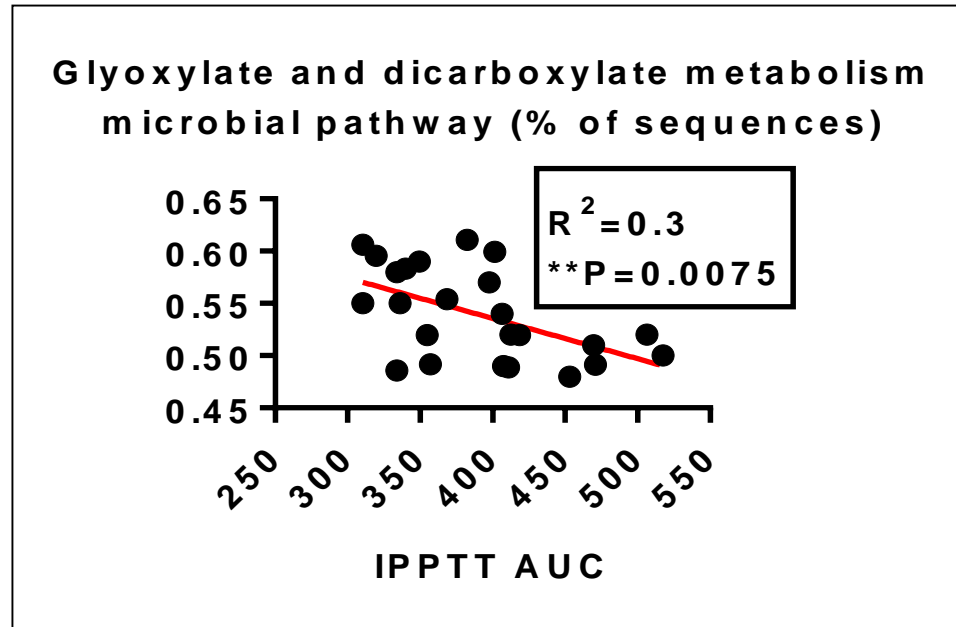

**Appendix Figure S10. Glyoxylate and dicarboxylate metabolism microbial pathway correlation with IPPTT AUC.**

A

PCoA at Species level

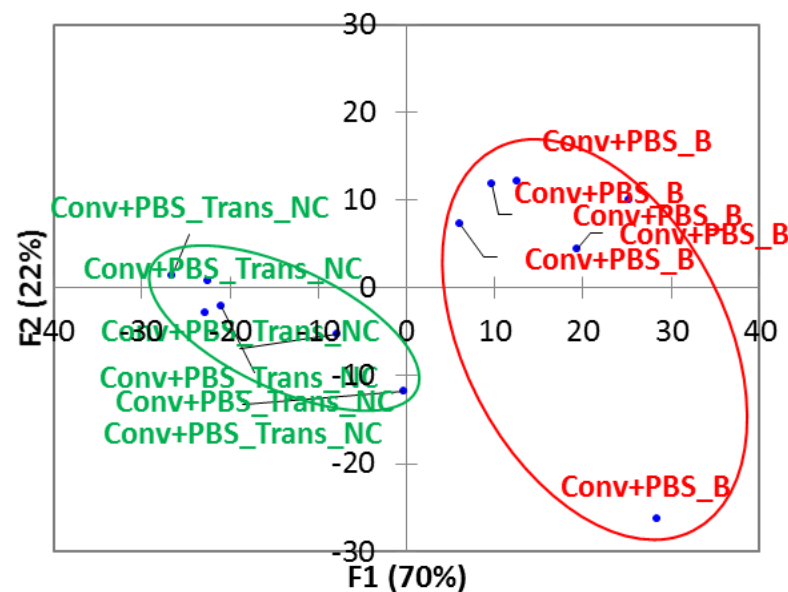

B

PCoA at Species level

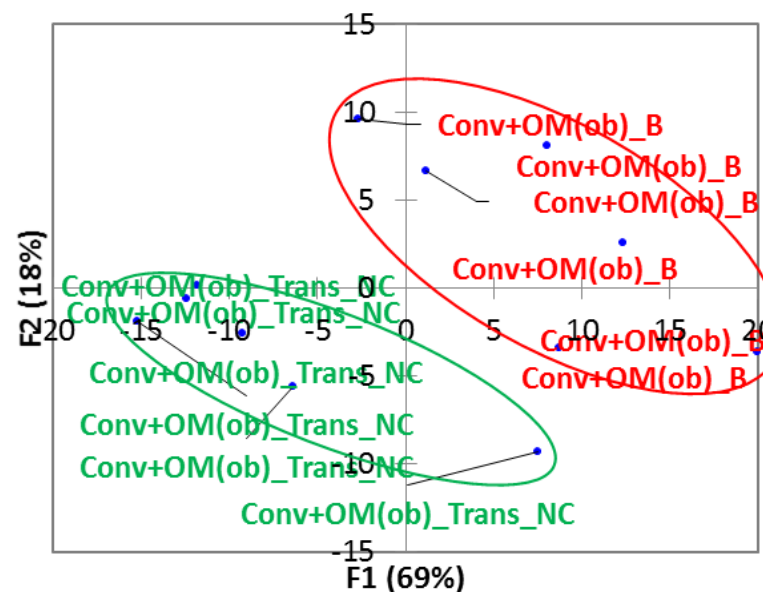

C

PCoA at Species level

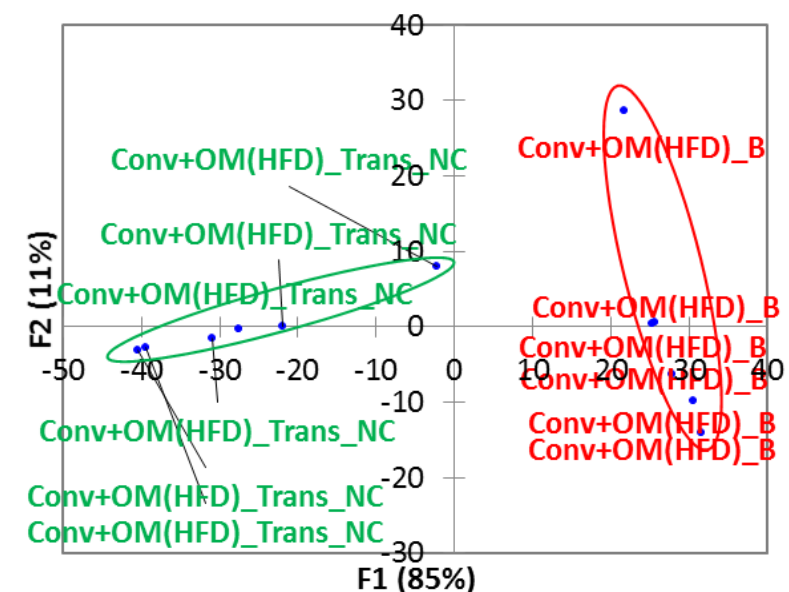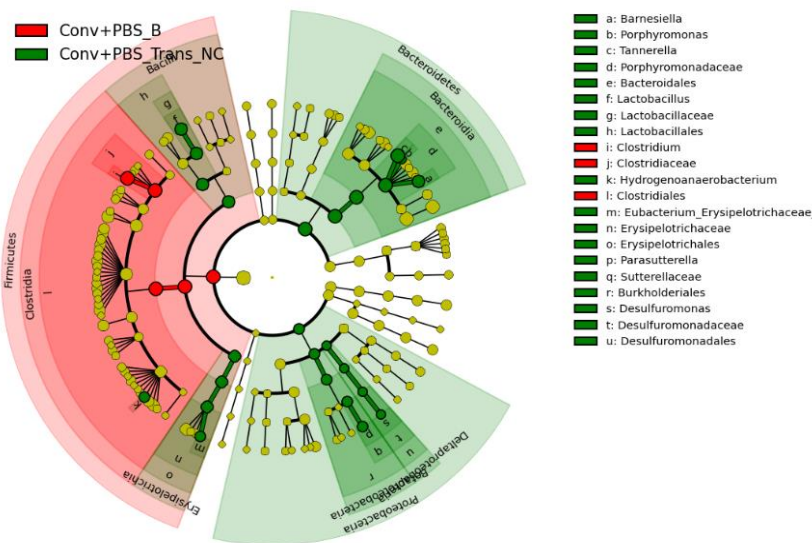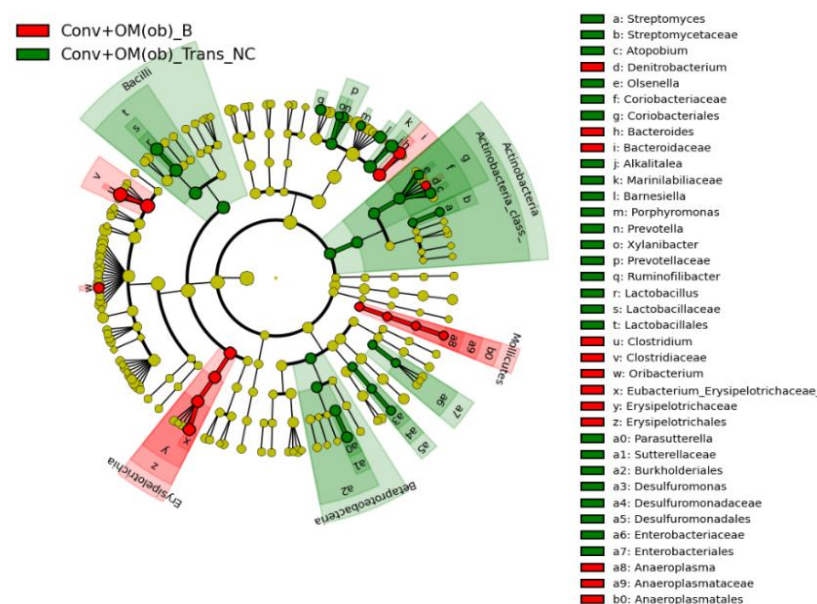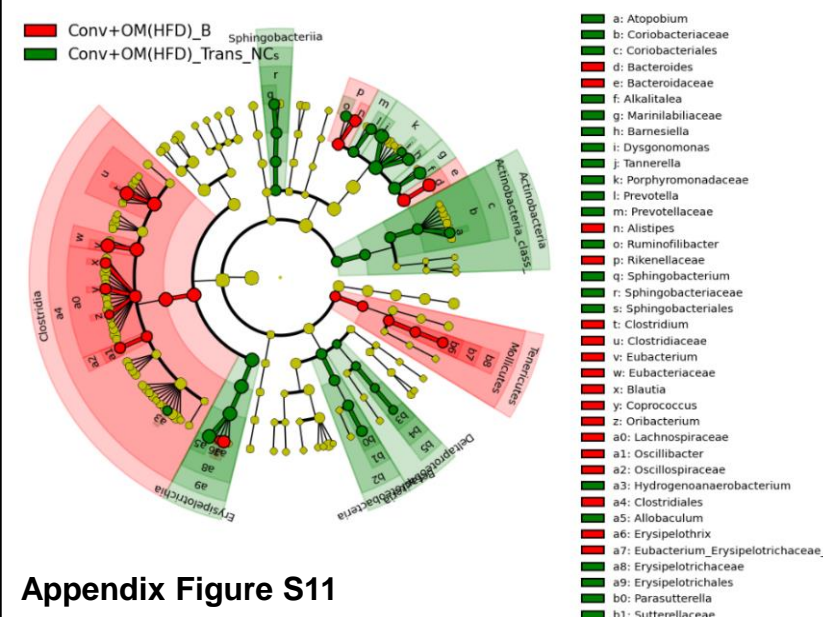

Appendix Figure S11

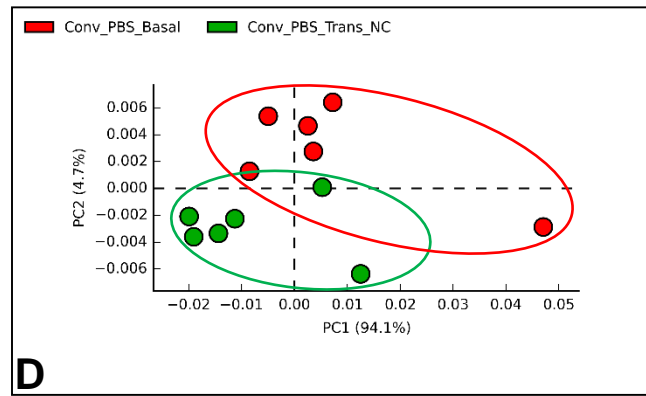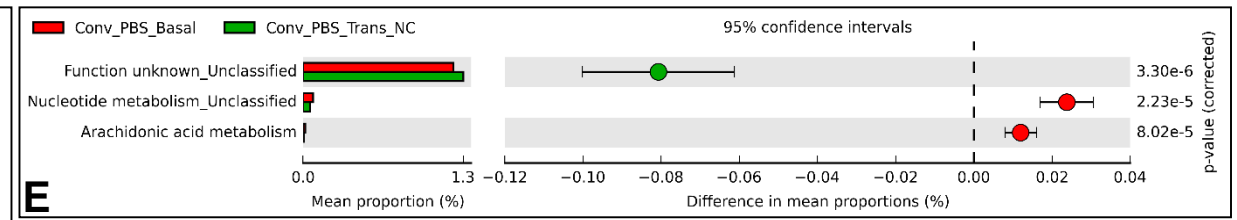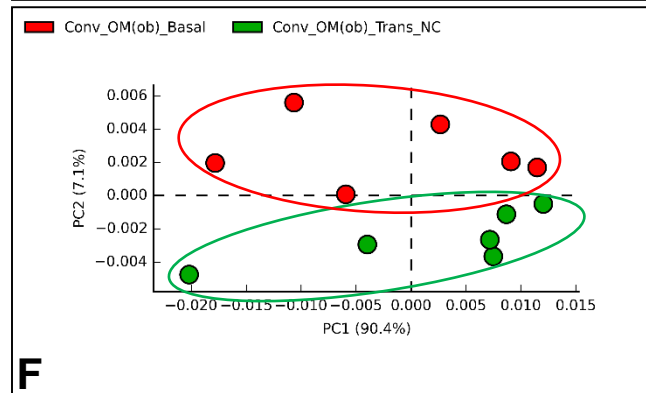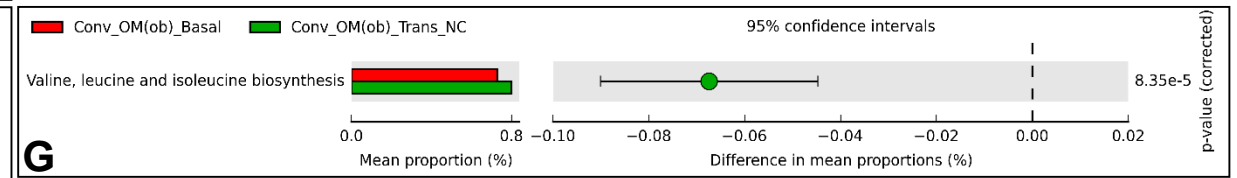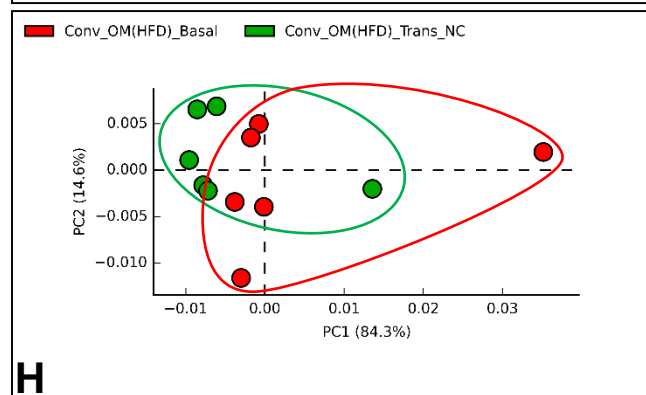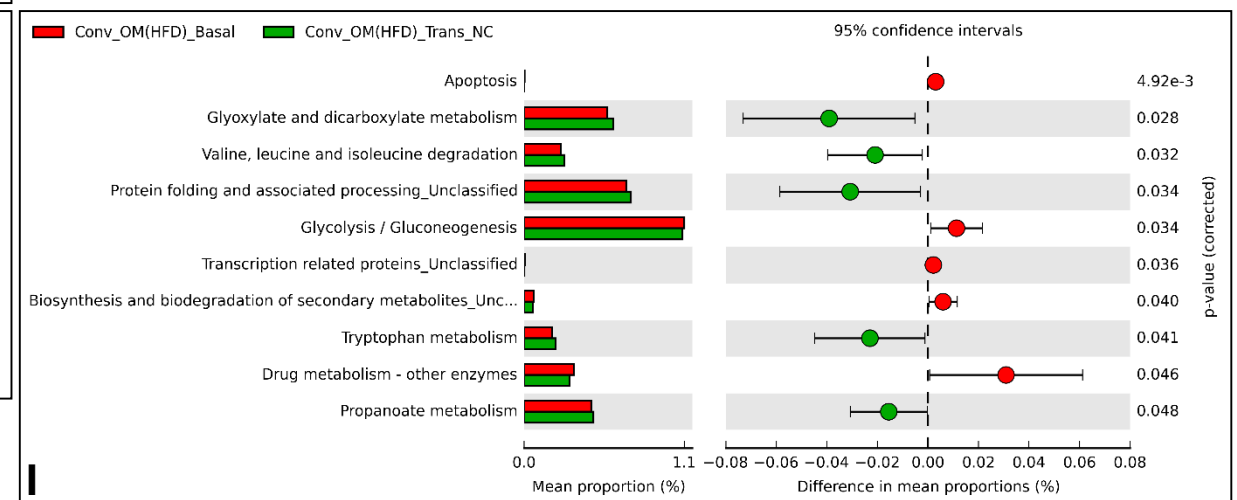

Appendix Figure S11

**Appendix Figure S11. Transfer of dysbiotic gut microbiota in antibiotic-free NC-fed conventional mice changes gut microbiota and microbiome according to the origin of dysbiosis.**

A) Principal coordinate analysis (PCoA) for gut microbiota profiles at baseline (Basal, B) and after transfer with the vehicle (PBS) on NC (Trans NC) (upper panel) and related cladograms showing bacterial taxa significantly enriched in each group (lower panel); B) PCoA for gut microbiota profiles at baseline (Basal, B) and after transfer with the ob-microbiota (OM(ob)) on NC (Trans NC) (upper panel) and related cladogram (lower panel); C) PCoA for gut microbiota profiles at baseline (Basal, B) and after transfer with the HFD-microbiota (OM(HFD)) on NC (Trans NC) (upper panel) and related cladogram (lower panel); Principal Component Analysis showing PICRUS-based gut microbiome study at baseline (Basal) and after transfer with the vehicle (PBS, D) or ob-microbiota (OM(ob), F) or HFD-microbiota (OM(HFD), H) on NC (Trans NC) and top modulated (based on the Two sided Welch's t-test) microbial pathways in a pair-wise comparison (E, G, I) in antibiotic-free NC-fed conventional mice inoculated with either the vehicle or cecal microbiota from C57Bl/6 *ob/ob* or HFD-fed mice (Conv + PBS, Conv + OM(ob), Conv + OM(HFD), respectively) and then fed a 72% HFD; (n=5-6).

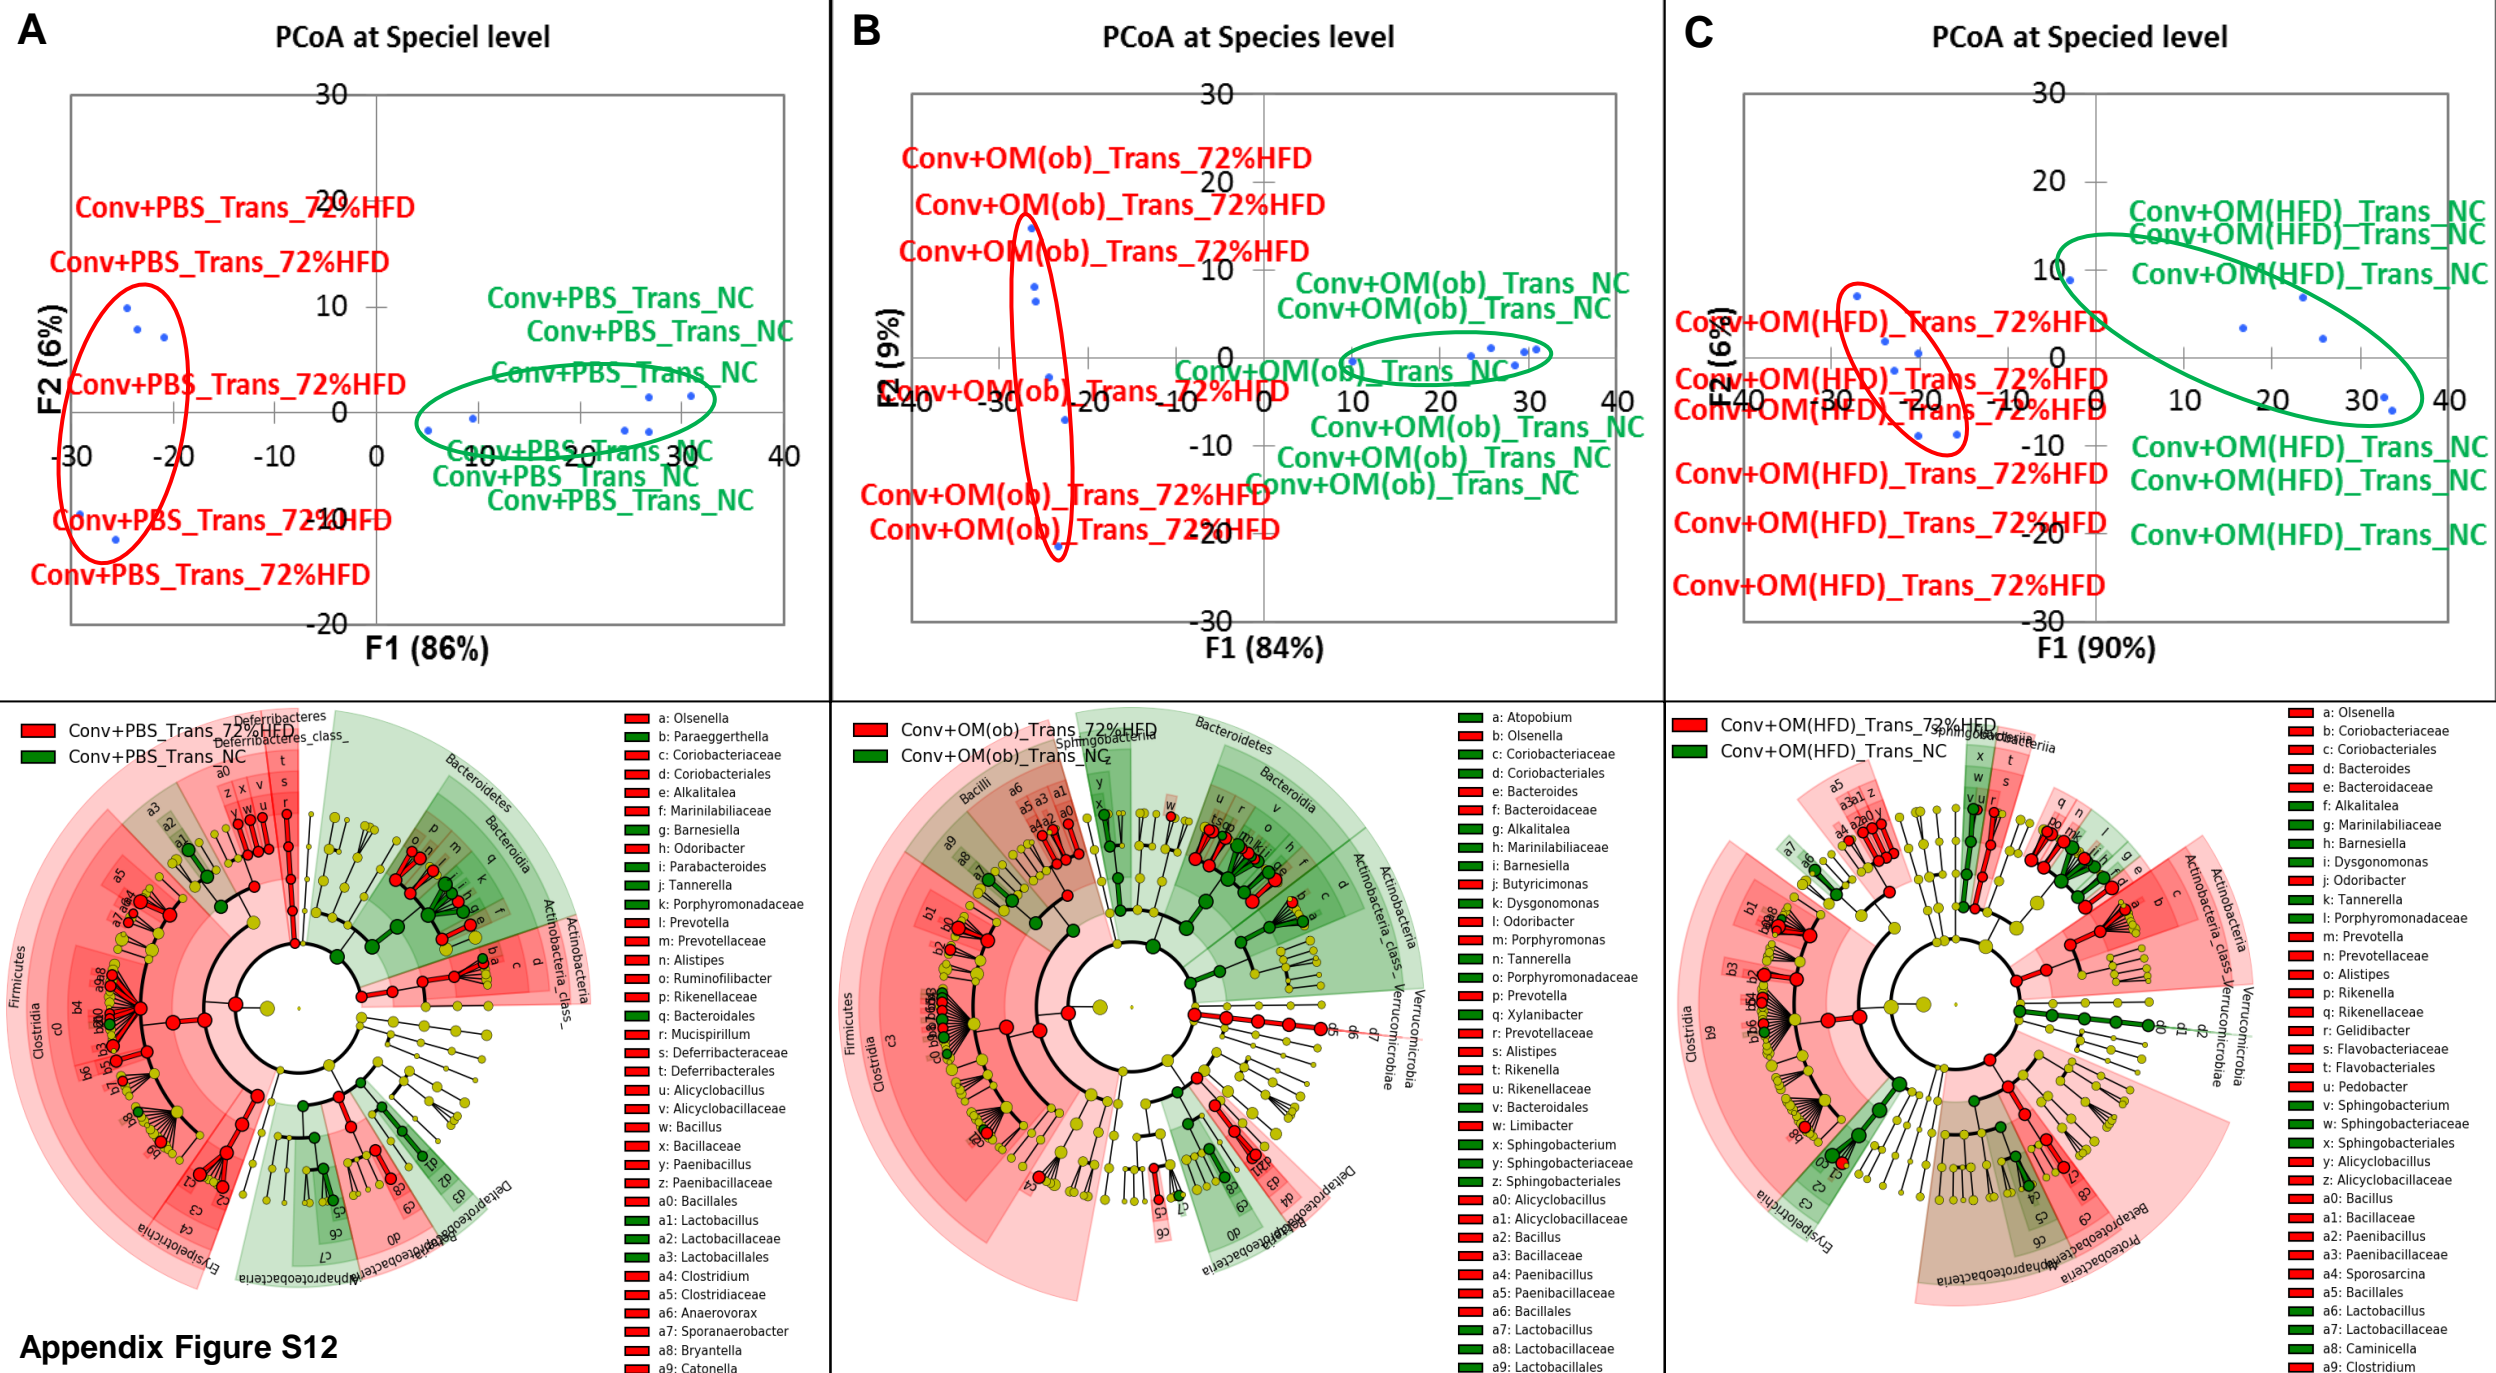

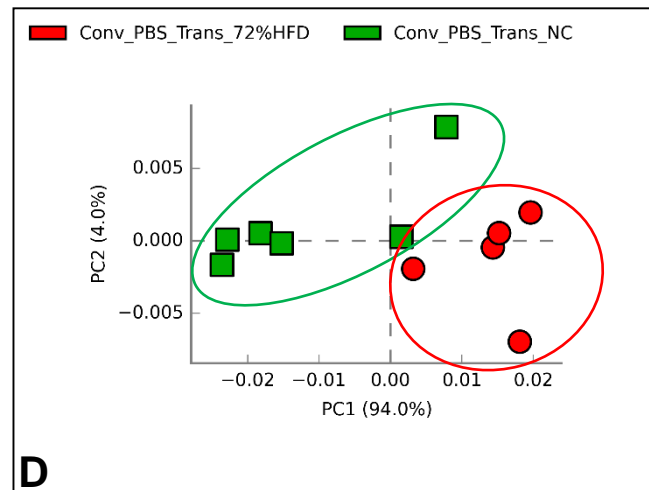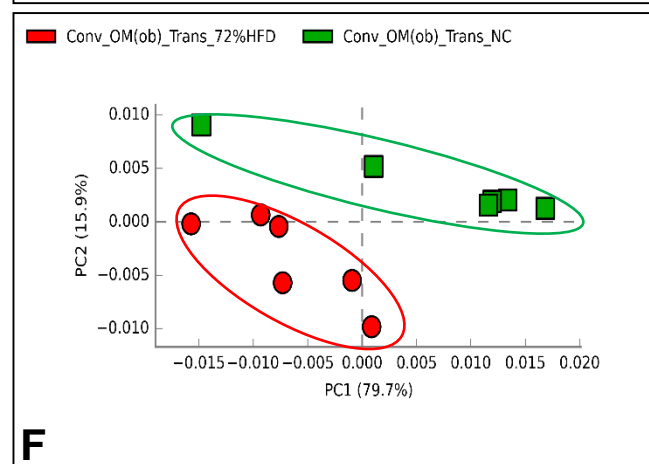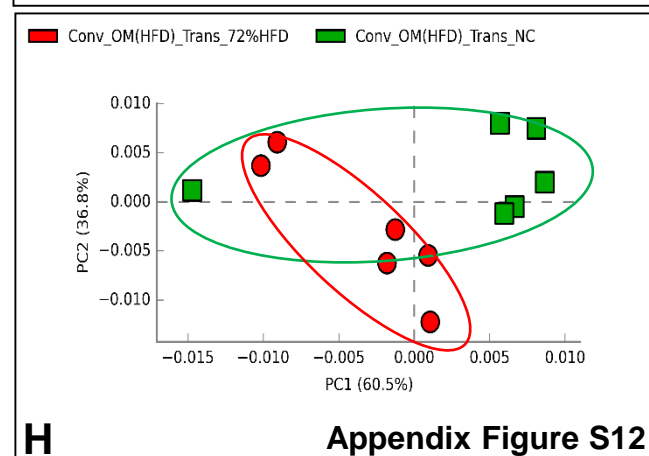

Appendix Figure S12

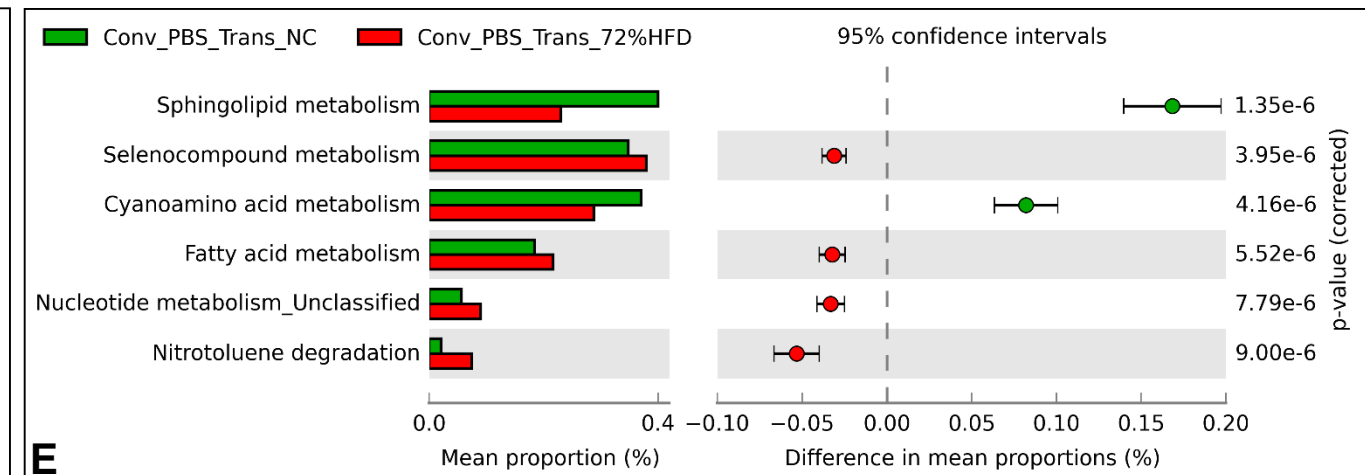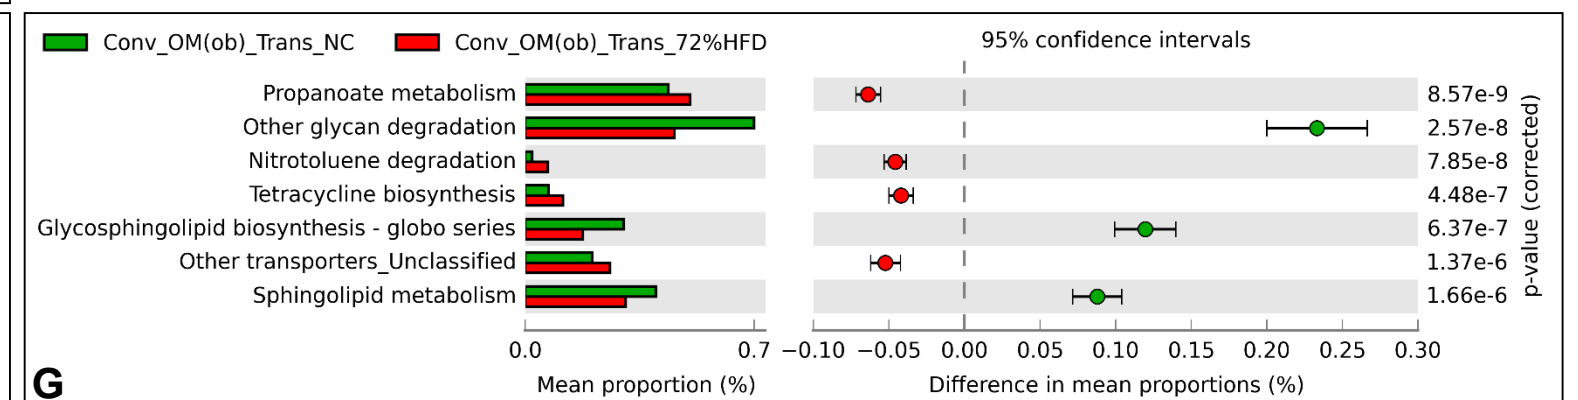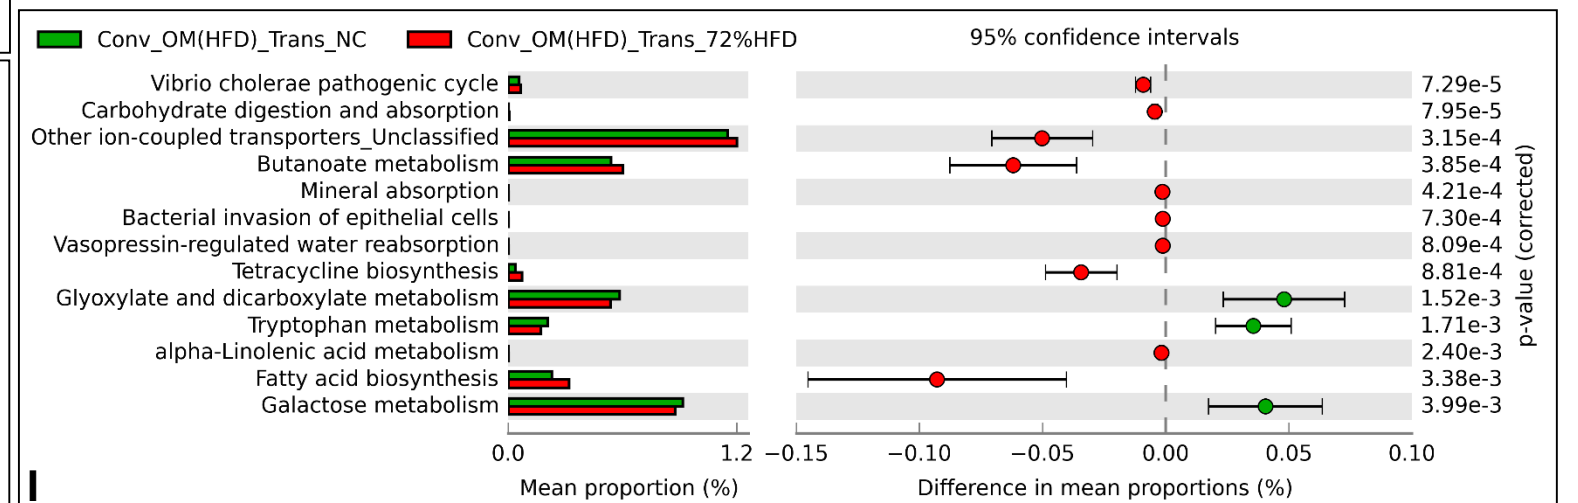

**Appendix Figure S12. Transfer of dysbiotic gut microbiota in antibiotic-free NC-fed conventional mice changes gut microbiota and microbiome according to the origin of dysbiosis. Comparison between NC and 72%HFD nutritional states.**

Principal coordinate analysis (PCoA) for gut microbiota profiles between NC (Trans\_NC) and 72%HFD (Trans\_72%HFD) nutritional states after transfer with A) vehicle (PBS), B) ob-microbiota (OM(ob)), C) HFD-microbiota (OM(HFD)) and related cladogram showing bacterial taxa significantly enriched in each group (lower panel); Principal Component Analysis showing PICRUSt-based gut microbiome study for the groups reported above (D, F, H) and top modulated (based on the Two sided Welch's t-test) microbial pathways in a pair-wise comparison (E, G, I) in antibiotic-free NC-fed conventional mice inoculated with either the vehicle or cecal microbiota from C57Bl/6 *ob/ob* or HFD-fed mice (Conv + PBS, Conv + OM(ob), Conv + OM(HFD), respectively) and then fed a 72%HFD; (n=5-6).

# Supplementary material for: Transfer of dysbiotic gut microbiota has beneficial effects on host liver metabolism
**Source:** Mol Syst Biol. 2017 Mar 16;13(3):921. doi: 10.15252/msb.20167356

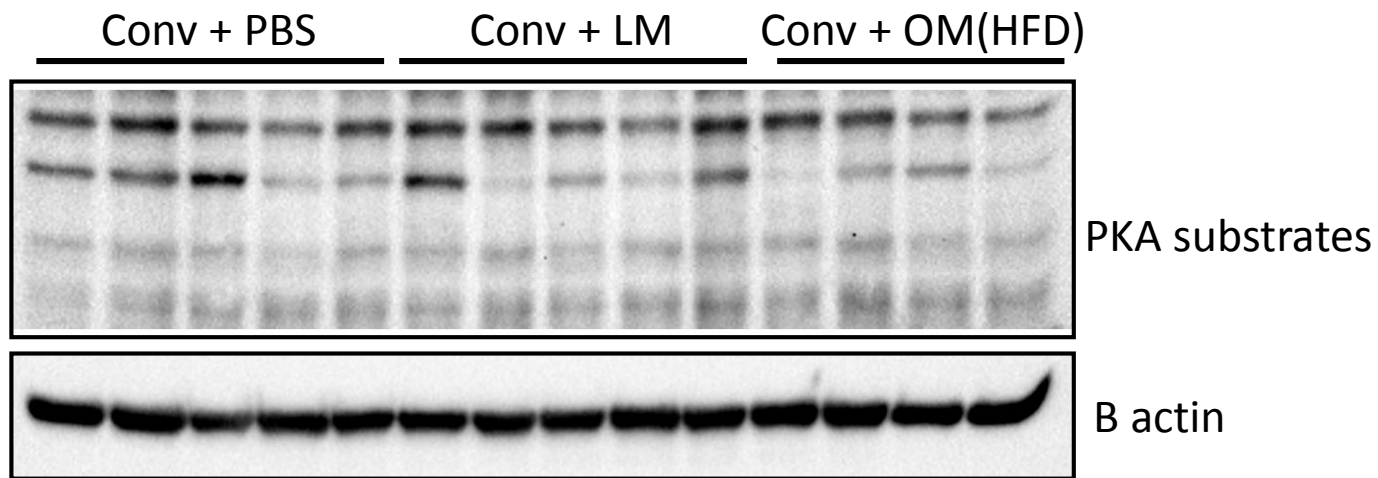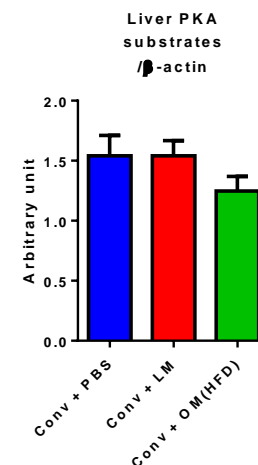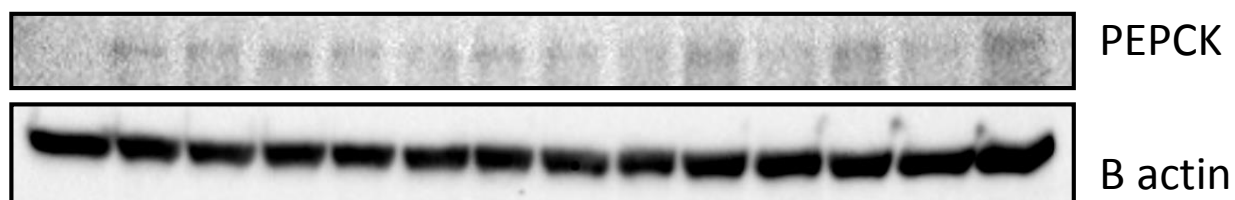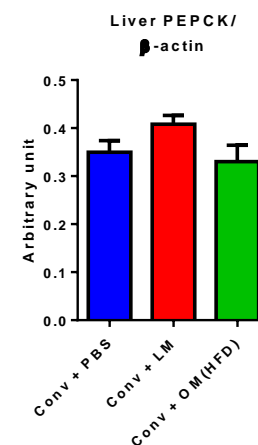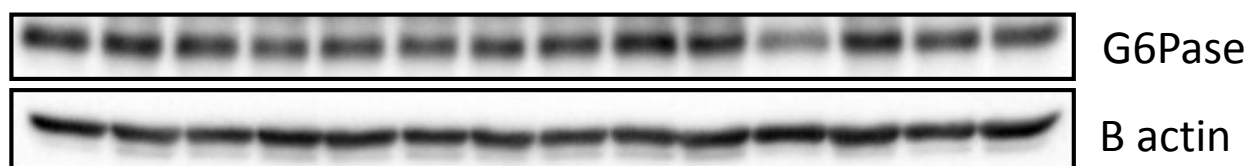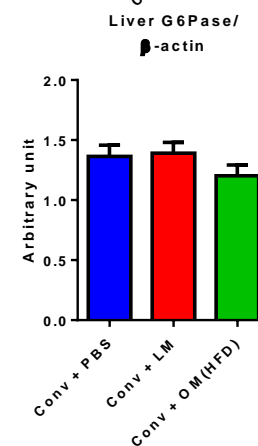

XRS 2015-09-09 10hr 47min-1\_Exposure\_50.5sec pkas sn4 9915 - Analyse

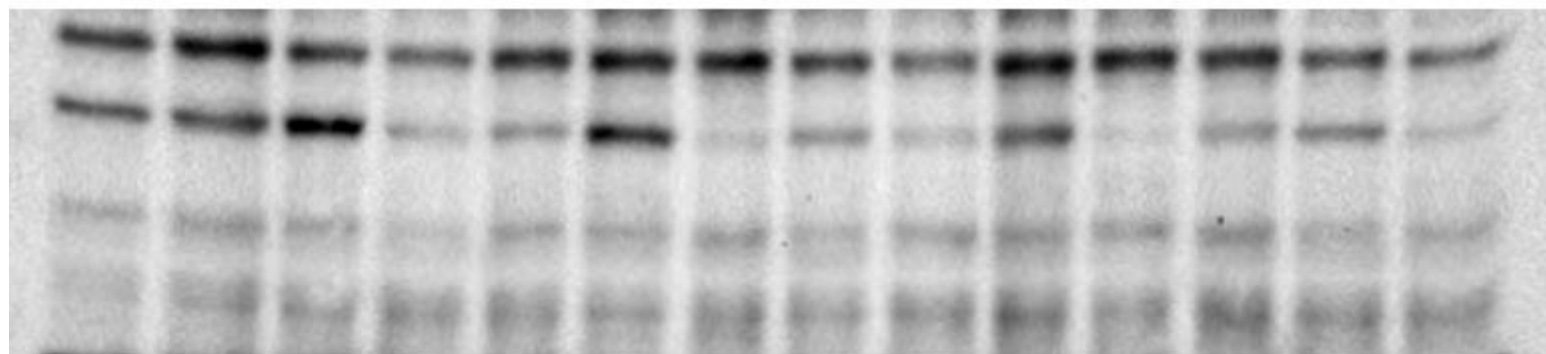

XRS 2015-09-10 11hr 22min\_Exposure\_4.9sec beta actine pkas 10915 analyse SN4

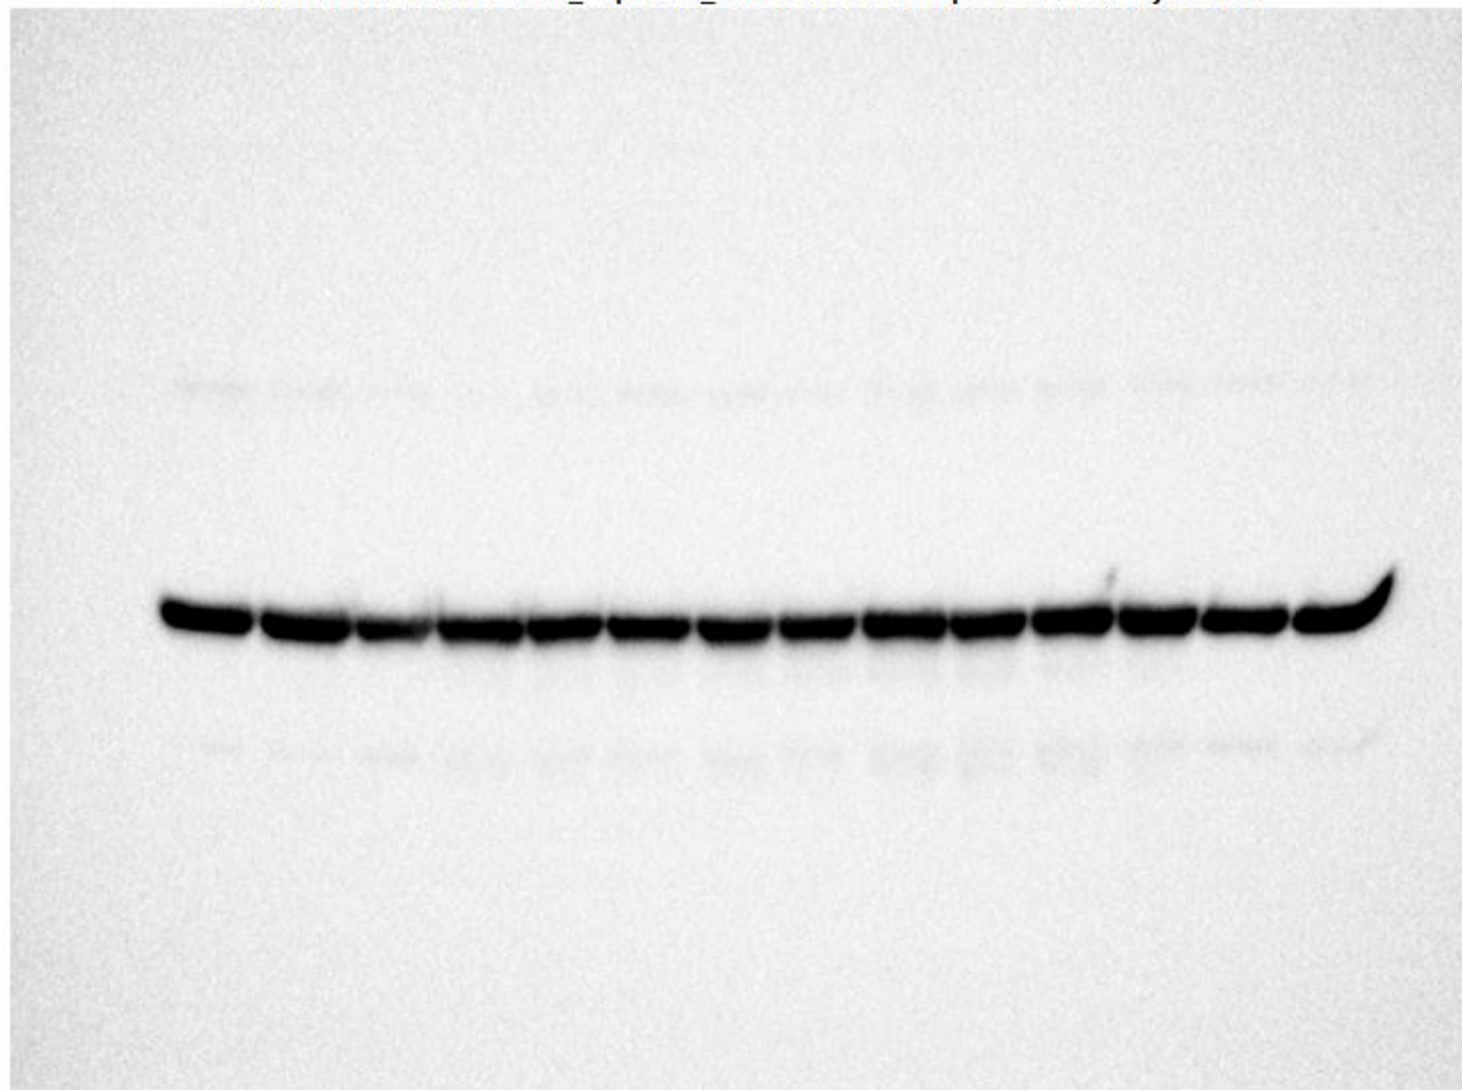

XRS 2015-09-09 10hr 53min\_Exposure\_120.0sec pepck sn4 9 9 15 Analyse

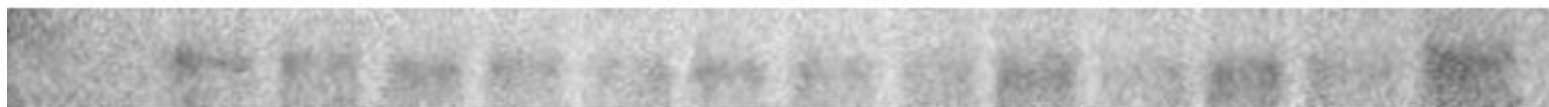

XRS 2015-09-10 11hr 20min\_Exposure\_4.5 sec beta actine pck1 sn4 10915 - Analyse

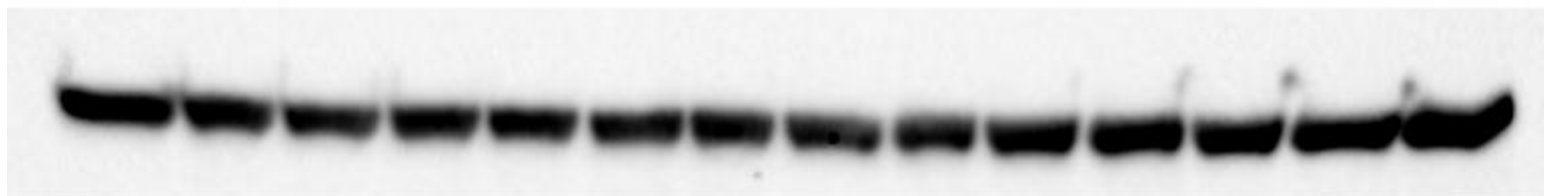

XRS 2015-09-09 10hr 44min-1\_Exposure\_12.6sec g6p ase 9915 SN4 Analyse

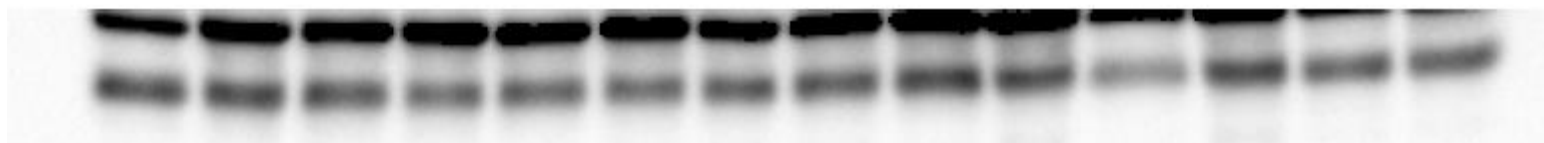

XRS 2015-09-10 11hr 18min\_Exposure\_7.0sec beta actine g6pase sn4 10915 - Analyse

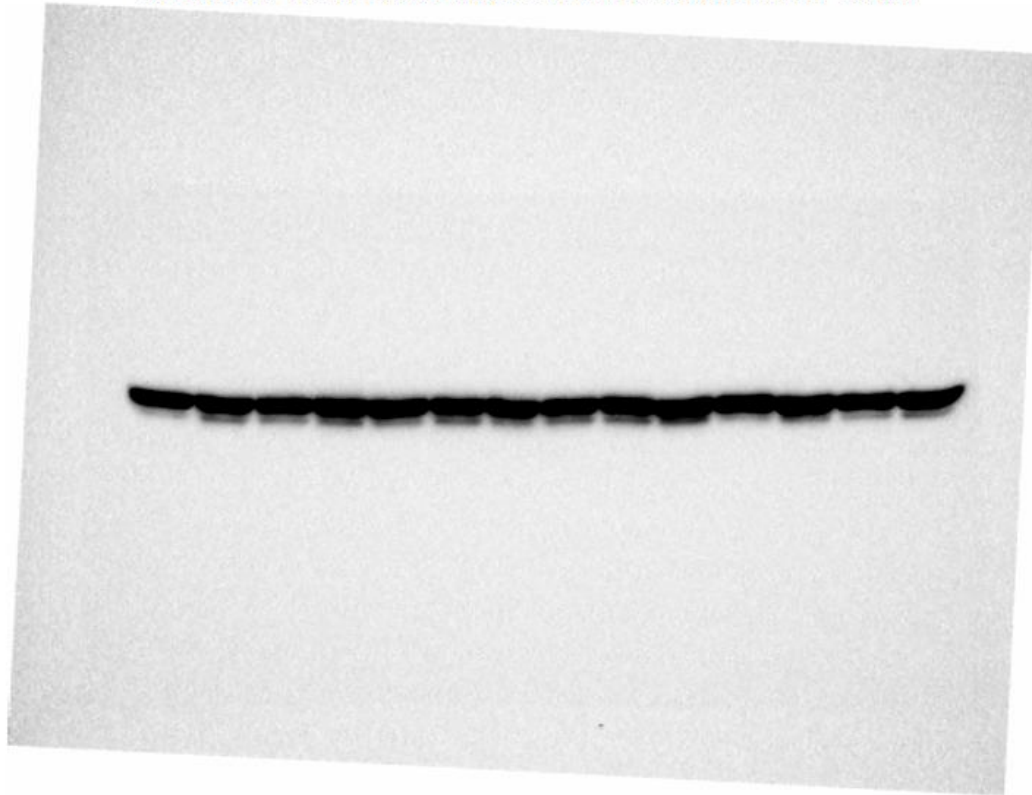

**Supplement:** Supplementary file 3 — Source Data for Appendix

# Supplementary material for: Transfer of dysbiotic gut microbiota has beneficial effects on host liver metabolism
**Source:** Mol Syst Biol. 2017 Mar 16;13(3):921. doi: 10.15252/msb.20167356

Conv + PBS

Conv + OM(ob)

Conv + OM(HFD)

PEPCK

B actin

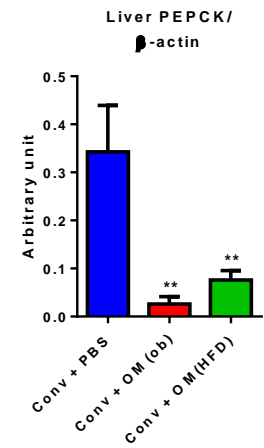

PKA substrates

B actin

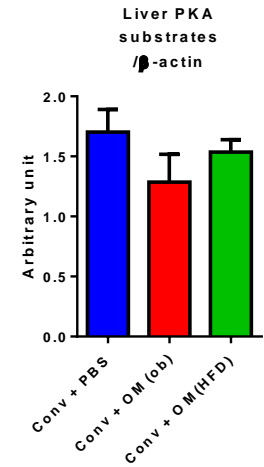

G6Pase

B actin

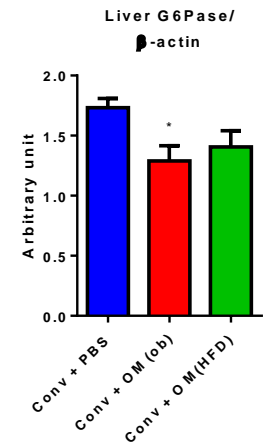

PEPCK SM1 liver photo

XRS 2015-08-28 10hr 50min beta actine pck1 simon analyse

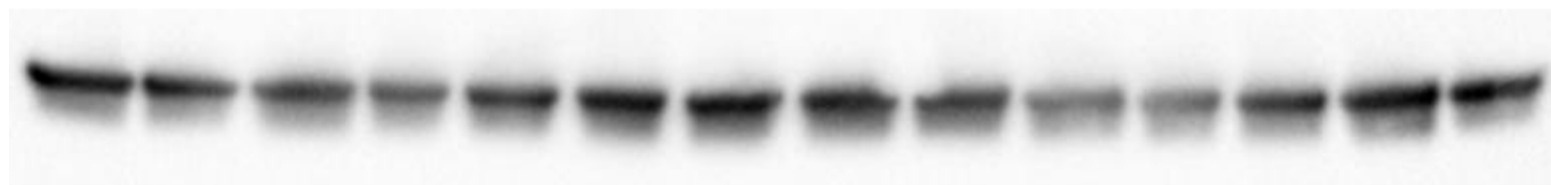

jjm 2015-08-27 10hr 53min\_Exposure\_35.2sec Photo PKA

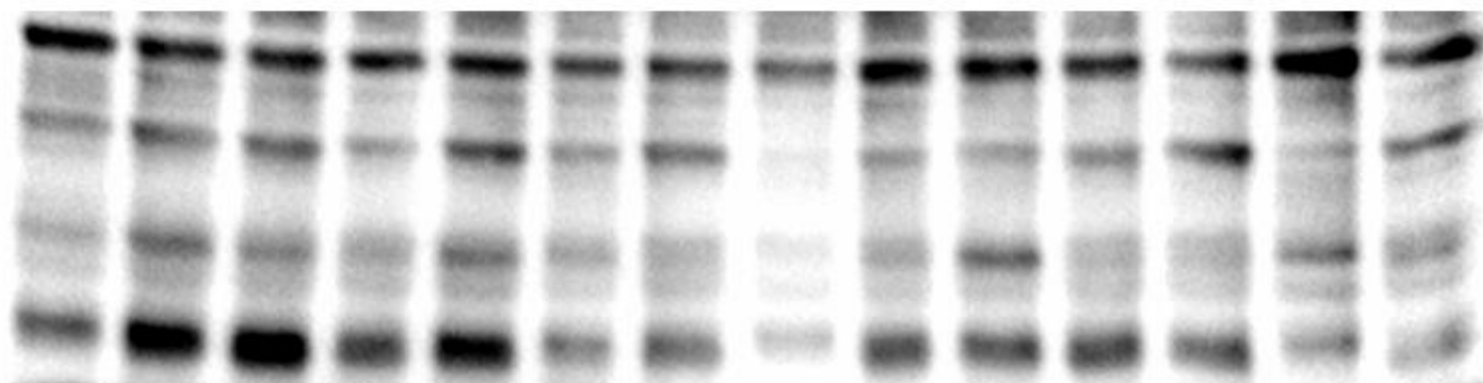

XRS 2015-08-28 beta actine pkas photo

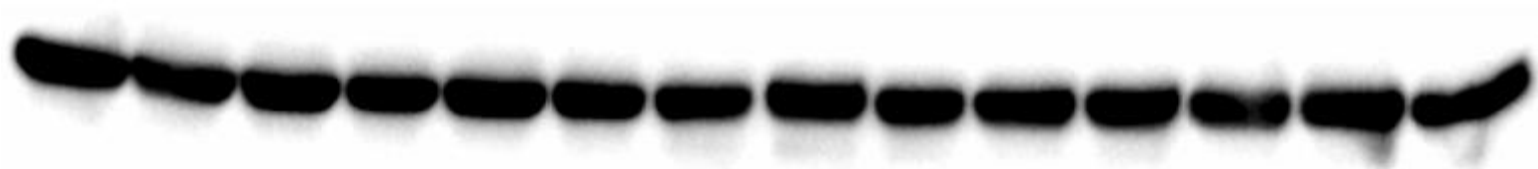

XRS 2015-09-09 10hr 41min\_Exposure\_14.5sec g6p ase sn1 9915 quantification

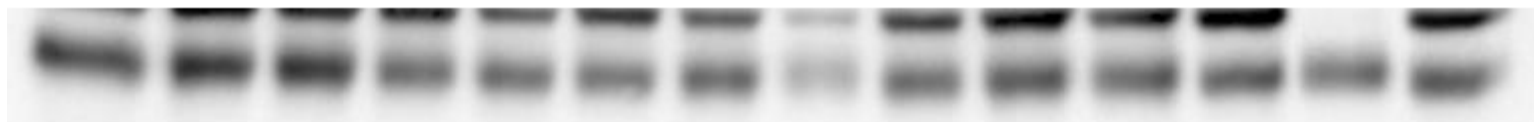

XRS 2015-09-10 11hr 15min\_Exposure\_7.0secbeta actine sn1 10915 analyse

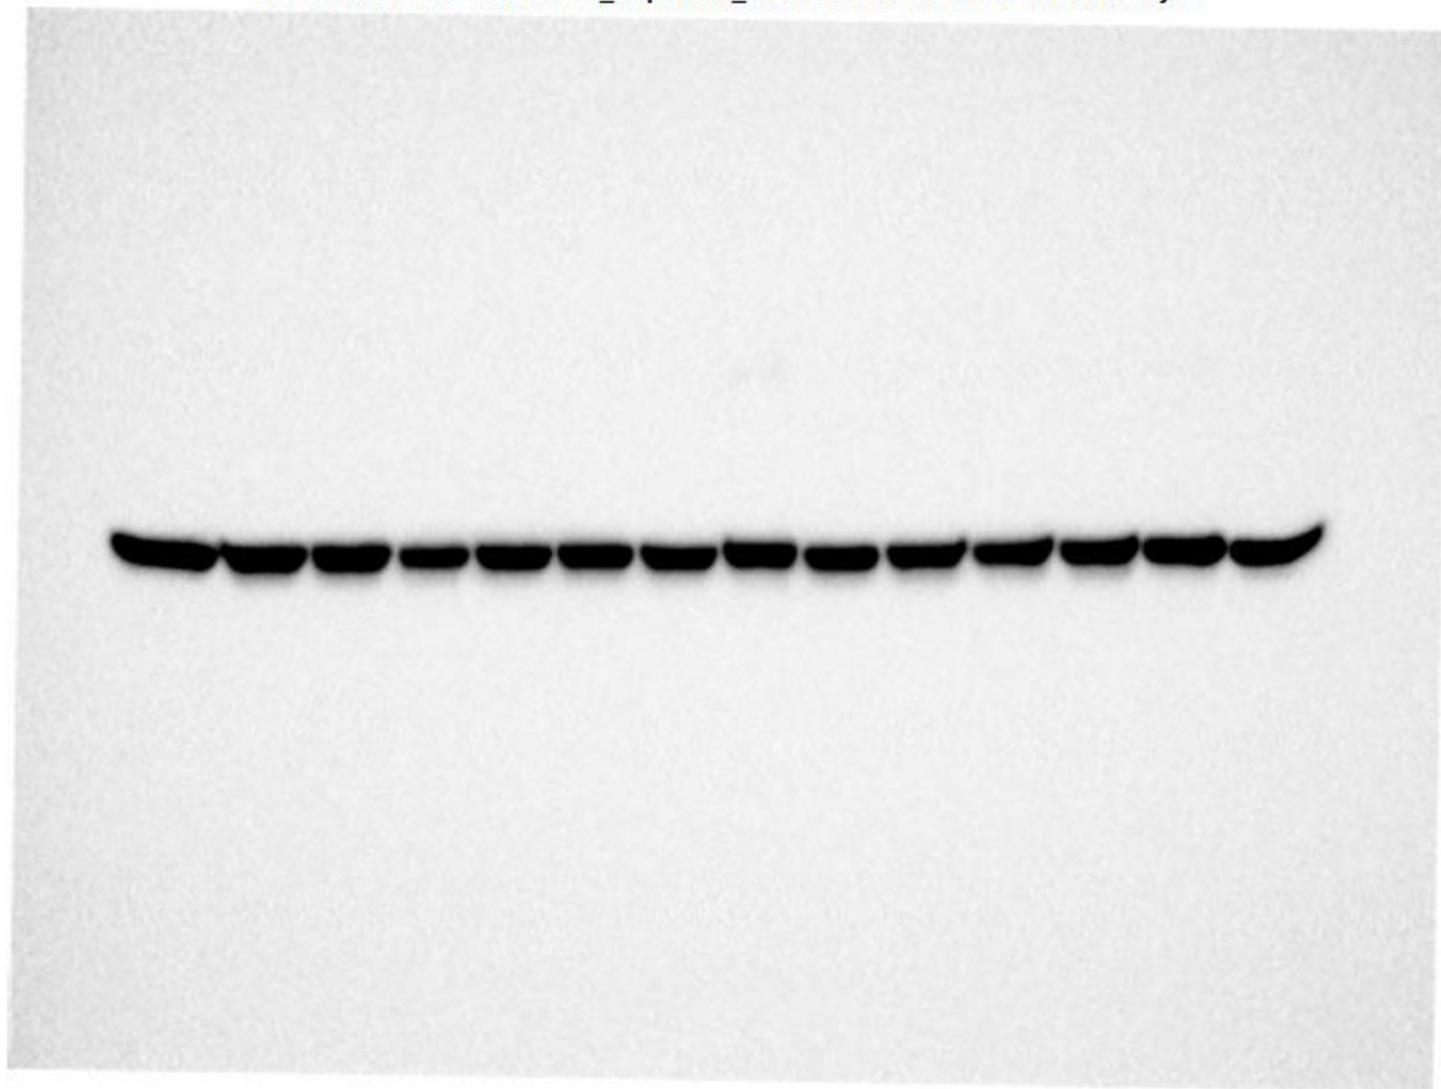

**Supplement:** Supplementary file 5 — Source Data for Figure 6

How the deposited data were processed for this re-analysis (not part of the article)

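Liver gene expression was measured on 16 Agilent SurePrint microarrays, 1 per mouse, from 6 Conv + PBS, 5 Conv + LM and 5 Conv + OM(HFD) mice fed NC. Samples were assigned to these groups from their labels and the methods of the paper, and every array was used. The labels call the control mice not transplanted, while the paper states that they received reduced PBS, and they were taken as Conv + PBS. The labels number the mice, and no number occurs in more than 1 group.

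The authors scanned the slides and extracted the signals with Agilent Feature Extraction, which records the brightness of each spot as an intensity on a linear scale. The deposited intensity values used for the main results had been corrected for background and for trends across the slide within each array, and not normalized between arrays. The mean and median intensity of each spot and the median of its local background, also deposited by the authors, were used for alternatives. The authors also deposited a table of log2 values. Compared with the scanner output, it held log2 of the median spot intensity after quantile normalization between arrays, and the text of the paper does not describe this step. All per-sample columns of that table could be matched to a mouse. Gene names and probe positions are those of the array design, with positions on mm9. Of the 20404 genes tested, 14635 names matched a current symbol of the RefSeq genes of GRCm38.p6 and 701 a synonym, and 5068 matched neither and keep the name in the files.

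From the intensity values, control spots were left out, log2 was taken, spots of 1 probe were averaged and the 75th percentile of each array was subtracted. Spots that Feature Extraction marked as uneven or outlying, 63 to 206 per array, were left out of the averages. The list tests used the 20328 genes with a value on every array. A probe was kept when Feature Extraction called it well above background on at least 5 of the 16 arrays, the size of the smallest group, which left 30664 probes and 20404 gene names. The probe with the highest mean over all 16 arrays stood for a gene. Genes of interest that failed this filter (Fbp2 and Nod2, not well above background on any array) were taken from a fit without it. Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with all 3 groups in the same fit, and p-values were adjusted by the Benjamini-Hochberg method. Tables were read with data.table 1.17.8 and plots were drawn with matplotlib 3.10.9 in Python 3.11.15. Single genes and list means were also compared by exact two-sided permutation tests over the mice of both groups, whose smallest p is 0.00216 for 5 mice against 6 and 0.00794 for 5 against 5. The methods' t-test is the unpaired Student's t-test on the same values. Relations between list means across mice were computed on deviations from group means, with 100000 permutations within groups. No p is corrected for the choice among settings.

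The genes named in the text are the 7 of Fig 1F, the genes of PEPCK and G6Pase, Nod2, the inflammatory genes Tnf, Il1b and Nfkb1, the 8 genes of gluconeogenesis, lipogenic genes outside the network at an unadjusted p under 0.05, and, since no gene passed the adjusted threshold, the 3 genes with the smallest p in each comparison. Gene lists were written from general knowledge of the genes. They cover the network, gluconeogenesis (its own enzymes, shared enzymes and regulators), lipogenic genes outside the network, cholesterol synthesis, fasting and PPARα targets, clock genes that peak in the morning and in the evening, these 3 inflammatory genes (a list shortened after the data were seen), acute phase proteins, interferon targets, bile acid genes, cell cycle genes, Xist, Y-linked genes, and markers of pancreas, red blood cells, adipose tissue, muscle, bile ducts, B cells, neutrophils, Kupffer cells and stellate cells. The 24 lists with genes above background (229 genes, Xist not among them) were tested with camera (preset correlation), camera with the correlation estimated from the list, fry and an exact permutation test of the list mean.

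The alternatives were normexp background correction with an offset of 50, quantile normalization, the authors' processed log2 values, no filter on dim probes, only probes well above background on all arrays, the slide as a block, only the mice of the groups compared, array weights, the mean of all probes of a gene, every probe on its own, the methods' t-test, other set tests and leaving out each mouse in turn. After the data were seen, 8 settings were added, which take scores of clock, fasting or neutrophil genes as covariates, leave out 2 mice together, or use the authors' values with the methods' t-test, with every probe and no filter, or with both. Up to 100 splits of the mice of 2 groups into groups of the same sizes were drawn to ask how often chance gives a result as large.

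The fits were tested on simulated data, in which 200 of 20328 genes were changed by 1 on the log2 scale with the spread of the real mice. Of these, 157 were recovered at an adjusted p under 0.05 in limma for Conv + OM(HFD) vs. Conv + PBS mice (78.5%, with 13 unchanged genes), 146 for Conv + LM vs. Conv + PBS mice (73.0%, with 8) and 145 for Conv + OM(HFD) vs. Conv + LM mice (72.5%, with 8). For a score that varies within groups, 162 were recovered (81.0%, with 7). Most changes of this size were thus found in simulated genes that varied independently. Smaller changes, or fewer changed genes, were not simulated. Many real genes vary together within groups, so this recovery need not hold for the real arrays.

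Array signals have no read depth. The precision is limited by the number of mice and, for dim genes, by the background, since many probes were not well above it. The paper gives 5 or 6 mice per cage and does not say how the groups were spread over cages, so an effect of the cage could not be separated from the inoculum. Mapping of the gene lists onto STRING was not repeated here.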

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

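All tests of explanations in this part were chosen only after the values were seen. In each group of 5 or 6 mice, the highest and lowest mouse were compared with the rest by Dixon's ratio, the gap to the nearest mouse divided by the range of the group, for every named gene and list mean. A mouse stood apart by this ratio (beyond its critical value at the 5% level) in 11 of 171 groups. Chance alone gives about 1 in 20 groups. In 1000 simulations with independent normal values the number was 8.59 on average and between 1 and 18, and 23.0% of them gave as many, so chance cannot be excluded for the number as a whole. The measures are not independent, since single mice recur.

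Conv + PBS mouse 1 stood apart in 3 measures. Its neutrophil markers had a mean log2 value of 0.89, against −2.78 to −1.95 in the other 5 mice, and its Kupffer cell markers 3.27, against 1.04 to 1.63. Il1b was 0.28 in this mouse, against −3.59 to −2.65. S100a8, an abundant neutrophil transcript, was 2.29 against −4.02 to −2.67 and Marco, of Kupffer cells, 5.88 against 1.59 to 2.92. More blood in the sample would raise the red blood cell genes as well. They differed from the other mice of the group by −0.0333 on the log2 scale, and the gap of 3.30 to the neutrophil genes lies far beyond the SD of that gap in the other mice (0.22), which argues against blood as the whole cause. The share of probes well above background was 49.75%, the lowest of the group, which might point to a poor array. The 2 arrays nearest in this share, of Conv + PBS mouse 5 (49.83%) and Conv + LM mouse 15 (49.92%), had neutrophil means of −2.44 and −2.36, which argues against a low share as the cause, and the array had the fewest spots marked by the scanner software (63). Its acute phase genes (7.05, against 5.81 to 6.46), Saa1 (7.11, against 4.48 to 5.76), Lcn2 (3.33, against −0.10 to 2.31) and interferon targets (1.62, against 0.26 to 1.25) were above all other mice of the group as well. An inflammatory reaction in this mouse stays open, and these genes are not an independent test of it.

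Conv + OM(HFD) mouse 25 stood apart in 1 measure. The acute phase genes had a mean log2 value of 8.10, against 5.86 to 6.41 in the other 4 mice. Its neutrophil markers were high too (0.58, against −3.01 to −1.71), as were Saa1 (9.58, against 4.35 to 5.86) and Lcn2 (6.62, against 0.14 to 2.04). The red blood cell genes were higher by 0.98 and the neutrophil genes by 2.83, a gap of 1.86 with an SD of 0.72 in the other mice, so blood does not account for the whole difference, though some blood in this sample stays open. The array was not poor. Its share of probes well above background was 55.41%, above the other mice of the group (51.62 to 52.75%). A reaction of this mouse to the inoculum or to an infection stays open. The other 4 mice of the group did not show the rise, and Conv + PBS mouse 1 showed a smaller rise of acute phase genes without an inoculum.

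These mice bear on several list results. The acute phase genes were higher in Conv + OM(HFD) than in Conv + PBS mice by camera (p = 4.05e-07, exact permutation p = 0.502), and without mouse 25 the p was 0.196, so this result rests on 1 mouse. The Kupffer cell markers were lower in Conv + LM than in Conv + PBS mice by camera (p = 5.86e-05, exact permutation p = 0.119), and without Conv + PBS mouse 1 the p was 0.0211. The difference of the list means shrank from −0.59 to −0.26 without this mouse, with an exact permutation p of 0.151 and a fry p of 0.293, so how far the result rests on this mouse cannot be told apart with so few mice. Neither list passed the exact permutation test with all mice. Between Conv + OM(HFD) and Conv + LM mice, acute phase genes (camera p = 1.36e-06, exact permutation p = 0.516), neutrophil markers (camera p = 0.00557, exact permutation p = 0.206) and Kupffer cell markers (camera p = 0.00133, exact permutation p = 0.135) were higher with the HFD-microbiota. Without mouse 25 the camera p were 0.234, 0.242 and 0.0829 (exact permutation p = 0.968, 0.397 and 0.270). The differences of the list means went from 0.38 to 0.01, from 0.87 to 0.31 and from 0.43 to 0.25. The acute phase and neutrophil results thus rest on that mouse, and for the Kupffer cell markers this stays open.

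The remaining values are single genes or lists in single mice. Pck2 was 0.54 in Conv + LM mouse 14 (others 0.13 to 0.24), Fbp1 was 9.78 in Conv + OM(HFD) mouse 30 (others 9.62 to 9.67) and Pcx was 7.41 in Conv + PBS mouse 3 (others 7.01 to 7.09). Pak1 was −6.06 in Conv + LM mouse 13 (others −4.75 to −4.23), where it was not well above background on any array of the group. The mean of the gluconeogenesis regulators was 4.35 in the same mouse (others 4.53 to 4.58). Red blood cell genes were 5.11 in Conv + LM mouse 16 (others 3.63 to 4.02), which marks more blood or more red blood cell transcripts in that sample. The mean of Tnf, Il1b and Nfkb1 was 0.37 in Conv + LM mouse 14 (others −0.01 to 0.05). No further explanation was tested for these 7 values, and chance stays open for each of them.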

How the results depend on the processing

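Of the settings in this part, the covariates, the removal of 2 mice together and the combinations with the authors' values were chosen only after the results were seen, and the others were planned. No paired analysis was possible because the groups share no mouse numbers.

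The number of genes at an unadjusted p under 0.05 in limma was 558 to 970 for Conv + OM(HFD) vs. Conv + PBS mice and 560 to 1181 for Conv + LM vs. Conv + PBS mice over 11 alternatives, each within 1.5 times the main number. The genes were partly different. Of the 663 genes of the HFD-microbiota, 422 were shared with normexp background correction and 430 with the methods' t-test. Leaving out each mouse in turn gave 555 to 854 genes with the HFD-microbiota, 688 to 1002 with the lean microbiota and 472 to 767 between the inocula. The number between the inocula moved from 545 to 862 with the slide as a block and to 825 with every probe on its own. The second counts probes in place of genes. For the first, the cause was not tested. No gene passed the adjusted threshold in limma against Conv + PBS mice under any of these settings or in the methods' t-test.

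The number of network genes lower at an unadjusted p under 0.05 with the HFD-microbiota was 4 to 6 over the alternatives, with 4 in the methods' t-test. It was 3 to 6 with each mouse left out, and 3 without Conv + PBS mouse 2 or 5 or Conv + OM(HFD) mouse 28, 29 or 30. All 7 genes kept their direction in every planned setting that gives 1 value per gene, and 29 of 182 such values lost their place below the threshold. With every probe on its own, 1 of the 4 probes of Acss2 was higher with the HFD-microbiota, by 0.32. With the lean microbiota the number rose from 0 to 1 with normexp background correction, with the authors' values, with array weights and with every probe on its own, and was 0 to 2 with each mouse left out (2 without Conv + PBS mouse 6). The cause was not tested. No gluconeogenesis gene passed between Conv + OM(HFD) and Conv + PBS mice under these alternatives or with any mouse left out.

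The lipogenic genes outside the network had a median of −0.19 to −0.10 over the alternatives that can change it (another test cannot), and −0.21 to −0.11 with each mouse left out. With fry in place of camera the median of −0.18 was no longer past the threshold (p = 0.0685, beside an exact permutation p of 0.0541). Fry weighs the correlation among the genes of a list, which camera presets. The p over the 13 alternatives ranged from 4.93e-07 to 0.0685.

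The ends of the fold range rest on dim probes. The lowest log2 fold change with the HFD-microbiota, −2.30, became −0.92 with normexp background correction, −0.99 with the authors' values and −1.18 with only probes well above background on all arrays, and was −2.53 to −2.15 with each mouse left out. The highest, 1.52, became 2.31 without the filter, 1.00 with normexp and 1.13 with the authors' values, and 1.47 to 2.41 with each mouse left out (2.41 without Conv + PBS mouse 5, 2.24 without Conv + OM(HFD) mouse 29). The number of genes beyond the limits of the methods, 1, became 0 with normexp, with the authors' values, with probes well above background on all arrays and with array weights, 2 with every probe on its own, and 0 to 3 with each mouse left out. Stricter filters and an offset remove or shrink dim probes by construction. For the array weights, the cause was not tested. Spearman's rho between the effects of both inocula was 0.37 to 0.45, and 0.33 to 0.50 with each mouse left out.

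With the authors' values, the share of higher genes among those of the lean microbiota rose from 46.2 to 56.3% (414 higher and 321 lower). Without the filter on dim probes it fell to 31.2% (359 and 790), and without Conv + PBS mouse 5 to 33.5% (253 and 503). No scaling moved the median of all genes by more than 0.02.

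The added settings, chosen after seeing the data, gave the following. On the authors' values with every probe and no filter, 1612 probes passed with the HFD-microbiota, 1850 with the lean microbiota and 1481 between the inocula, and by the methods' t-test 1545, 1788 and 1776. These settings count 56605 probes in place of 20404 genes. The network genes lower with the HFD-microbiota were 2 by the methods' t-test on the authors' values and 3 by the same test with every probe and no filter. With the lean microbiota they were 2 with the fasting score as a covariate, 1 with the neutrophil score, 3 with the clock and neutrophil scores together and 1 on the authors' values with every probe and no filter. The lipogenic genes outside the network had a median of −0.07 on the authors' values with every probe and no filter, in limma and by the methods' t-test. The lowest fold change was −0.99 by the methods' t-test on the authors' values, with or without every probe, and −1.17 in limma with every probe. The number beyond the limits was 2 with the fasting score, with the clock and neutrophil scores and without the 2 mice with high neutrophil markers, and 0 in the settings on the authors' values. The cause was not tested.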

Differences from the paper's values

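Among the settings in this part, the scores as covariates, the removal of 2 mice, the combinations on the authors' values and the look at single probes were chosen only after the values were seen.

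The paper reports 1,021 genes at P < 0.05 for Conv + OM(HFD) vs. Conv + PBS mice, and 663 were found here in limma. Of the alternatives set before the data were examined, the number lies within 1.5 times the paper's with no filter on dim probes (906), the slide as a block (694), array weights (873) and every probe on its own (970). It does not under the other 7, with numbers down to 558. With single mice left out, it does in 4 of 16 cases, without Conv + PBS mouse 1 (781) or 6 (854), Conv + LM mouse 14 (709) or Conv + OM(HFD) mouse 26 (781). With the clock score (900), the fasting score (931), the neutrophil score (744) or the clock and neutrophil scores together (907) as covariates it does as well, and these settings were chosen after seeing the values.

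For Conv + LM vs. Conv + PBS mice the paper reports 1,329 genes, and 792 were found. Of the alternatives set before the data were examined, no filter on dim probes (1149), the slide as a block (958) and every probe on its own (1181) bring the number within 1.5 times the paper's, and the other 8 do not, with numbers down to 560. Without Conv + PBS mouse 2 (1002), Conv + LM mouse 16 (945) or Conv + LM mouse 17 (891) it lies within that range, and in the other 13 cases it does not. It also does with the clock score (1031), the fasting score (1008), the neutrophil score (1054) or the clock and neutrophil scores (1038), without the 2 mice with high neutrophil markers (966), and on the authors' values with every probe and no filter in limma (1850) or by the methods' t-test (1788), all chosen after seeing the values.

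For Acaca, Appendix Fig S2K prints a P of about 0.01 (paper's value, read by eye) where limma gave 0.0365. Of the alternatives set before the data were examined, the mean of all probes of the gene (0.0140) lies within 1.5 times the paper's value and the others do not, nor does any setting with a mouse left out. With the clock score as a covariate the p was 0.0111, a setting chosen after seeing the values. Among the probes of Acaca examined after seeing the values, 1 gave 0.0148 in limma and 0.0115 by the methods' t-test, and another 0.0098 and 0.0129.

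For Dgat2, Appendix Fig S2K prints a P of about 0.03 (paper's value, read by eye) where limma gave 0.125. No alternative set before the data were examined comes within 1.5 times the paper's value, with p from 0.0715 to 0.167, nor does any setting with a mouse left out (0.0605 to 0.301) or any setting added after seeing the values.

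For Fasn, Appendix Fig S2K prints a P of about 0.057 (paper's value, read by eye), above the paper's threshold, where limma gave 0.0393, below it. These lie within 1.5 times of each other. The methods' t-test, set before the data were examined, gave 0.0635.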

Other observations

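Of the tests in this part, the splits of the mice for the numbers of genes at an unadjusted p under 0.05 and for the genes beyond the fold limits were planned, as were the list tests. The other splits, the covariates, the slide and scaling checks of the network, the removal of a mouse from the adipose lists, the relations between lists and the tests on within-group variation were chosen only after the results were seen.

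The numbers of genes at an unadjusted p under 0.05 in limma were set against 100 splits of the same mice into groups of the same sizes, the real split included. For Conv + OM(HFD) vs. Conv + PBS mice, 73 of 100 splits gave at least 663 genes (median 837.5, range 324 to 2897). For Conv + LM vs. Conv + PBS mice 58 of 100 gave at least 792 (median 874.5, range 380 to 2340), and between the inocula 85 of 100 gave at least 545 (median 755, range 305 to 3107). Chance cannot be excluded for any of the 3 numbers. For 0 genes after adjustment the comparison is empty, since all 100 splits must give as many. Any gene passed the adjusted threshold in 4 splits with the HFD-microbiota and in 2 with the lean microbiota. The split that followed the slides most closely gave 1115, 1766 and 1006 genes, more than the real groups. With the slide as a block the real groups gave 694, 958 and 862. The genes beyond the fold limits were as many in 80 of 100 splits and the correlation between the effects of both inocula as high in 42 of 100 groupings, so neither exceeds chance.

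In 1 of 100 splits, the real one, 6 network genes were lower at that p. The study picked these genes from the real split, which favours that split. The lipogenic genes outside the network were not picked by the study. Their camera p was as small in 4 of 100 splits, but both lists move together within groups, so this list shares the choice made on the real split, and the exact permutation p of its mean was 0.0541. Chance is not excluded for either list. For the network genes lower with the lean microbiota (0) and the gluconeogenesis genes with the HFD-microbiota (0), the splits cannot decide anything, since every split reaches 0. Cholesterol synthesis genes were lower with the HFD-microbiota (median −0.24, camera p = 1.07e-08, fry p = 0.113, exact permutation p = 0.184), with a camera p as small in 12 of 100 splits, so chance cannot be excluded there. Against Conv + LM mice they were lower by camera as well (p = 0.00159, fry p = 0.396, exact permutation p = 0.405).

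Technical explanations of the lower network genes were tested. With the slide as a block 6 of the 7 genes were lower at an unadjusted p under 0.05 in limma, and over the other scalings (normexp, quantile normalization and the authors' values) at least 5 were, though the methods' t-test on the authors' values left 2. With the mean of the morning clock genes of each mouse as a covariate the number was 6, and with the mean of the fasting genes 5. Slide, scaling in limma, another phase of the clock and another feeding state thus do not account for the difference, as far as these scores measure them. The inoculum stays open as an untested explanation beside chance, since the genes were chosen on these mice, and an effect of the cage was not tested.

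A further pattern lies within the groups and is not reported in the paper. In a fit with the groups as terms, 1709 genes varied with the morning clock score, the mean of 5 clock genes such as Arntl and Cry1, at an adjusted p under 0.05 in limma (877 higher and 832 lower with the score, the 5 genes themselves left out). The score shuffled among mice of the same group gave as many genes in 0 of 100 shuffles (median 0, highest 1), which speaks against chance. With the slide in the fit, 1188 genes were left, so the slides do not account for it. Among the genes with the smallest p, Dbp fell by 1.57 on the log2 scale per unit of the score (adjusted p = 7.04e-06), and Arl4a rose by 1.01. Without the 2 mice with high neutrophil markers 669 genes were left of 1709, while leaving out another Conv + PBS and Conv + OM(HFD) mouse left 788 to 1415 (median 1145.5), with 0 of 20 pairs as few. These 2 mice, or the inflammation they show, may therefore carry part of the pattern.

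The same variation bears on the numbers of genes between groups. With the morning clock score as a covariate the number for Conv + OM(HFD) vs. Conv + PBS mice rose from 663 to 900, while shuffled scores gave 609 to 750 (median 660), 0 of 100 as many. Variation within groups that many genes share may thus be why fewer genes passed than the 1020 that the threshold alone gives. The adjusted threshold was passed by no gene. The mice were collected after a 6 h fast on an inverted light cycle, and a candidate explanation for the variation is that mice were collected at different times of the day or of the fast. Times of collection were not used here, and this explanation stays open.

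Relations between list means were computed over the 16 mice as deviations from group means, with permutations within groups. In a family of 8 relations, the morning clock score went with the fasting genes (Pearson's r = 0.94, permutation p = 1e-05, the smallest 100000 permutations can give, Spearman's rho = 0.95, permutation p = 1e-05, adjusted p = 4e-05 for both). Without the 2 farthest mice r was 0.97, and it was 0.96 on slide 1 and 0.94 on slide 2. Morning and evening clock genes were opposed (r = −0.84, permutation p = 3e-05, rho = −0.85, permutation p = 0.00018, adjusted p = 8e-05 and 0.00048, r = −0.80 without the 2 farthest mice, −0.91 and −0.71 on the slides). The clock score was negatively related to cholesterol synthesis genes (r = −0.80, permutation p = 0.00055, rho = −0.81, permutation p = 0.00078, adjusted p = 0.0011 and 0.00156, r = −0.71 without the 2 farthest mice, −0.83 and −0.69 on the slides).

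The network genes followed the same axis less tightly. Against the clock score r was −0.61 (permutation p = 0.0190, rho = −0.61, permutation p = 0.0175, adjusted p = 0.0253 and 0.0281), with −0.58 without the 2 farthest mice and −0.49 and −0.65 on the slides. Against the fasting genes r was −0.64 (permutation p = 0.0150, rho = −0.61, permutation p = 0.0224, adjusted p = 0.0240 and 0.0299), with −0.55 without the 2 farthest mice and −0.50 and −0.52 on the slides. The network and the lipogenic genes outside it varied together (r = 0.93, permutation p = 1e-05, rho = 0.95, permutation p = 1e-05, adjusted p = 4e-05 for both, r = 0.91 without the 2 farthest mice, 0.89 and 0.94 on the slides). Acute phase genes were related neither to the clock score (r = −0.35, permutation p = 0.253, rho = −0.15, permutation p = 0.604, adjusted p = 0.289 and 0.604) nor to the network (r = −0.10, permutation p = 0.696, rho = −0.18, permutation p = 0.486, adjusted p = 0.696 and 0.555). For these, r was −0.32 and −0.06 without the 2 farthest mice, −0.42 and −0.25 on the slides for the clock score and −0.03 and −0.34 for the network.

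Inflammatory genes that the paper also measured had the following array values. Tnf was 0.98 ± 0.32 (SD, n = 5) in Conv + OM(HFD), 1.12 ± 0.61 (SD, n = 5) in Conv + LM and 0.57 ± 0.47 (SD, n = 6) in Conv + PBS mice (exact permutation p = 0.136 and 0.119 against Conv + PBS mice). Between Conv + OM(HFD) and Conv + PBS mice, Il1b differed by −0.47 on the log2 scale (exact permutation p = 0.548) and Nfkb1 by 0.06 (exact permutation p = 0.621), each less than the SD of either group. Nod2, which the paper studies through knockout mice, was not well above background on any array. The paper states that liver inflammation was not affected.

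The genes with the smallest p in each comparison fail the adjusted threshold. With the HFD-microbiota they were AK035793 (log2 fold change −0.48, limma p = 9.93e-05, exact permutation p = 0.00433), Lrat (−0.63, limma p = 0.000352, exact permutation p = 0.00649) and Pak1 (−1.73, limma p = 0.0008, exact permutation p = 0.00433), each lower in all 5 mice than the median of the Conv + PBS mice. Pak1 was well above background on 5 of 16 arrays, 4 Conv + PBS, 0 Conv + LM and 1 Conv + OM(HFD). With the lean microbiota they were a transcript without a gene symbol on chromosome 14 (read from 62263589 to 62263648 of mm9, well above background on 6 Conv + PBS and 1 Conv + LM arrays, −0.93, limma p = 7.37e-05, exact permutation p = 0.00433), Dph1 (0.37, limma p = 0.000364, exact permutation p = 0.00433) and Gm3893 (0.51, limma p = 0.000758, exact permutation p = 0.00216). Between Conv + OM(HFD) and Conv + LM mice they were Peg3 (0.96, limma p = 0.000605), Flt4 (well above background on 5 Conv + LM and 2 Conv + OM(HFD) arrays, −1.09, limma p = 0.00107) and another without a symbol on chromosome 3 (read from 108771210 to 108771269, 0.45, limma p = 0.00131), each with an exact permutation p of 0.00794, the smallest that 5 mice against 5 allow. For Pak1, Flt4 and the transcript on chromosome 14, 1 group lay mostly at background, so the size of the fold change is not well measured.

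The remaining lists gave no exact permutation p under 0.05 between Conv + OM(HFD) and Conv + PBS mice. The median log2 fold change and exact permutation p were 0.08 and 0.578 for fasting genes, 0.20 and 0.766 for morning clock genes, −0.06 and 0.673 for evening clock genes, 0.06 and 0.985 for the list of Tnf, Il1b and Nfkb1, 0.21 and 0.502 for acute phase genes, −0.11 and 0.781 for interferon targets, 0.08 and 0.896 for bile acid genes, 0.07 and 0.385 for cell cycle genes and 0.10 and 0.452 for Y-linked genes. Among cell and tissue markers they were −0.14 and 0.152 for pancreas, 0.19 and 0.578 for red blood cells, −0.10 and 0.602 for adipose tissue, −0.07 and 0.654 for muscle, −0.13 and 0.714 for bile ducts, 0.38 and 0.245 for B cells, 0.06 and 0.801 for neutrophils, −0.12 and 0.792 for Kupffer cells and 0.09 and 0.682 for stellate cells, where camera pointed down against a positive median and mean.

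With the lean microbiota, adipose markers were higher than in Conv + PBS mice (median 0.42, camera p = 0.0062, fry p = 0.0765, exact permutation p = 0.108) and Kupffer cell markers lower (median −0.56, exact permutation p = 0.119). Between Conv + OM(HFD) and Conv + LM mice adipose markers were lower (median −0.35, camera p = 0.00146, fry p = 0.0381, exact permutation p = 0.127). Conv + LM mouse 15 had the highest adipose markers of its group (2.67). Without it the difference of the list means from Conv + PBS mice fell from 0.53 to 0.23 (camera p = 0.0761, exact permutation p = 0.262), so that result rests on this mouse. The difference between the inocula moved from −0.67 to −0.37 (camera p = 0.0103, exact permutation p = 0.246), and how far it rests on this mouse stays open. None of these passed the adjusted threshold in fry or by the exact permutation test.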
